# Single-cell transcriptomic analysis identifies the conversion of zebrafish Etv2-deficient vascular progenitors into skeletal muscle

**DOI:** 10.1038/s41467-020-16515-y

**Published:** 2020-06-03

**Authors:** Brendan Chestnut, Satish Casie Chetty, Andrew L. Koenig, Saulius Sumanas

**Keywords:** Cell lineage, Differentiation

## Abstract

Cell fate decisions involved in vascular and hematopoietic embryonic development are still poorly understood. An ETS transcription factor Etv2 functions as an evolutionarily conserved master regulator of vasculogenesis. Here we report a single-cell transcriptomic analysis of hematovascular development in wild-type and *etv2* mutant zebrafish embryos. Distinct transcriptional signatures of different types of hematopoietic and vascular progenitors are identified using an *etv2*^*ci32Gt*^ gene trap line, in which the Gal4 transcriptional activator is integrated into the *etv2* gene locus. We observe a cell population with a skeletal muscle signature in *etv2-*deficient embryos. We demonstrate that multiple *etv2*^*ci32Gt*^*; UAS:GFP* cells differentiate as skeletal muscle cells instead of contributing to vasculature in *etv2*-deficient embryos. Wnt and FGF signaling promote the differentiation of these putative multipotent *etv2* progenitor cells into skeletal muscle cells. We conclude that *etv2* actively represses muscle differentiation in vascular progenitors, thus restricting these cells to a vascular endothelial fate.

## Abstract (web summary)

The signals restricting specification of vascular progenitors are unclear. Here, the authors use scRNAseq to identify transitional steps during blood and vascular development in zebrafish and identify Etv2 as repressing skeletal muscle differentiation in vascular progenitors.

## Introduction

During embryonic development, the lateral plate mesoderm (LPM) gives rise to multiple different cell lineages which include vascular endothelial cells, hematopoietic lineages and cardiomyocytes^1,2^. The specification of these lineages occurs in parallel to the specification of adjacent skeletal muscle progenitors which are thought to originate in the somites from different progenitors than the LPM lineages^3^. Although many factors involved in different steps of LPM lineage specification and differentiation have been identified, the entire timeline, transitional steps, and changes in the global transcriptional program that occur during hematopoietic and cardiovascular differentiation in vivo are still poorly understood.

While it is challenging to study early cardiovascular development in mammalian embryos, the zebrafish has emerged as an advantageous model system to study early cell fate decisions during embryogenesis. The signaling pathways and transcriptional programs that regulate the specification and differentiation of the LPM lineages are highly conserved between zebrafish and other vertebrates^4^.

We and others have previously identified an ETS transcription factor Etv2/Etsrp which is one of the earliest markers of vascular and hematopoietic progenitor cells and functions as a key regulator of vascular and hematopoietic development in multiple vertebrates including mouse and zebrafish^5–7^. In zebrafish embryos, *etv2* is expressed in vascular endothelial progenitor cells, as well as early myeloid and erythroid progenitors, and its expression is downregulated after cells undergo hematopoietic and vascular differentiation^5,6^. In the absence of Etv2 function, vascular endothelial and myeloid progenitors fail to differentiate. While some of them undergo apoptosis, others can acquire alternative cell fates and differentiate into cardiomyocytes, demonstrating fate flexibility of early progenitors^8–10^.

The relatively recent emergence of highly efficient and high-throughput single-cell transcriptomic technologies has facilitated extensive probing of cellular diversity and complex cell differentiation pathways both in vitro and in vivo. In recent years, several studies have been performed to delineate the transcriptional diversity of vascular cell types, and to uncover lineage commitment trajectories during cardiovascular development^11–13^. However, the fate decisions of LPM-derived cells are still poorly understood.

Here, we report single-cell transcriptomic profiling of *etv2-*expressing cells in wild-type and *etv2*-deficient zebrafish embryos during early stages of vascular development. We identify the transcriptional profiles and novel transitional states of cells during different steps of vascular and hematopoietic differentiation. Our results show that in the absence of Etv2 function, vascular progenitors can acquire a skeletal muscle fate, arguing that Etv2 function is required to actively repress alternative cell fates in multipotent mesodermal progenitors. These findings will be important in understanding the ontogeny of different cardiovascular and hematopoietic lineages and will help in designing more efficient in vitro and in vivo cell differentiation strategies to generate different types of progenitors for therapeutic purposes.

## Results

### Single-cell RNA-seq of vascular and blood progenitors

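In droplet-based single-cell RNA-seq each captured mRNA receives the barcode of its cell and a unique molecular identifier (UMI), so that a count is the number of different UMIs of a gene in a cell. 2 libraries were analysed, 1 per genotype. The cells came from pools of 100 to 150 embryos heterozygous and 75 to 100 embryos homozygous for etv2ci32Gt, a gene trap that drives UAS:GFP in etv2-expressing cells, and were sorted for GFP. The authors aligned the reads and counted UMIs with Cell Ranger, and deposited unfiltered, unnormalized counts of all barcodes for each library. The counts sum to 19256969 UMIs in the heterozygous and 7244035 UMIs in the homozygous library. The rule by which barcodes were called as cells is not named in the paper's text. Here a barcode was called where its total reached 10% of the 99th percentile of the 3000 barcodes with the most UMIs, the default rule of that software, which set limits of 2549 and 2512 UMIs. The limits stated in the Methods were then applied: more than 200 and at most 3500 genes, and at most 5% of counts from mitochondrial genes. This kept 1606 heterozygous cells with a median of 10041 UMIs (range 2558 to 30674) and 473 homozygous cells with a median of 13079 UMIs (range 2535 to 32708). Expression is given as the summed counts of a group of cells in counts per 1000000 (CPM) with an exact Poisson interval, and a proportion of cells with an exact binomial (Clopper-Pearson) interval, each at 95%. These intervals cover counting error only. With 1 library per genotype no difference between the genotypes has a replicate check, and no p-value was computed. Barcodes holding 1 to 100 UMIs were taken as empty droplets, whose RNA leaked from broken cells. From the hemoglobin counts of cells that are not erythroid, such free RNA was estimated at 4.35% of the counts of a heterozygous and 2.11% of those of a homozygous cell.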

To analyze the diversity of hematovascular progenitors, we performed single-cell RNA-seq of GFP-positive cells sorted by fluorescence-activated cell sorting (FACS) from heterozygous and homozygous *etv2*^*ci32Gt*^*; UAS:GFP* zebrafish embryos at the 20-somite stage. This reporter line, recently generated by CRISPR mediated homology-independent repair, has an insertion of the *gal4* reporter within the *etv2* coding sequence^14^. 

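The files count etv2 under ENSDARG00000053868. Over all kept cells the heterozygous library held 4907 etv2 counts, and the homozygous library 95. Relative to the total counts, the homozygous over heterozygous ratio was 0.0521 (95% interval, 0.0421 to 0.0639). Subtracting the RNA profile of the empty droplets moved it most among the alternatives, to 0.0499. The trap places a gal4 sequence with a poly(A) sequence inside etv2, so transcripts of that allele may stop there. Where the etv2 reads lay was not examined, so fewer counts need not mean a less active locus.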

As described previously, heterozygous *etv2*^*ci32Gt*^ embryos recapitulate the endogenous expression pattern of *etv2* in vascular endothelial progenitors and differentiated vascular endothelial cells, while homozygous embryos show profound defects in vascular development due to the interruption of the *etv2* coding sequence^14^ (Supplementary Fig. 1).

Transcriptomes of 2049 and 588 cells were obtained from heterozygous and homozygous *etv2*^*ci32Gt*^ embryos, respectively, using the Chromium system (10× Genomics) which employs a microdroplet technology to isolate individual cells, followed by the next-generation seuencing. 

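Applied to all barcodes without calling cells first, the limits of genes and mitochondrial counts passed 2049 heterozygous and 588 homozygous barcodes. Of these, 443 and 115 lay below the calling limits, with a median of 1185 UMIs and 428 genes in the heterozygous and 947 UMIs and 349 genes in the homozygous library. Among the called barcodes, the upper limit of genes removed 9 heterozygous and 2 homozygous ones, and the mitochondrial limit 8 and 2. The kept cells had a median of 1926 detected genes in the heterozygous and 2152 in the homozygous library. The median mitochondrial fraction was 1.21% and 1.19%. Scrublet, a doublet caller, marked 3 heterozygous and 1 homozygous cell, which were kept.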

The relative frequency of GFP+ cells out of the total number of cells was similar in heterozygous and homozygous embryos (1.89% and 1.98%, respectively). 

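Pooled counts were normalized to 10000 per cell and log-transformed, and variable genes were taken by their mean and dispersion, which gave 2098 of the 16202 genes detected in at least 3 cells. Genes that the text of the study names were left out of the clustering, so that their values are not what the clusters were built from, and 2049 variable genes were used. Total UMIs and the mitochondrial fraction were regressed out. With 13 principal components and resolution 0.6 the kept cells formed 12 clusters, and between 11 and 16 under the alternatives, the highest at resolution 1.0. A cluster was given a name ending in -like where at least 3 of a list of markers, fixed before the data were examined, were enriched in it. All but 7 of the 125 markers come from the study's own tables. Most of these the study picked on the same libraries, so a class found with them is not independent evidence that the class exists. 9 of the clusters received a name. The remaining 3 were numbers 1 and 3, led by the genes that the study lists for cluster #10, and number 8, in which markers of cardiomyocytes and of the tailbud were mixed. At resolution 1.0 number 8 separated into cardiomyocyte-like and tailbud-like cells, and values of these 2 classes were taken from that clustering, a choice made after seeing the data. The limits of the naming rule were also adjusted after the clusters were first seen.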

Transcriptomes from heterozygous and homozygous embryos were pooled and clustered using Seurat^15^, resulting in 12 distinct cell clusters which were visualized using the t-distributed stochastic neighbor embedding (t-SNE) approach^16^ (Fig. 1a–d). We subsequently assigned cell identities based on marker genes which were significantly enriched in each cluster (Supplementary Table 1, Supplementary Datas 1 and 2). Two different clusters (#2 and #3) corresponded to vascular endothelial cells and were thus labeled as EC1 and EC2. The EC1 cluster showed expression of multiple known vascular endothelial markers, including *cdh5*, *cldn5b*, *egfl7*, *sox7*, *ecscr* and others, while the top genes expressed in EC2 cells included *crip2*, *tpm4a*, *fli1a*, and *erg*, all known to label vascular endothelial cells (Supplementary Table 1 shows the top marker genes for each cluster, while t-SNE and violin plots for selected marker genes are shown in Fig. 1c and Supplementary Figs. 2 and 3). 

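Endothelial-like cells fell into cluster 6 with 171 and cluster 7 with 139 heterozygous cells. In the heterozygous library cdh5 (ENSDARG00000075549) reached 292 CPM in the 2 clusters together and 24.8 CPM in all other cells, an 11.8-fold enrichment (95% interval, 10.4 to 13.4). The enrichment was 19.0-fold for cldn5b, 4.11-fold for sox7 and 7.45-fold for ecscr, and egfl7 reached 770.4 against 183 CPM. Of the other 4 genes, crip2 reached 487 CPM in endothelial-like and 43.4 CPM in other cells, an 11.2-fold enrichment, and tpm4a 2064 against 732 CPM, or 2.82-fold. For fli1a and erg the enrichment was 4.03-fold and 5.87-fold. With the named genes kept and no cell calling, a setting added after the data were seen, cdh5 moved most, to 10.2-fold.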

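All 9 genes were enriched in each endothelial-like cluster over the remaining heterozygous cells. In cluster 6 the enrichment ran from 1.79-fold for tpm4a to 4.32-fold for erg, with 4.08-fold for cdh5, 2.62-fold for cldn5b and 3.39-fold for crip2. In cluster 7 it ran from 3.24-fold for tpm4a to 16.7-fold for cldn5b, with 8.29-fold for cdh5 and 9.29-fold for crip2. Only erg was enriched more in cluster 6, since its value in cluster 7 was 3.69-fold. The median depth of the heterozygous cells was 9656 UMIs in cluster 6 and 8865 UMIs in cluster 7.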

There was a large overlap in marker expression between the EC1 and EC2 groups. It is currently unclear whether EC1 and EC2 cells represent distinct cellular identities or different stages of endothelial differentiation. 

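EPC-like cells numbered 178 in the heterozygous library. There tal1 reached 4365 CPM against 583 CPM in the other cells, a 7.48-fold enrichment (95% interval, 7.26 to 7.71), and lmo2 8577 against 1347 CPM, or 6.37-fold. Enrichment of etv2 was 8.63-fold (8.15 to 9.13), and that of tmem88a 8.58-fold, at 1558 against 182 CPM. With the empty-droplet profile subtracted, the value of etv2 rose to 9.25-fold, its largest move among the alternatives.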

Cluster #4 corresponded to the vascular endothelial progenitor group (EPC) which showed enriched expression of *tal1*, *lmo2*, *etv2*, *tmem88a*, *egfl7* (Fig. 1c, d, Supplementary Figs. 2 and 4, Supplementary Table 1). 

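Another 3 genes were set beside the hematopoietic cells of the heterozygous library. egfl7 reached 1070.0 CPM in EPC-like cells, a 5.74-fold enrichment over all other cells, and was at 25.3 CPM in RBC-like and 15.0 CPM in macrophage-like cells. For sox7 the values were 977 CPM in EPC-like, 28.3 CPM in RBC-like and 25.1 CPM in macrophage-like cells, with a 5.20-fold enrichment. fli1b stood at 347 CPM in EPC-like and 8.55 CPM in RBC-like cells and was enriched 4.01-fold. In contrast, tal1 and lmo2 were counted at 585 and 852 CPM in RBC-like cells and at 231 and 209 CPM in macrophage-like cells.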

Although some of these genes *(tal1*, *lmo2*, *etv2)* are known to label both vascular and hematopoietic progenitors^5,17,18^, other markers specific to this group *(egfl7*, *sox7*, *fli1b)* label vascular and not hematopoietic cells^19–21^, arguing that this population corresponds to vascular endothelial progenitors. Two groups of cells with a strictly hematopoietic gene signature were identified. Cluster #7 showed specific expression of *cebpb*, *spi1b*, *cebpa*, *cxcr3.2*, all known to be specifically enriched in macrophages (Fig. 1c, d, Supplementary Figs. 2 and 5, Supplementary Table 1, Supplementary Data 1). 

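Macrophage-like cells were nearly all heterozygous, 226 of 228. In these 226 cells cebpb was at 948 CPM and in the other heterozygous cells at 18.0 CPM, a 52.6-fold enrichment. spi1b was at 623 against 33.8 CPM. The enrichment was 4.96-fold for cebpa and 106-fold for cxcr3.2, which reached 275 CPM against 2.60 CPM. Free RNA lowers such folds: with the empty-droplet profile subtracted, that of cebpb became 94.7 and that of cxcr3.2 became 256.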

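RBC-like cells formed 1 cluster of 254 heterozygous and 122 homozygous cells. In the heterozygous library hbbe3 reached 9531 CPM in these cells and 387 CPM in the others, a 24.6-fold difference, and hbbe1.3 2155 against 69.0 CPM, or 31.2-fold. hbae1.3 was enriched 42.1-fold, which rose to 86.5-fold with the empty-droplet profile subtracted, the largest move among the alternatives. klf17 was enriched 15.0-fold, at 763 against 50.9 CPM, and blf 5.49-fold. Hemoglobin genes also made up 1.19% of the counts in the heterozygous empty droplets, so that part of their counts in non-erythroid cells is free RNA. For etv2 the RBC-like cells held 39 counts, or 11.5 CPM (95% interval, 8.17 to 15.7).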

Cluster #11 showed strong expression of multiple hemoglobin genes, including *hbbe3*, *hbbe1.3*, *hbae1.3*, as well as *klf17*, *blf* and other genes that are specific to red blood cells (Fig. 1d, Supplementary Figs. 2 and 5, Supplementary Table 1, Supplementary Data 1). Although *etv2* in zebrafish does not show significant expression in zebrafish blood cells, *etv2:GFP* expression has been previously observed in myeloid and erythroid cells^22^, likely due to the expression of *etv2* in hematopoietic progenitors, which becomes downregulated as they differentiate. Cluster #10 had very few significantly enriched genes, which included a novel protein *si:ch211–11n16.3*, and genes *tubb2b* and *hmg2b* which are likely to be ubiquitously expressed. 

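2 clusters were led by these genes and remained unnamed because fewer than 3 markers of the study's list were enriched in them. Cluster 1 held 199 heterozygous and 53 homozygous cells, and its leading genes were si:ch211-11n16.3, pmaip1, ms4a17a.10 and mdm2. Its median depth was 8522 UMIs in the heterozygous and 22400 UMIs in the homozygous library. Cluster 3 held 159 and 50 cells and was led by si:ch211-11n16.3, fabp3, pbk and tubb2b. Its cells were shallow, with medians of 4819 and 3438 UMIs. hmgb2b was at a similar level inside and outside the 2 clusters, with a ratio of 1.14 in the heterozygous and 1.04 in the homozygous library.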

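Counts of pmaip1 (noxa) in the 2 clusters together stood at 104 CPM against 27.8 CPM in the other heterozygous cells, a 3.74-fold enrichment, and at 288 against 49.6 CPM in the homozygous library, or 5.80-fold. ccng1 was enriched 2.11-fold and 1.72-fold. Against the same other cells, the pmaip1 enrichment was larger in cluster 1, with 4.56-fold in heterozygous and 6.64-fold (95% interval, 5.64 to 7.84) in homozygous cells, than in the shallow cells of cluster 3, with 1.67-fold (1.19 to 2.30) and 1.67-fold (0.986 to 2.66). Clustering without regression moved the heterozygous value of the 2 clusters most, to 6.38-fold.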

Apoptosis and cell cycle regulators *pmaip1/noxa* and *ccng1*^23,24^ also showed relatively strong expression in this cell population (Fig. 1d, Supplementary Fig. 6, Supplementary Table 1, Supplementary Data 1), suggesting that this group is likely to include pro-apoptotic cells, which were observed in *etv2*^*ci32Gt*^ embryos. Previous studies have established that the loss of *etv2* function results in increased apoptosis of vascular or hematopoietic cells^21,25^. Cluster #12 showed strong expression of *hoxa11b*, *hoxb7a*, *cdx4*, *apoeb*, which are all expressed in the posterior mesenchyme either in zebrafish or mouse embryos^26–28^ (Fig. 1c, d, Supplementary Figs. 2 and 6, Supplementary Table 1, Supplementary Data 1). 

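The tailbud-like class at resolution 1.0 held 34 heterozygous and 27 homozygous cells. In the heterozygous library its enrichment over other cells was 27.3-fold for hoxa11b, 15.3-fold for hoxb7a, 20.6-fold for cdx4 and 3.49-fold for apoeb. Without cell calling cdx4 fell to 15.6-fold, the lowest of the 5 alternatives in which the class appeared. The heterozygous class then held 68 barcodes above and 8 below the calling limit, so that its border had moved as well. Of the 10 markers used to name the class, 6 Hox genes were chosen from general knowledge and not from the study's tables.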

The tailbud progenitors have been shown to include multipotent cells which can give rise to endothelial, somitic and neural lineages^29^. Therefore this group may include early stage endothelial progenitors located in the tailbud. Indeed, many cells from the tailbud population exhibit noticeable expression of EPC markers (Fig. 1d, Supplementary Fig. 4). 

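To compare cells of different depth, each cell was thinned to 5167 UMIs, the 20th percentile over all cells, which left out 330 heterozygous and 86 homozygous cells. Among the 29 heterozygous tailbud-like cells that remained, a UMI of etv2 was found in 65.5%, of tal1 in 55.2%, of lmo2 in 82.8%, of tmem88a in 62.1% and of egfl7 in 31.0%. Neural-like cells, taken as a class that should lack these genes, gave 8.70%, 23.2%, 20.3%, 13.0% and 5.80% in 69 thinned cells. Unthinned, the shares were 73.5%, 67.6%, 91.2%, 76.5% and 44.1% of all tailbud-like cells, and 9.88%, 30.9%, 35.8%, 17.3% and 6.17% of 81 neural-like cells. The median depth of the 2 classes was 10765 and 10142 UMIs. In CPM, tailbud-like cells exceeded the other heterozygous cells 2.27-fold for etv2, 1.83-fold for lmo2, 1.67-fold for tmem88a and 1.23-fold for tal1, while egfl7 was lower, with a ratio of 0.656. With the named genes kept in the clustering and no cell calling, a setting added after the data were seen, the tal1 ratio was 0.964.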

Another intriguing population of *etv2*+ cells (cluster #6) showed expression of BMP response genes *id3* and *id1*, as well as *twist1a*, *pitx3*, and *prrx1a* (Fig. 1c, d, Supplementary Figs. 2 and 4, Supplementary Table 1, Supplementary Data 1). 

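The LPM-like cluster held 76 heterozygous cells. id3 reached 1219 CPM in them against 179 CPM in the other heterozygous cells, a 6.83-fold enrichment (95% interval, 6.34 to 7.34), and id1 3714 against 1793 CPM, or 2.07-fold. The enrichment was 30.6-fold for twist1a, 69.6-fold for pitx3 and 25.7-fold for prrx1a. etv2 was at 356 CPM against 287 CPM, a ratio of 1.24 (1.10 to 1.40). With the libraries clustered separately this ratio was 0.749, so that its direction depends on the clustering, while twist1a moved to 42.3-fold. At resolution 1.0 the value of id3 was 5.14-fold.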

Our subsequent analysis (see below) demonstrated that all analyzed genes exhibited expression in the LPM area; therefore we annotated this cluster as LPM cells. 

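Clusters with other signatures were smaller. Neural-like cells numbered 81 heterozygous and 23 homozygous, epidermal-like cells 52 and 22, and myocyte-like cells 20 and 22. The cluster in which cardiomyocyte and tailbud markers were mixed held 51 and 71 cells, and at resolution 1.0 the cardiomyocyte-like class held 16 and 46. In neural-like and epidermal-like cells of the heterozygous library etv2 was at 9.63 and 10.7 CPM, from 8 and 5 counts. None was counted in the homozygous cells of these 2 classes, where the exact interval of a count of 0 allows up to 10.7 and 18.7 CPM.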

Additional cell populations identified in our analysis included cells with neural, epidermal, cardiomyocyte, and skeletal muscle-specific gene signatures (Fig. 1c, d, Supplementary Figs. 2, 7, and 8, Supplementary Table 1, Supplementary Data 1). 

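Muscle genes set the myocyte-like cells apart in both libraries. actc1b was enriched 188-fold over the other cells of the heterozygous library and 277-fold in the homozygous one, myf5 78.1-fold and 80.3-fold, and myod1 1317-fold and 788-fold from few counts outside the class. Without cell calling, heterozygous myog was enriched 1231-fold in place of 1341-fold. A single homozygous cell held 210 of the 349 actc1b counts of its class. Cardiomyocyte-like cells were enriched for gata5, 12.0-fold in the heterozygous and 23.1-fold in the homozygous library. For etv2, heterozygous myocyte-like cells held 6 counts, or 33.7 CPM (95% interval, 12.4 to 73.4), and homozygous ones 1 count, or 3.57 CPM. Cardiomyocyte-like cells held 1 and 2 counts. The heterozygous myocyte-like value lay above the 9.63 and 10.7 CPM of neural-like and epidermal-like cells, with overlapping intervals. No ratio with an interval was computed between these classes, and overlap alone does not decide. Whether etv2 in muscle cells at the time of sorting exceeds free RNA stays open at this depth.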

Observation of GFP-positive cardiomyocyte and skeletal muscle populations in both *etv2*^*ci32Gt*^ heterozygous and homozygous embryos was somewhat unexpected. Cardiomyocytes in wild-type embryos do not express *etv2*, while our previous study has shown that *etv2*-deficient endothelial progenitors can differentiate as cardiomyocytes^8^. The presence of GFP-positive cardiomyocytes in *etv2*^*ci32Gt*^ heterozygous embryos could be explained by the loss of one functional *etv2* allele, which resulted in some *etv2*+ cells differentiating as cardiomyocytes. However, differentiation of hematovascular progenitors into skeletal muscle cells has not been previously reported.

**Fig. 1:**
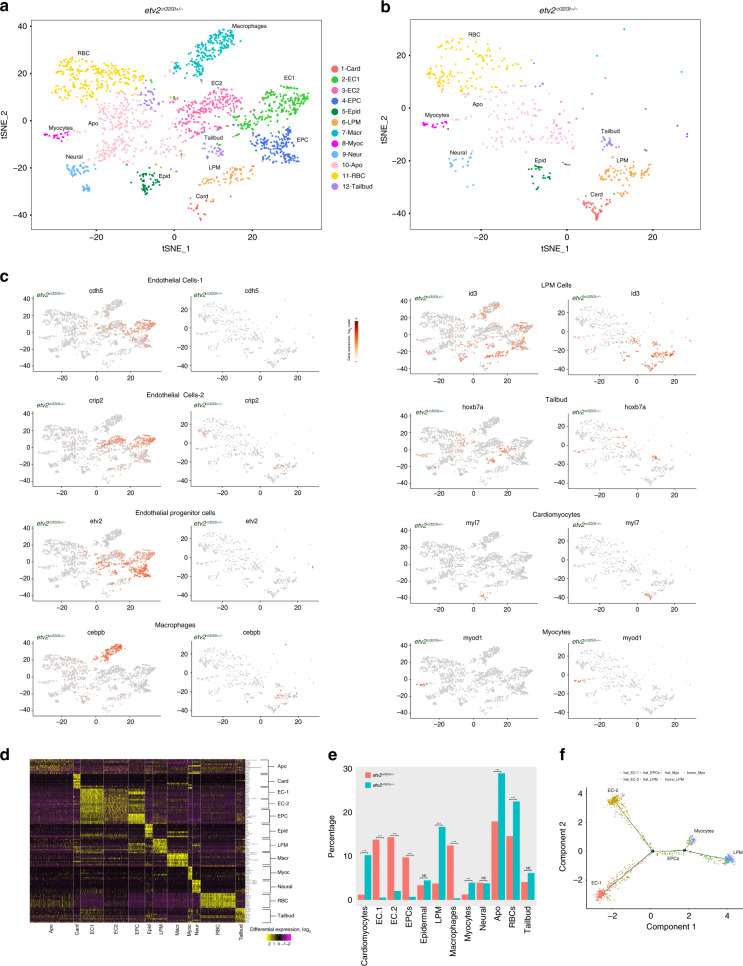
Single-cell RNA-seq analysis of *etv2*^*ci32Gt*^*; UAS:GFP* heterozygous and homozygous embryos at the 20-somite stage. **a**, **b** t-SNE plots and cell clustering analysis. Twelve different clusters were identified. Card cardiomyocytes, EC endothelial cells, EPC endothelial progenitor cells, Epid epidermal cells, LPM lateral plate mesoderm, Macr macrophages, Myoc myocytes, Neur neural, Apo putative pro-apoptotic cells, RBC red blood cells, Tailbud tailbud progenitors. **c** t-SNE plots showing selected top markers for different cell types. **d** Heatmap of marker gene expression in different cell populations. **e** The proportions of GFP+ cell types in *etv2*^*ci32Gt+/−*^ and *etv2*^*ci32Gt−/−*^ embryos. Note a great reduction in EC1, EC2, EPC, and macrophage populations and an increase in LPM, cardiomyocyte, myocyte, RBC, and Apo populations in *etv2* mutants. ***p < 0.001, NS not significant, chi-square test. *p* Values: Card—5.0 × 10^−26^, EC1— 6.2 × 10^-18^, EC2—1.8 × 10^−^^14^, EPCs—2.4 × 10^−11^, Epid—0.66, LPM—8.4 × 10^−27^, Macr—2.5 × 10^−16^, Myoc—3.4 × 10^−4^, Neur—1.0, Apo—1.9 × 10^−7^, RBC—1.1 × 10^−4^, Tailbud—0.21. Totally, 2049 and 588 cells total from *etv2*^*ci32Gt+/−*^ and *etv2*^*ci32Gt−/−*^ embryos, respectively, were analyzed in a single scRNA-seq experiment. **f** Pseudotime analysis graph of cells in LPM, EPC, EC1, EC2, and myocyte populations in *etv2*^*ci32Gt*^ homozygous and heterozygous embryos.

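The 2 unnamed clusters led by the genes of cluster #10 held 22.3% of the heterozygous (95% interval, 20.3 to 24.4) and 21.8% of the homozygous cells. Their difference, homozygous minus heterozygous, was -0.52 percentage points (-4.58 to 3.89 by Newcombe's method), which is not distinguishable from 0. Its value depended on which barcodes and genes entered the clustering. It was 4.30 without cell calling, 6.94 with the named genes kept, and -22.04 with the libraries clustered separately, where no homozygous cluster was led by these genes, so that the homozygous proportion was 0. The cluster of mixed cardiomyocyte and tailbud markers held 3.18% of the heterozygous and 15.0% of the homozygous cells. All proportions are of GFP-sorted cells and sum to 100 in each library, so that a loss in some classes raises the proportion of others. Among the cells outside the endothelial-like, EPC-like and macrophage-like classes, the unnamed clusters made up 40.1% of the heterozygous and 22.1% of the homozygous cells, a difference of -18.03 points (-22.83 to -12.94), and from -40.14 to -4.78 across the alternatives.

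**Figure D1:**
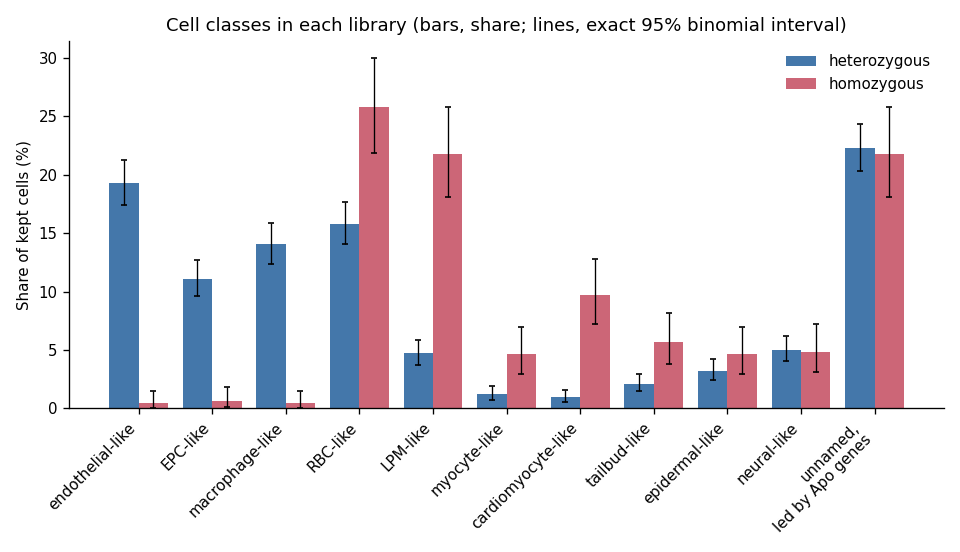
Proportion of kept cells (%) in each cell class in the heterozygous and homozygous library, with exact 95% binomial intervals as lines; cardiomyocyte-like and tailbud-like cells are taken from the clustering at resolution 1.0 and the other classes from resolution 0.6. The LPM-like bars stand at 4.73% and 21.8%, and those of the unnamed clusters at 22.3% and 21.8%.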

### scRNA seq analysis of *etv2* loss-of-function embryos

We then analyzed the cell clusters present in *etv2*^*ci32Gt*^ homozygous embryos, which exhibit severe defects in vascular differentiation. Both EC1 and EC2 populations, EPCs and macrophages were nearly completely absent in *etv2*^*ci32Gt*^ homozygous embryos (Fig. 1b, e), consistent with the known requirement of *etv2* in the formation of these lineages^5,6^. In contrast, percentage of RBC cells was slightly but significantly increased in *etv2*^*ci32Gt*^ homozygous embryos (Fig. 1b, e). To confirm this result, we analyzed expression of RBC-specific markers using data from the recently reported global transcriptome study of *etv2*^*ci32Gt*^ heterozygous and homozygous embryos^14^. Indeed, expression of multiple RBC-specific genes, including *hbaa1, vwf, hbae3* and others was significantly upregulated in *etv2*^*ci32Gt*^ homozygous embryos (Supplementary Table 2). Furthermore, differential expression analysis of scRNA-seq data between RBC cell populations in heterozygous and homozygous embryos revealed an upregulation of several RBC-specific genes in homozygous embryos, including *alas2*, *hbae3*, *hbae1.3*, and *hbbe1.1*, while several vascular endothelial specific genes including *tpm4*, *ecscr* and an EPC specific gene *lmo2* were downregulated (Supplementary Data 3). 

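Endothelial-like cells made up 19.3% of the heterozygous library (310 cells; 95% interval, 17.4 to 21.3) and 0.423% of the homozygous one (2 cells; 0.0512 to 1.52), a difference of -18.88 percentage points (-20.91 to -16.72). EPC-like cells went from 11.1% (9.59 to 12.7) to 0.634% (3 cells; 0.131 to 1.84), or -10.45 points. Macrophage-like cells went from 14.1% to 2 homozygous cells, or -13.65 points. The endothelial-like difference moved most, to -26.02, with the named genes kept and no cell calling, a setting added after the data were seen. It was -13.74 without cell calling alone. These settings named shallow barcodes differently. In the added one a cluster of 302 heterozygous and 11 homozygous barcodes, with a heterozygous median of 2799 UMIs, was named endothelial-like. Without cell calling alone, a cluster of 330 and 66 barcodes with the same heterozygous median remained unnamed. The 3 homozygous EPC-like cells held 48 of the 95 etv2 counts of their library. Their etv2 level was 1237 CPM, 0.919 times (0.676 to 1.22) that of the heterozygous EPC-like cells.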

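RBC-like cells made up 15.8% (95% interval, 14.1 to 17.7) of the heterozygous and 25.8% (21.9 to 30.0) of the homozygous library, a difference of 9.98 percentage points (5.80 to 14.44). Classing each cell by the markers it expresses, without clusters, moved the difference most, to 15.86. Among the cells outside the endothelial-like, EPC-like and macrophage-like classes, which were lost from the homozygous library, the proportions were 28.5% of 892 heterozygous and 26.2% of 466 homozygous cells. That difference was -2.30 points (-7.16 to 2.77), and from -11.69 to 3.00 across the alternatives.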

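Within RBC-like cells the homozygous over heterozygous ratio of CPM was 1.55 for alas2 (95% interval, 1.41 to 1.70), 1.35 for hbae3 (1.32 to 1.38), 1.49 for hbae1.3 (1.46 to 1.51) and 1.75 for hbbe1.1 (1.72 to 1.78). The hemoglobin genes form families of near-identical copies, and hbbe1.3 went the other way, with a ratio of 0.741. Clustering without regression gave the lowest values of the first 4 genes, 1.29, 1.13, 1.24 and 1.49. RBC-like cells were deeper in the homozygous library, with a median of 18349 UMIs against 14264. Weighting the heterozygous cells to the homozygous depths lowered the 4 ratios to 1.35, 1.09, 1.21 and 1.44, for which no interval was computed. The ratio was 0.359 (0.298 to 0.430) for tpm4a, 0.0896 (0.0483 to 0.153) for ecscr, from 251 and 14 counts, and 0.585 (0.545 to 0.628) for lmo2. The same 3 genes were also lower in the homozygous empty droplets, with ratios of 0.564, 0.284 and 0.523. With free RNA subtracted their ratios in RBC-like cells were 0.369, 0.0848 and 0.603. Among the most extreme genes in the ranking by ratio, which the paper does not discuss, zgc:195170 had 0 heterozygous and 71 homozygous counts, and insb and nova2 each had 51 heterozygous and 0 homozygous counts, at least 10.6-fold more.

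**Figure D2:**
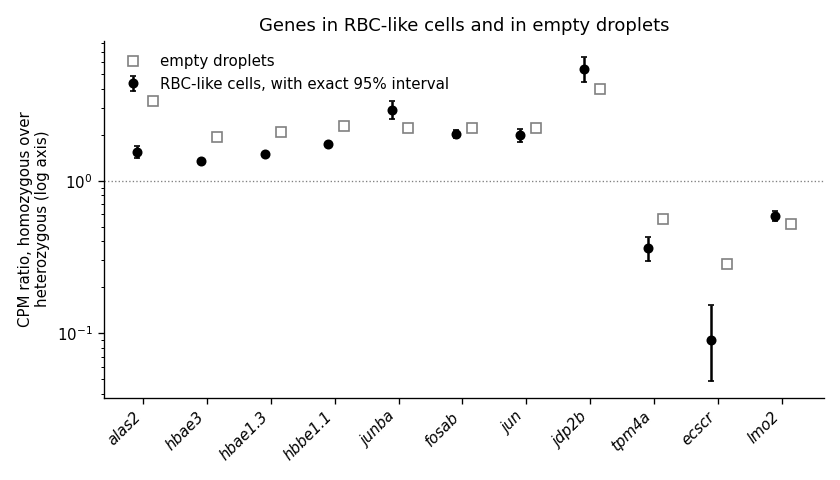
Homozygous over heterozygous ratio of CPM (log axis) of 11 genes in RBC-like cells (circles, with exact 95% intervals) and in empty droplets (grey squares); the dotted line marks equal levels. alas2, hbae3, hbae1.3 and hbbe1.1 lie above the line and tpm4a, ecscr and lmo2 below it in both kinds of barcodes, with ecscr lowest at 0.0896.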

For additional confirmation, we knocked down *etv2* function using previously validated MO^5^ in *gata1:dsRed* transgenic embryos which express fluorescent reporter in RBCs. *Etv2* knockdown embryos were morphologically normal and showed previously reported vascular defects that were similar to the *etv2* mutant phenotype. Subsequently, cells were disaggregated at 23 hpf and analyzed by FACS sorting. A statistically significant increase in the number of dsRed-positive cells was observed in *etv2* knockdown embryos (Supplementary Fig. 9). This suggests that the erythropoiesis pathway is upregulated in *etv2-*deficient embryos, although exact mechanism requires further investigation.

The tailbud, epidermal and neural populations were not significantly affected in *etv2-*deficient embryos. 

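Tailbud-like cells made up 2.12% (95% interval, 1.47 to 2.95) of the heterozygous and 5.71% of the homozygous library, a difference of 3.59 percentage points (1.65 to 6.13). It was 1.98 (-0.33 to 4.71) among the cells outside the classes that were lost, and from -0.46 to 1.77 across the alternatives, so that its sign there is not settled. Epidermal-like cells made up 3.24% and 4.65%, a difference of 1.41 points (-0.43 to 3.83), which clustering without regression moved to 3.10 (0.27 to 6.41). Neural-like cells made up 5.04% and 4.86%, a difference of -0.18 points (-2.17 to 2.34). Over all kept cells the last 2 differences lie within counting error, apart from that 1 alternative. Outside the lost classes the epidermal-like difference was -1.11 (-3.46 to 1.58), but -4.28 (-7.93 to -0.38) without regression and -3.57 (-6.13 to -0.81) with cells classed by their markers, and the neural-like difference was -4.15 (-6.77 to -1.23) and from -6.31 to -2.29 across the alternatives.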

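LPM-like cells rose from 4.73% (95% interval, 3.75 to 5.89) of the heterozygous to 21.8% (18.1 to 25.8) of the homozygous library, by 17.04 percentage points (13.37 to 21.09). Myocyte-like cells rose from 1.25% (0.762 to 1.92) to 4.65% (2.94 to 6.96), by 3.41 points (1.71 to 5.74), and cardiomyocyte-like cells from 0.996% (0.570 to 1.61) to 9.73% (7.21 to 12.8), by 8.73 points (6.29 to 11.76). With the libraries clustered separately the LPM-like difference fell to 11.54 points and the myocyte-like difference rose to 12.47 points, the largest moves of these values. Under that setting no heterozygous cluster was named myocyte-like, so that the heterozygous proportion was 0 and the difference is set by naming. With 20 principal components the cardiomyocyte-like difference was 12.17.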

Interestingly, the LPM, cardiomyocyte, and skeletal muscle (myocyte) populations were greatly increased in the homozygous embryos (Fig. 1b, e). While an increase in cardiomyocyte population was expected because *etv2*+ cells are known to differentiate as cardiomyocytes in *etv2-*inhibited embryos^8^, the presence of a myocyte population was intriguing. These results suggested that some *etv2-*deficient vascular progenitors may acquire skeletal muscle fate. 

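Among cells outside the endothelial-like, EPC-like and macrophage-like classes, myocyte-like cells made up 2.24% in the heterozygous and 4.72% in the homozygous library, a difference of 2.48 percentage points (95% interval, 0.50 to 4.93), and from 1.42 to 12.47 across the alternatives, the highest where no heterozygous cluster received the name. In 2 alternatives the interval included 0: it was 1.42 (-0.87 to 4.06) with cells classed by their markers, and 1.59 (-0.18 to 3.69) with the named genes kept and no cell calling. For cardiomyocyte-like cells the difference counted in this way was 8.09 points (5.46 to 11.22). Within myocyte-like cells actc1b was at 292 CPM in the heterozygous and 1246 CPM in the homozygous library, a difference that 1 cell accounts for in part, since the ratio without the cell with the most counts was 1.74 (1.26 to 2.45). Stathmin (stmn1a) and pcna were lower in the homozygous cells, with ratios of 0.146 (0.0885 to 0.231) and 0.219. Without the cell with the most counts of each they were 0.178 (0.106 to 0.288) and 0.365 (0.197 to 0.661). Counted in the same way, myog was higher, with a ratio of 3.62 (2.72 to 4.90). myod1 and myf5 were not higher, at 709 and 219 CPM in heterozygous and 657 and 161 CPM in homozygous cells. Sorting for GFP is taken to mean that the gene trap was active in a cell or in its progenitors. The purity of the sort was not tested here. From the GFP-positive muscle cells in both libraries and their larger proportion in the homozygous one, the paper proposes that some etv2-deficient vascular progenitors may acquire a skeletal muscle fate.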

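A pseudotime orders cells by the similarity of their transcriptomes from a chosen start. Diffusion pseudotime was computed in place of Monocle, which was not used here, on 7 principal components and with the LPM-like cell nearest to the centre of its class as the root. Cells within 2 SD of the mean depth were used. The median was 0.048 in 172 LPM-like, 0.158 in 173 EPC-like, 0.263 in 302 endothelial-like and 0.848 in 39 myocyte-like cells. The order of the medians did not change with 13 principal components, with another LPM-like root or in the heterozygous library alone. In the latter the values moved most, with medians of 0.310 in EPC-like, 0.451 in endothelial-like and 0.983 in myocyte-like cells. A start among LPM-like cells was set and not inferred, and a single ordering does not show where a branch leaves.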

Pseudotime analysis of EPCs, ECs, LPM cells and myocytes showed the distribution of EPCs which appear to originate from the cluster of LPM cells and progress along a differentiation trajectory towards either EC-1 or EC-2 states, while the myocyte pool branches off from the main trajectory at an earlier time point (Fig. 1f). Cells in the homozygous embryos showed an increase in the LPM and myocyte populations, and a loss of EC populations. 

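LPM-like cells of the 2 libraries had nearly the same median pseudotime, 0.047 in 74 heterozygous and 0.049 in 98 homozygous cells. For myocyte-like cells the medians were 0.840 in 19 heterozygous and 0.872 in 20 homozygous cells. The ordering held 300 heterozygous and 2 homozygous endothelial-like cells.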

We hypothesized that the LPM group represented EPCs at an earlier stage of differentiation, and that the myocyte cells were an alternative cell fate for *etv2*+ progenitors when they could not differentiate into the vascular endothelial lineage.

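In LPM-like cells etv2 counts fell to 19.9 CPM in the homozygous library (25 counts), 0.0560 times (95% interval, 0.0356 to 0.0844) the heterozygous level. In tailbud-like cells they fell from 643 to 11.7 CPM, a ratio of 0.0182. As the trap may cut etv2 transcripts short, these falls need not mean a less active locus. lmo2 stood at 1546 CPM in heterozygous and 1806 CPM in homozygous LPM-like cells. Its ratio to the other cells of the library was 0.705 and 3.45. These other cells differed more, with 2192 CPM in the heterozygous and 523 CPM in the homozygous library. The vascular gene egfl7 was at 84.9 CPM in heterozygous and 80.4 CPM in homozygous LPM-like cells. The genes with the lowest ratios in this class, besides etv2, were fam212aa at 0.122, snai1a at 0.139, dusp5 at 0.147 and cxcl12a at 0.166. Among the 5 genes with the highest ratios, si:dkeyp-46h3.2 and pvalb9 had 59 and 50 homozygous counts and 0 heterozygous ones, and cd9a had a ratio of 41.8 (11.3 to 348).

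**Figure D3:**
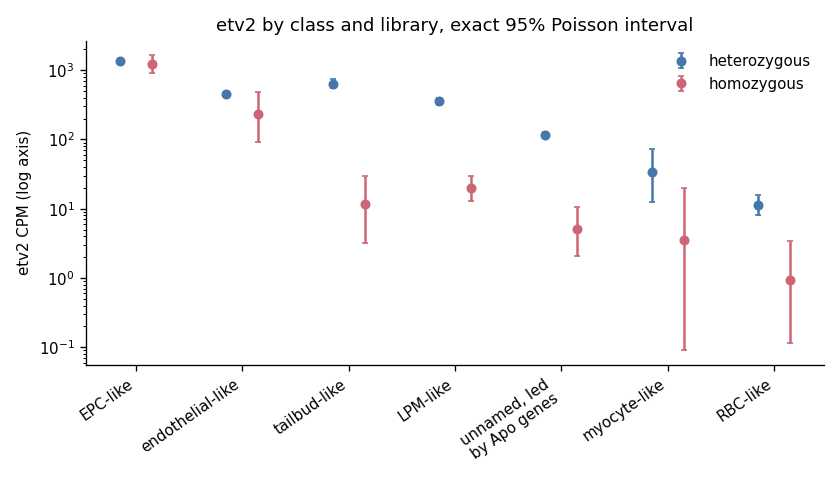
etv2 counts in CPM (log axis) in 7 groups of cells, heterozygous and homozygous library side by side. Points give the summed counts of the group and lines exact 95% Poisson intervals. Transcripts of the trap allele may be cut short and so be counted less. The libraries are close in EPC-like cells, of which the homozygous library holds 3, and apart in LPM-like cells, at 356 and 19.9 CPM.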

### Identification of an endocardial subcluster

In an attempt to identify additional heterogeneity within the endothelial cells, which may be missed in the global cell clustering approach, we performed subclustering of endothelial cell populations EC1 and EC2 identified in *etv2*^*ci32Gt+/−*^ embryos using Seurat (see Methods). The subclustering of EC1 resulted in the identification of two subpopulations of cells (Fig. 2a–c), while the subclustering of EC2 did not yield meaningful subpopulations. 

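The heterozygous library was clustered alone with 15 principal components at resolution 1.2, and its 379 endothelial-like cells were clustered again with 14 components at resolution 1.0, both times without the named genes. The endothelial-like clusters were joined, since they were not matched to EC1 and EC2. They gave 5 subclusters of 110, 82, 67, 61 and 59 cells. The subcluster of 67 cells was named endocardial-like by 8 markers from Supplementary Data 4, which do not include the genes of the text. At resolution 0.6 there were 3 subclusters and 148 endocardial-like cells, the largest move. From the pooled clustering 51 of 310 cells were endocardial-like.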

One of the two EC1 sub-clusters showed enriched expression of *cdh6*, *gata5*, *fn1a*, and *drl*, among the other markers (Fig. 2d, e, Supplementary Data 4). *gata5* has been previously known to be enriched in endocardial cells^30^. 

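cdh6 was at 202 CPM in the endocardial-like subcluster and at 6.73 CPM in the other endothelial-like cells, a 30.1-fold enrichment (95% interval, 18.2 to 52.5). gata5 was enriched 26.6-fold (17.2 to 43.0) and fn1a 12.7-fold (9.63 to 17.0), at 333 against 26.2 CPM. drl reached 97.7 against 71.8 CPM, a ratio of 1.36 (0.992 to 1.84), whose interval includes 1. By subcluster drl was highest outside the endocardial-like cells, at 175 CPM in a subcluster of 61 cells. The lmo2 level of that subcluster, 7950.4 CPM, was near the 8577 CPM of EPC-like cells. In the subclusters of 110, 82 and 59 cells drl was lower than in endocardial-like cells, at 75.1, 14.5 and 40.3 CPM, with an overlapping interval for the first. The drl ratio thus depends on which cells are counted as other endothelial-like cells. At resolution 0.6 cdh6 was enriched 10.7-fold and the drl ratio was 0.536 (0.399 to 0.714), below 1, while it was 1.69 (1.24 to 2.29) with the named genes kept, 1.41 (1.03 to 1.91) with 10 components and 1.34 (0.971 to 1.82) from the pooled clustering. The median depth was 8164 UMIs in endocardial-like and 8237 UMIs in the other cells.

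**Figure D4:**
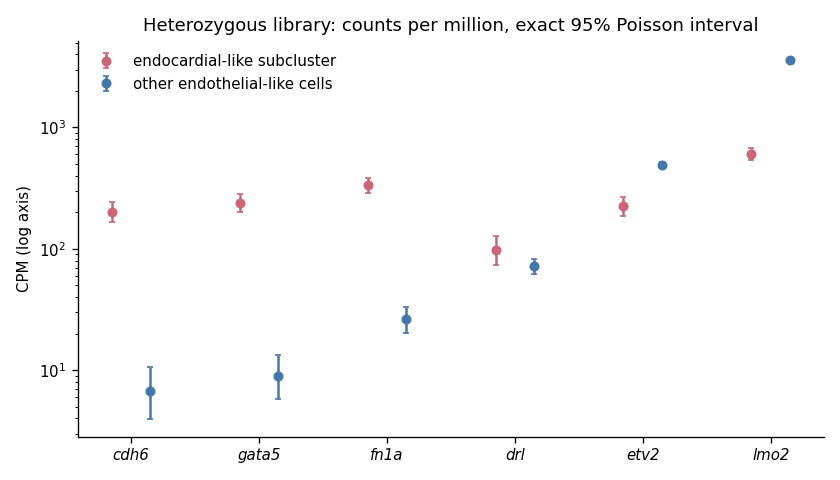
Expression in CPM (log axis) of 6 genes in the endocardial-like subcluster and in the other endothelial-like cells of the heterozygous library, with exact 95% Poisson intervals. cdh6, gata5 and fn1a are higher in the endocardial-like cells, the intervals of drl overlap, and etv2 and lmo2 are higher in the other cells.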

In situ hybridization (ISH) analysis confirmed that expression of *fn1a* and *drl* was also enriched in the endocardial cells and largely absent from other vascular endothelial cells (Fig. 2f, g). In contrast, genes enriched in the remaining EC1 subpopulation (designated as EC1a) which included *etv2* and *lmo2*, were largely absent from endocardial progenitors at the 20-somite stage (Fig. 2h, i). This strongly suggests that the first subcluster represents a population of endocardial progenitors which possess a unique transcriptomic signature even prior to the formation of the heart tube.

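etv2 was at 225 CPM in endocardial-like and 489.9 CPM in the other endothelial-like cells, a ratio of 0.459 (95% interval, 0.380 to 0.551). For lmo2 the levels were 604 and 3619.7 CPM, a ratio of 0.167 (0.149 to 0.186). lmo2 was not even among the others, and reached 7950.4 CPM in the subcluster with the most drl. At resolution 0.6 the ratios were 0.793 and 0.305.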

**Fig. 2:**
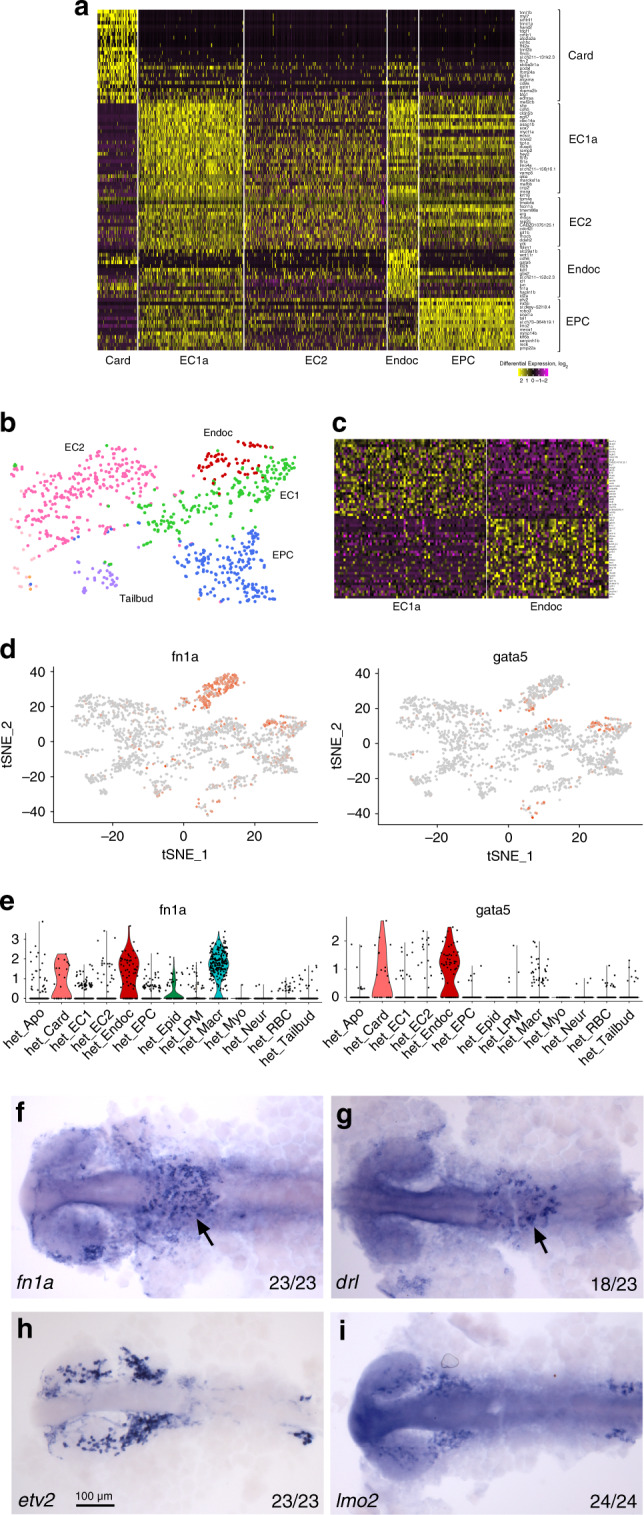
Identification of the transcriptional signature of endocardial progenitors. Subclustering of the EC1 population in *etv2*^*ci32Gt+/−*^ embryos identified a novel endocardial subpopulation (while the remaining endothelial cells are designated as EC1a). **a** A section of a heatmap showing marker gene expression in endocardial, endothelial (EC1a and EC2), endothelial progenitor (EPC), and cardiomyocyte populations. **b** A portion of the global t-SNE plot showing the endocardial subpopulation. **c** Heatmap for subclustering of EC1 population showing genes enriched in endocardial and the remaining endothelial (EC1a) cells. **d**, **e** t-SNE and violin plots for selected endocardial genes. **f**–**i** In situ hybridization analysis at the 20-somite stage for selected endocardial-enriched genes *fn1a* and *drl* (**f**, **g** arrows point to endocardial expression) and endocardial-excluded genes *etv2* and *lmo2* (bilateral expression is present in cranial endothelial progenitors but is largely absent from the endocardial cluster). Flat-mounted embryos, ventral view, anterior is to the left. The number of embryos displaying the representative phenotype out of the total number of embryos obtained from two replicate experiments is shown.

### Vascular progenitors convert into muscle in *etv2* mutants

To confirm if GFP expression was in fact present in skeletal muscle cells, as suggested by scRNA-seq analysis, we analyzed *etv2*^*ci32Gt*^*; UAS:GFP* embryos by confocal microscopy. Indeed, GFP expression was observed in several myocytes in *etv2*^*ci32Gt*^ heterozygous embryos (3 ± 2.5 myocytes per embryo, ± refers to standard deviation, *n* = 8 embryos), while multiple GFP-positive cells (18.5 ± 5.4 per embryo, *n* = 10) were present within the somitic muscle of *etv2*^*ci32Gt*^ homozygous embryos at 25 hpf (Fig. 3a–e). These cells displayed an elongated shape, similar to other skeletal muscle cells, and were positive for expression of skeletal muscle actin *actc1b:GFP* (Fig. 3f–h). GFP expression in skeletal muscle overlapped with antibody staining for fast muscle but not slow muscle cells (Supplementary Fig. 10). When crossed into the previously generated *etv2:mCherry* reporter line^31^, these muscle cells were also positive for mCherry expression (Fig. 3i–k), indicating that the reporter fluorescence is unlikely to be an artifact of transgene misexpression in unrelated tissues. To confirm that *etv2*^*ci32Gt*^*; UAS:GFP* expression in the skeletal muscle is caused by the loss of *etv2* function, we crossed the *etv2*^*ci32Gt*^ line with *etv2*^*ci33*^ loss-of-function mutants. The *etv2*^*ci33*^ allele, generated using CRISPR/Cas9 mutagenesis, contains a 13 bp insertion in exon 5 of the *etv2* gene (see “Methods”). Homozygous *etv2*^*ci33*^ mutants show vascular defects similar to the previously reported *etv2*^*y11*^ allele, which is likely to be null^21^ (Supplementary Fig. 11a–d). Double heterozygous *etv2*^*ci32Gt/ci33*^ embryos displayed a significant increase in GFP+ myocytes compared to *etv2*^*ci32Gt+/*−^ embryos (Fig. 3l–n, Supplementary Fig. 11e–h). In addition, GFP expression in skeletal muscle cells was also observed in *etv2*^*y11−/−*^ mutant embryos crossed into the previously established *Tg(-2.3 etv2:GFP)* reporter line but not in wild-type *Tg(-2.3 etv2:GFP)*^14,32^ embryos (Fig. 3o). Collectively, these results argue that *etv2-*expressing progenitors differentiate as skeletal muscle in the absence of Etv2 function.

**Fig. 3:**
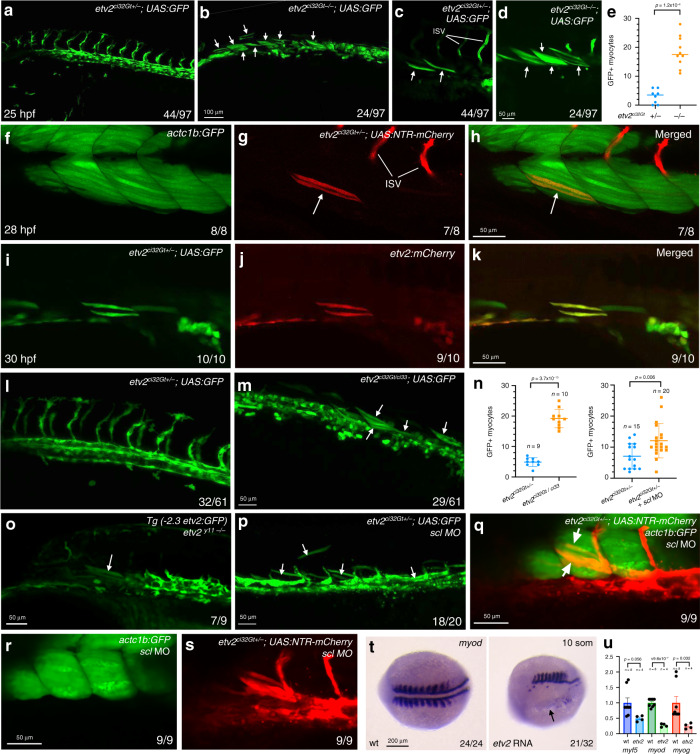
*Etv2-*expressing cells differentiate as skeletal muscle cells in the absence of *etv2* function. **a**–**d** Trunk region of *etv2*^*ci32Gt*^*; UAS:GFP* embryos at 25 hpf. Maximum intensity projections of selected confocal slices are shown in (**c**, **d**). Note the absence of intersegmental vessels (ISVs) and elongated GFP-positive skeletal muscle fibers (arrows, **c**, **d**). The embryos were obtained from an incross of heterozygous *etv2*^*ci32Gt*^ carriers; embryo numbers (lower right) correspond to the expected Mendelian ratio. **e** Quantification of GFP+ myocytes in the trunk region of 8 *etv2*^*ci32Gt+/−*^ and 10 *etv2*^*ci32Gt−/−*^; UAS:GFP embryos at 25 hpf, analyzed in 2 replicate experiments. The bars show median values. **f**–**h** Co-expression of *etv2*^*ci32Gt+/−*^*; UAS:NTR-mCherry* and muscle-specific *actc1b:GFP* in mCherry-positive muscle cells (arrows, **g**, **h**). **i**–**k** The *Tg(etv2:mCherry)* line shows mCherry expression in skeletal muscle cells when crossed to *etv2*^*ci32Gt+/−*^*; UAS:GFP* carriers. **l**, **m** Multiple GFP+ skeletal muscle cells are apparent in the progeny of *etv2*^*ci32Gt+/−*^*; UAS:GFP* zebrafish crossed with the *etv2*^*ci33+/−*^ line, which carries a loss-of-function mutation in *etv2*. Note that the expected frequency of double heterozygous embryos in (**m**) is 50%. **n** Quantification of GFP+ myocytes in the trunk region of *etv2*^*ci32Gt/ci33*^ and *etv2*^*ci32Gt+/−*^*; scl* MO embryos shown in (**m**, **p**) obtained in two replicate experiments. The graphs show median and SD values. **o** GFP+ skeletal muscle cells observed in *etv2*^*y11−/−*^ embryos crossed into the *Tg(-2.3 etv2:GFP)* reporter line. **p** Multiple GFP + skeletal muscle cells are apparent in *etv2*^*ci32Gt+/−*^*; UAS:GFP* embryos injected with *scl* MO. See graph **n** for quantification. **q**–**s** Ectopic myocytes observed in *scl* MO-injected *etv2*^*ci32Gt+/−*^; *UAS:NTR-mCherry* embryos are positive for muscle-specific *actc1b:GFP* expression at 24 hpf. **t** *etv2* RNA overexpression inhibits *myod* expression (arrow). Dorsal view, anterior is to the left. **u** qPCR analysis of *myf5*, *myod*, and *myog* expression in *etv2* RNA-injected and uninjected control embryos at the 10-somite stage. Mean values ± SEM is shown. RNA was purified from groups of ten embryos analyzed in two replicate experiments. In all graphs, two-tailed Student’s *t* test was used. The number of embryos displaying the representative phenotype out of the total number of embryos obtained from two replicate experiments is shown.

To investigate the mechanism of the conversion of these *etv2*-deficient progenitors into skeletal muscle in greater detail, we analyzed the functional role of bHLH transcription factor *scl/tal1* which functions downstream of *etv2* during vascular development and myelopoiesis^6^. Previous research has demonstrated that the combined knockdown of *scl* and *etv2* results in ectopic myocardial differentiation of *etv2*+ progenitors in zebrafish^10^, and that *scl* represses myocardial differentiation in mouse embryos^33^. However, its role in repressing skeletal muscle differentiation has not been investigated. The number of myocytes, positive for *etv2*^*ci32Gt+/−*^; *UAS:GFP* expression, was significantly increased in the *etv2*^*ci32Gt+/−*^ embryos injected with the previously validated *scl* morpholino (MO)^33^, compared to the control *etv2*^*ci32Gt+/−*^ embryos (Fig. 3n, p). Furthermore, these ectopic myocytes were positive for expression of the skeletal muscle actin *actc1b* (Fig. 3q-s), arguing that *scl* knockdown results in increased skeletal muscle differentiation of *etv2*^*ci32Gt+/−*^; *UAS:GFP* cells. However, injection of *scl* mRNA into *etv2*^*ci32Gt*^*; UAS:GFP* embryos did not have a significant effect on the number of ectopic GFP-positive muscle cells (Supplementary Fig. 12), suggesting that *etv2* and *scl* genes may not function in a simple linear pathway to repress muscle differentiation in *etv2*+ progenitor cells.

Heat-shock inducible *etv2* expression has been demonstrated to convert differentiated skeletal muscle into vascular endothelial cells^34^. To test if *etv2* is sufficient to inhibit early specification or differentiation of myocytes, we overexpressed *etv2* mRNA in zebrafish embryos. We have previously shown that such overexpression induces strong ectopic expression of vascular endothelial markers^5^. Conversely, expression of the early regulators of muscle differentiation *myod, myf5*, and *myog* was greatly inhibited upon *etv2* overexpression (Fig. 3t, u).

Vascular endothelial progenitors are known to originate in the LPM region. However, the somitic origin of vascular progenitors has also been suggested^35^. In order to analyze the origin of GFP+ myocytes, we performed time-lapse imaging of *etv2*^*ci32Gt*^*; UAS:GFP* embryos. The majority of EPCs in heterozygous embryos originated in the LPM region and subsequently migrated to the midline where they coalesced into the DA and the PCV (Fig. 4a–f, Supplementary Fig. 13a–f, Supplementary Movies 1 and 2). Occasional cells failed to migrate to the midline and elongated to form somitic muscle. In contrast, GFP+ cells in homozygous embryos failed to migrate to the midline. Some of these cells underwent apoptosis while others elongated and incorporated into the somitic muscle at approximately 14–18-somite stages (Fig. 4g–m, Supplementary Fig. 13g–l, Supplementary Movies 3–5). Thus, *etv2*^*ci32Gt*^*; UAS:GFP* cells that give rise to the skeletal muscle cells in the homozygous embryos appear to be derived from the initial pool of *etv2*+ cells in the LPM region. To analyze when GFP+ positive cells initiate muscle marker expression, we performed fluorescent ISH for *myod* expression combined with GFP fluorescence analysis at the 8–10-somite stages in *etv2*^*ci32Gt+/−*^*; UAS:GFP* embryos. GFP and *myod* co-expressing cells were positioned at the posterior edge of the somites next to GFP+ cells in the LPM (Fig. 5). In wild-type embryos, *etv2*-expressing vascular progenitors are known to migrate between the somites and coalesce into axial vasculature starting at the 8–10-somite stage^36^. In contrast, some GFP+ cells migrate into the somites instead, and initiate *myod* expression in *etv2*^*ci32Gt*^ embryos.

**Fig. 4:**
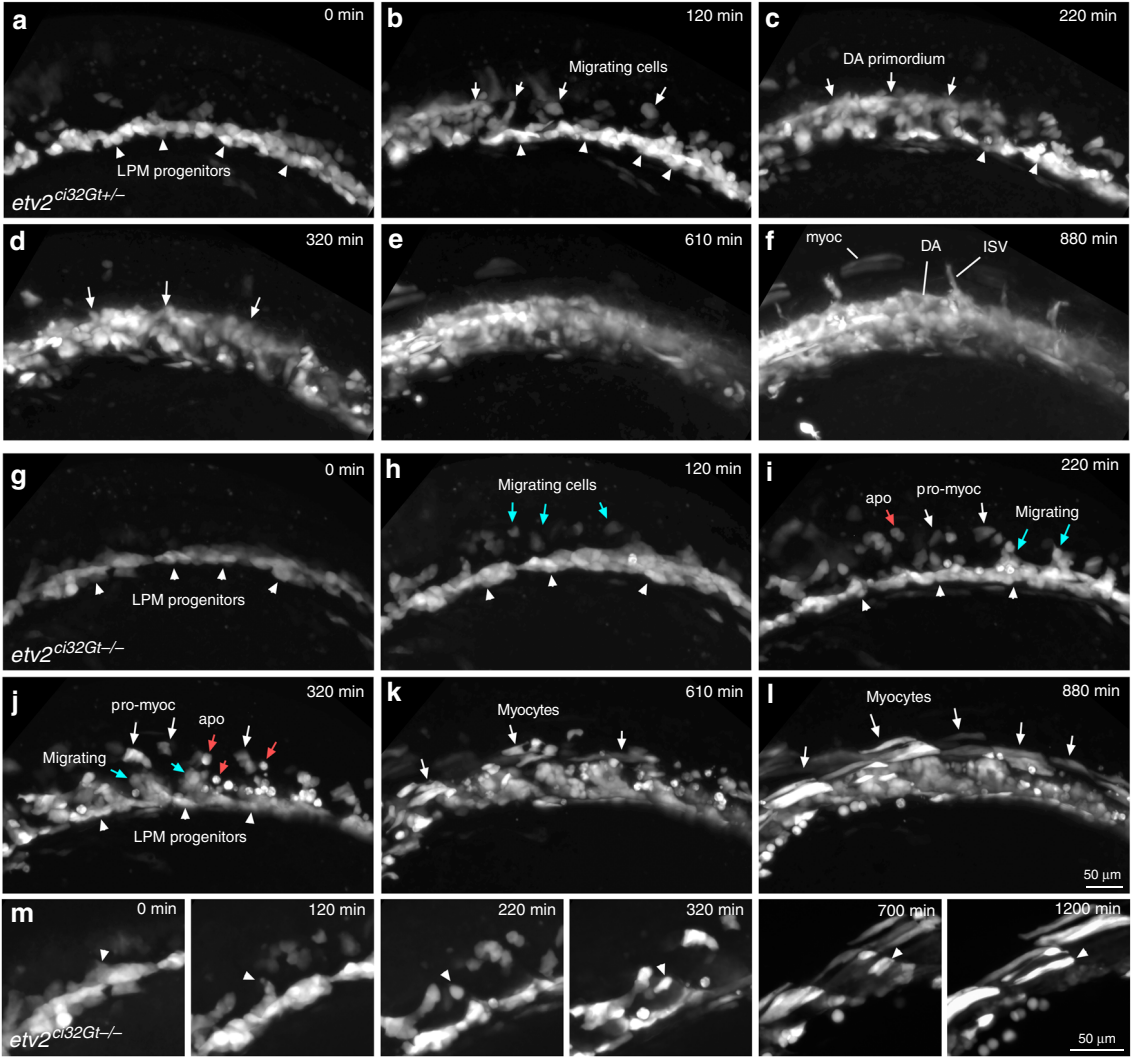
Time-lapse imaging of cell migration in *etv2*^*ci32Gt*^ embryos starting at the 9–10-somite stage. Lateral view is shown, anterior is to the left. **a**–**f** In *etv2*^*ci32Gt+/−*^*; UAS:GFP* embryos, bilaterally located vascular and hematopoietic progenitors within the lateral plate mesoderm (LPM, arrowheads) migrate toward the midline and coalesce into the axial vasculature (arrows). Note that some cells remain in the lateral position and elongate into muscle cells (myoc). DA progenitors of the dorsal aorta, ISV intersegmental vessels. Time frames are selected from the Supplementary Movie 1. **g**–**l** In *etv2*^*ci32Gt−/−*^*; UAS:GFP* embryos, cells initiate migration (blue arrows) but fail to coalesce into the axial vasculature. Instead, many cells either undergo apoptosis (apo, red arrowheads point to round apoptotic cells) or differentiate into myocytes (white arrows, myoc). Time frames are selected from the Supplementary Movie 3. **m** Higher magnification view showing differentiation of a GFP+ progenitor cell initially positioned in the LPM into a myocyte (arrowhead points to the same cell). Note that the cell migrates dorsally from the LPM into the somite and then elongates as it undergoes differentiate into the muscle. Time frames are selected from the Supplementary Movie 4. Representative embryos are shown out of the total of seven heterozygous and four homozygous *etv2*^*ci32Gt*^*; UAS:GFP* embryos that were imaged in two replicate experiments.

**Fig. 5:**
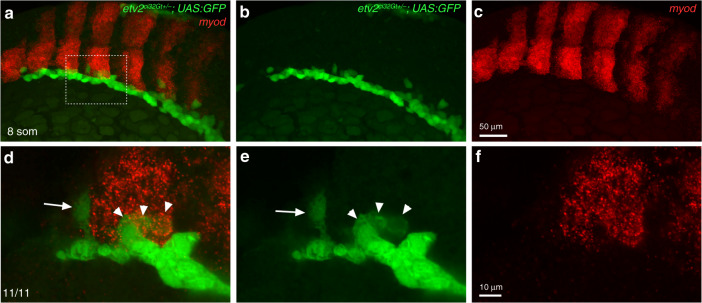
Fluorescent in situ hybridization for *myod* expression in *etv2*^*ci32Gt+/−*^*; UAS:GFP* embryos. In situ hybridization was performed using hybridization chain reacion (HCR) at the 8–10-somite stages. **a**–**c** Maximum intensity projection is shown; **d**–**f** An area boxed in **a** was imaged at higher magnification; maximum intensity projection of three confocal slices is shown. Note that most GFP-expressing cells are positioned in the lateral plate mesoderm, while some cells are starting to migrate toward the midline (arrow, **d**, **e**, points to a migrating angioblast which does not have *myod* expression). GFP and *myod* co-expressing cells (arrowheads, **d**, **e**) are apparent at the posterior edge of the somite. The punctate *myod* expression pattern is due to the nature of the HCR probe. Dorsolateral view, anterior is to the left. The numbers in the lower left corner display the number of embryos showing the phenotype out of the total number of embryos analyzed in two replicate experiments.

### Wnt and FGF pathways are required for ectopic muscle

Wnt and FGF signaling pathways have been previously implicated in somitic differentiation and myogenesis^37^. We tested if these pathways were involved in the differentiation of *etv2*^*ci32Gt*^*; UAS:GFP*+ progenitors into ectopic muscle cells. To inhibit Wnt signaling we induced expression of Wnt inhibitor *dkk1* at the 8-somite stage. As it has been previously demonstrated^29^, Wnt inhibition at this stage resulted in reduced *myod* expression in the tailbud region, while *myod* expression in differentiated somitic cells was largely unaffected (Supplementary Fig. 14a, b). Heat-shock inducible expression of Wnt inhibitor *dkk1* greatly reduced the number of *etv2*+ myocytes observed in heterozygous *etv2*^*ci32Gt*^*; UAS:GFP* embryos (Fig. 6a–c). Dkk1 overexpression did not affect the total number of cells positive for the UAS reporter expression in *etv2*^*ci32Gt*^ embryos (Supplementary Fig. 14c). This suggests that Wnt signaling promotes muscle differentiation in multipotent *etv2*+ progenitors.

**Fig. 6:**
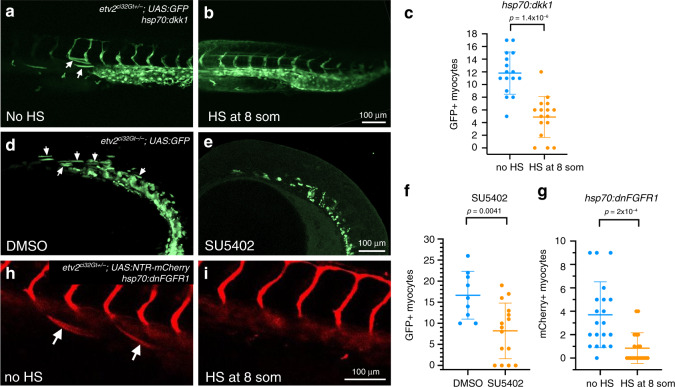
Wnt and FGF signaling is required for differentiation of *etv2*^*ci32Gt*^*; UAS:GFP* cells into skeletal muscle. **a**–**c** Heat-shock inducible expression of Wnt inhibitor Dkk1 greatly reduces GFP-positive muscle cells in *hsp70:dkk1; etv2*^*ci32Gt+/−*^*; UAS:GFP* embryos. Heat-shock (HS) was performed at the 8-somite stage, and GFP fluorescence imaged at 24–26 hpf. Sixteen embryos were analyzed in each group in two replicate experiments. **d**–**f** *etv2*^*ci32Gt−/−*^*; UAS:GFP* embryos treated with FGF inhibitor SU5402 starting at the 50% epiboly stage show a greatly reduced number of GFP-positive cells at the 22-somite stage. Nine control DMSO-treated and 15 SU5402-treated embryos were analyzed in two replicate experiments. **g**–**i** Heat-shock inducible expression of dnFGFR1 results in a significant reduction of mCherry-positive muscle cells in *etv2*^*ci32Gt+/−*^*; UAS:NTR-mCherry; hsp70:dnFGFR1* embryos. Twenty each control and HS *hsp70:dnFGFR1* embryos were analyzed in two replicate experiments. Median ± SD values are shown in all graphs, two-tailed Student’s *t* test was used for statistical analysis.

To investigate the role of FGF signaling, we treated *etv2*^*ci32Gt−/−*^ embryos with SU5402, a chemical inhibitor of FGF signaling^38^. SU5402-treated embryos showed a significant decrease in the number of ectopic GFP+ muscle cells (Fig. 6d–f). To confirm the requirement of FGF signaling in the ectopic muscle differentiation, *etv2*^*ci32Gt+/−*^*; UAS:NTR-mCherry* carriers were crossed with a heat-shock inducible *hsp70:dnFGFR1* line^39^, and the expression of dnFGFR1 was induced at the 8-somite stage. A significant reduction in the number of ectopic muscle cells was observed in FGF-inhibited embryos while no significant defects in vascular development were apparent (Fig. 6g–i). The overall number of UAS reporter-positive cells was not affected in FGF-inhibited *etv2*^*ci32Gt+/−*^ embryos (Supplementary Fig. 14c). Together, these results suggest that FGF signaling is required for muscle-specific differentiation of multipotent *etv2*+ progenitors.

### Identification of putative multipotent LPM progenitors

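Counted only among the cells outside the endothelial-like, EPC-like and macrophage-like classes, LPM-like cells made up 8.52% of the heterozygous and 22.1% of the homozygous library. The difference was 13.58 percentage points (95% interval, 9.52 to 17.90), with a range from 5.92 to 13.67 across the alternatives, the lowest with the libraries clustered separately.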

Based on scRNA-seq analysis, cell cluster #6 was significantly increased in *etv2*^*ci32Gt−/−*^*; UAS:GFP* embryos. Marker genes for this population included BMP response genes *id3* and *id1* (Supplementary Table 1, Supplementary Data 1), which have been recently shown to function upstream of *etv2* during vascular differentiation of tailbud-derived neuromesodermal progenitors^40^. 

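In the homozygous library id3 was at 1704 CPM in the 103 LPM-like cells and at 189 CPM in all other cells, a 9.03-fold enrichment (95% interval, 8.36 to 9.76). id1 was at 3580.2 against 932 CPM, or 3.84-fold. Over all kept cells the homozygous over heterozygous ratio was 2.15 for id3 and 0.775 for id1.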

Another marker gene for this population, *twist1a*, has been implicated in developmental angiogenesis^41^, although its mechanistic role in this process has not been investigated. 

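foxd1 was enriched in LPM-like cells 11.4-fold in the heterozygous and 16.4-fold in the homozygous library, and foxd2 14.2-fold and 54.5-fold. For prrx1a the homozygous enrichment was 7.50-fold. With the libraries clustered separately the heterozygous values fell to 8.66-fold for foxd1 and 10.8-fold for foxd2, the largest moves.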

Other genes enriched in this cluster included transcription factors *prrx1a*, *foxd1*, and *foxd2*, which have been implicated in diverse processes, including epithelial–mesenchymal transition and craniofacial development^42,43^. However, their function or relevance to vascular development has yet to be elucidated. We decided to investigate the identity of the cells from cluster #6 in greater detail. Expression of transcription factors *twist1a*, *prrx1a*, and *foxd2* was present in the LPM region at the 18-somite stage (Fig. 7a–n). Based on ISH analysis of *etv2*^*ci32Gt+/−*^*; UAS:GFP* embryos, *prrx1a* and *twist1a* expression was absent from the midline GFP+ cell population which correspond to vascular endothelial cells that are coalescing into axial vessels, while it partially overlapped with GFP expression in the most lateral vascular progenitors. The expression of these genes was not significantly affected in *etv2*^*ci32Gt−/−*^*; UAS:GFP* embryos (Fig. 7d–f, j–n). Similar overlap of *prrx1a* or *twist1a* expression with GFP fluorescence in the most lateral vascular progenitors was also observed in wild-type *TgBAC(etv2:GFP)* embryos (Supplementary Fig. 15). Because vascular progenitors originate within the LPM prior to their migration to the midline, such gene expression pattern suggests that this cell cluster corresponds to the LPM cells which may include the earliest vascular progenitors (Fig. 7o, p).

**Fig. 7:**
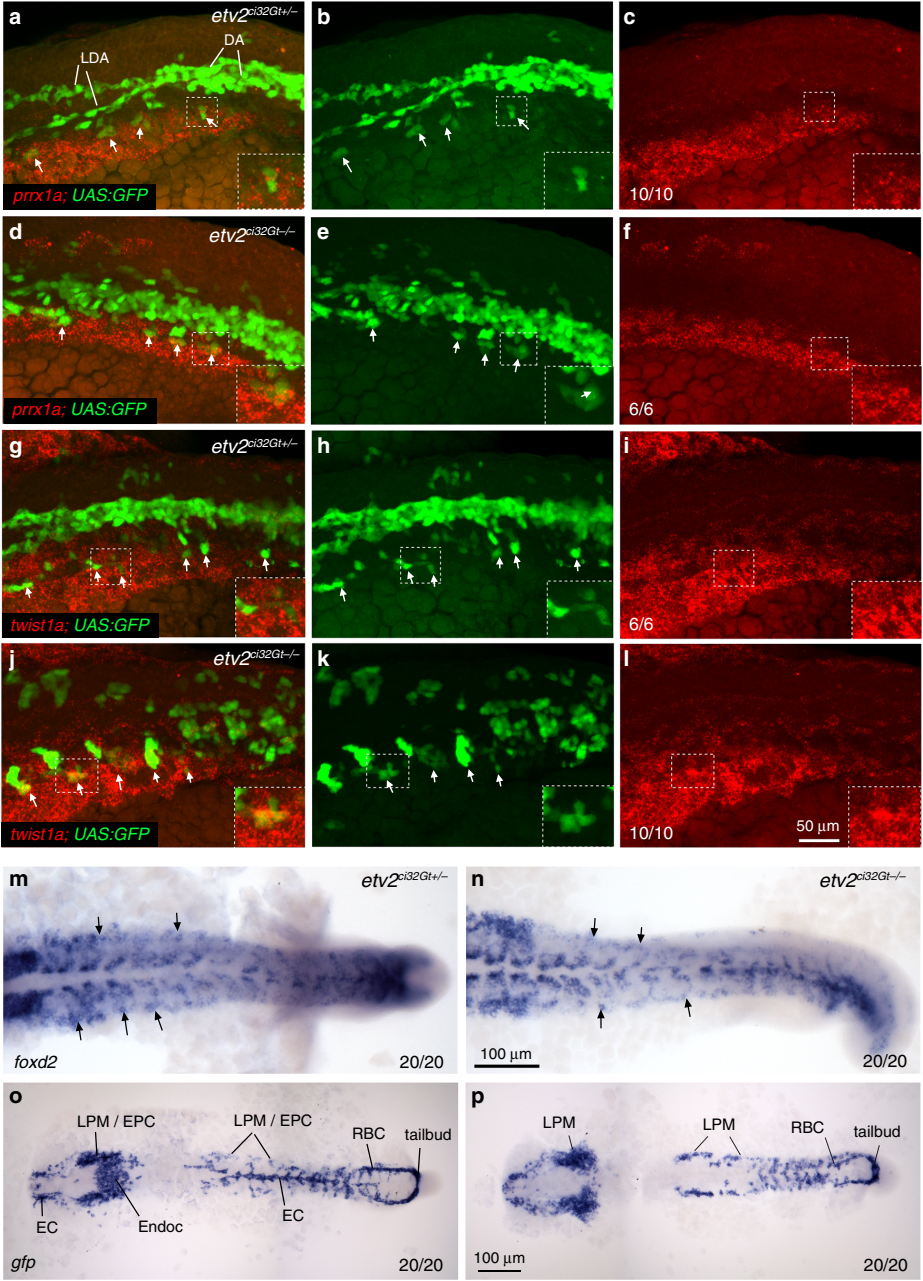
Expression of LPM cluster genes partially overlaps with *etv2*^*ci32Gt*^*; UAS:GFP* expression. **a**–**l** Fluorescent in situ hybridization using hybridization chain reaction for *prrx1a* (**a**–**f**) and *twist1a* (**g**–**l**) expression combined with GFP fluorescence in *etv2*^*ci32Gt*^*; UAS:GFP* heterozygous or homozygous embryos at the 18-somite stage. Maximum intensity projections of selected confocal z-stacks are shown. Note that both *prrx1a* and *twist1a* are expressed bilaterally, and their expression partially overlaps with GFP in the most lateral cells (arrows). GFP+ cells fail to coalesce into axial vasculature in *etv2*^*ci32Gt−/−*^ embryos. DA precursor vessel for the dorsal aorta, LDA lateral dorsal aortae. **m**, **n** Expression of *foxd2* in the trunk region in *etv2*^*ci32Gt*^ heterozygous and homozygous embryos at the 18-somite stage. Note expression in the LPM region (arrows). Expression in the somites is also apparent. **o**, **p** In situ hybridization for GFP expression in *etv2*^*ci32Gt+/−*^ and *etv2*^*ci32Gt−/−*^*; UAS:GFP* embryos at the 17–18-somite stage. GFP expression is observed in endothelial cell (EC, combined EC1 and EC2), endocardial (Endoc), endothelial progenitor cell (EPC), lateral plate mesoderm (LPM), tailbud and red blood cell (RBC) populations. Note the absence of EC and endocardial expression in (**p**). In all panels, the numbers display the number of embryos showing the expression pattern out of the total number of embryos analyzed in two replicate experiments.

### Transcriptional profiling of *etv2:GFP* cells using Fluidigm

Although the Chromium-based scRNA-seq analysis identified novel cell populations, we were not able to distinguish endothelial subpopulations such as arterial and venous progenitors which are known to separate early during vasculogenesis. 

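Arterial genes (cldn5b, dll4, efnb2a) and venous genes (flt4, dab2) were counted in 262 heterozygous endothelial-like cells thinned to the same depth. stab1l is not listed under that name and was not analysed here. A UMI of an arterial gene was found in 69.5% of the cells, of a venous gene in 27.5%, of both in 50 cells and of neither in 22.1%. Without thinning, the shares in 310 cells were 79.0%, 44.5%, 36.5% and 12.9%, and after thinning to the 40th percentile, 8815 UMIs, 38.0% of 171 cells held both. RBC-like cells, in which free RNA would be the source, gave 5.22% arterial, 4.35% venous and 0.435% both in 230 thinned cells. Neural-like cells gave 11.6% arterial, 0% venous and 0% both in 69 thinned cells. The share with both that would be found if the genes were independent was not computed. The median depth was 9204 UMIs in endothelial-like, 14264 UMIs in RBC-like and 10142 UMIs in neural-like cells. Against all other cells, endothelial-like cells were enriched for dll4 28.3-fold, efnb2a 5.19-fold, flt4 5.36-fold and dab2 19.3-fold.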

We decided to supplement our analysis by sequencing fewer cells at a higher coverage. For this approach, we used a previously established *Tg(-2.3 etv2:GFP)* line^31^ which shows specific GFP expression in vascular endothelial cells (Fig. 8a–c). Cells from embryos at 16–20-somite stages were dissociated and sorted using the Fluidigm C1 system. Totally, 96-cells were subjected to scRNA-seq analysis. After cell clustering using AltAnalyze software^44^, 8 distinct cell populations were identified. They included macrophage, erythroid, tailbud progenitor, and nonspecific epidermal cell populations (Fig. 8d–g). Four different vascular endothelial cell populations were identified. The vascular endothelial progenitor population displayed high expression of *etv2, lmo2* and *tal1*, as well as multiple genes that have not been previously associated with EPCs (Fig. 8d–g, Supplementary Datas 5 and 6). Many genes overlapped between EPC populations identified in the Chromium and Fluidigm analyses, suggesting that the same populations of cells were identified using both approaches. 

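Of the 56 EPC genes that Supplementary Data 5 lists for the Fluidigm cells, 49 were matched in the Chromium files by identifier or name, and 41 of them had at least 10 counts in the heterozygous library. 26 of the 41 genes (63.4%) were at least 2-fold enriched in EPC-like cells, against 1307 of all 12648 genes with at least 10 counts. With a limit of 1.5-fold there were 28. By the same 2-fold limit 18 of the 41 were enriched in endothelial-like cluster 6, 17 in tailbud-like cells, 8 in endothelial-like cluster 7, 3 in LPM-like and 3 in RBC-like cells, so that the list is not confined to 1 class.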

Cluster 5 was enriched in venous-specific vascular endothelial genes such as *flt4* and *stab1l*, while cluster 6 showed high expression of known arterial-specific markers, including *dll4*, *efnb2a*, *cldn5b* (Fig. 8g, Supplementary Data 5). Cluster 7 included many genes with known expression in vascular endothelium such as *col4a1, ldb2a*, or *hapln3*. Validation by ISH analysis confirmed expected expression patterns of EPC, arterial and venous markers and showed that expression of the cluster 7 marker *ldb2a* was also primarily enriched in the arterial vasculature (Fig. 8i–l). The biological difference between the clusters 6 and 7 is unclear, and it will require further investigation. 

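38 of the genes that Supplementary Data 5 lists for the Fluidigm EC2 cluster had at least 10 counts in the heterozygous Chromium library. At least 2-fold enrichment was found for 21 of them (55.3%) in endothelial-like cluster 7 and for 10 (26.3%) in endothelial-like cluster 6. With a limit of 1.5-fold the numbers were 27 and 18. Among all genes 13.9% were enriched in cluster 7 and 10.4% in cluster 6. These 2 clusters were not matched to the Chromium EC1 and EC2.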

Notably, marker genes for cluster 7 (also labeled as EC2) are largely different from the EC2 cluster identified using the Chromium platform.

**Fig. 8:**
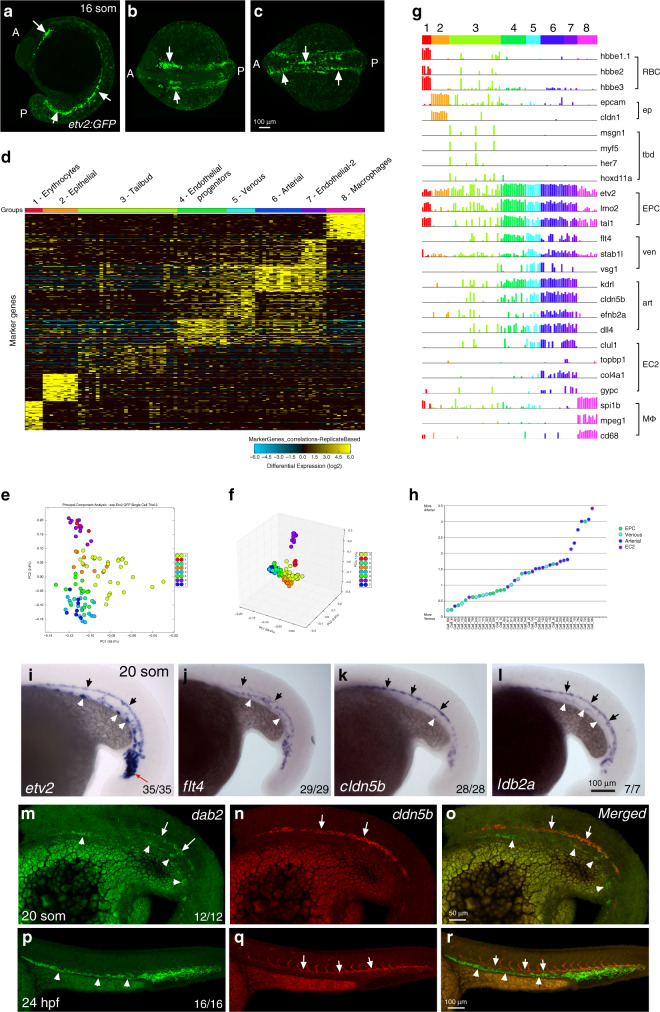
Single-cell RNA-seq analysis using Fluidigm cell sorting of *Tg(-2.3 etv2:GFP)* embryos at the 16–20-somite stage. **a**–**c** GFP expression in live embryos, maximum intensity projection is shown. Arrows label vascular endothelial cells and their progenitors. Ten embryos were imaged in two independent experiments and a representative embryo is shown. **a** lateral view; **b** anterior view, **c** dorsal view. A anterior, P posterior. **d** Heatmap view of marker gene expression in different cell clusters. A complete list of differentially expressed genes is presented in Supplementary Data 5. **e**, **f** 2-D and 3-D principal component analysis plots of different cell clusters. Cluster names are the same as in (**d**). **g** Relative marker gene expression in different cell clusters. Vertical bars depict log-normalized gene expression. **h** An Arteriovenous (A-V) index of different endothelial cells. Note that many cells are positive for both arterial and venous marker expression. **i**–**l** ISH expression analysis of key marker genes for EPC (*etv2*), venous (*flt4*), arterial (*cldn5b)*, and EC-2 (*ldb2a*) populations in the trunk region at the 20-somite stage. Black arrows label the DA and white arrowheads label venous progenitors which are starting to coalesce into the PCV. Note that *flt4* is enriched in the PCV while *cldn5b* and *ldb2a* label the DA. **m**–**r** Two color ISH analysis for the expression of venous *dab2* and arterial *cldn5b* at the 20-somite and 24 hpf stages. Arrows label the DA while arrowheads mark the PCV or its progenitors. Note that *dab2* and *cldn5b* are co-expressed in the DA progenitors at the 20-somite stage but not at 24 hpf. In all panels, the numbers in the lower right corner display the number of embryos showing the expression pattern out of the total number of embryos analyzed in two replicate experiments.

### Expression of venous markers in arterial progenitors

Previous studies have suggested that arterial and venous progenitors originate at distinct spatial regions and at different times^36^. However, it has been controversial as to when cells acquire distinct arterial and venous identities^45–47^. We used the expression of well-established arterial and venous markers to calculate an arteriovenous index for each vascular endothelial cell (see “Methods”). While some cells showed a very clear arterial or venous signature, many cells co-expressed both arterial and venous markers (Fig. 8h). Fluorescent ISH analysis for venous *dab2* and arterial marker *cldn5b* expression confirmed that many arterial progenitors co-express both markers at the 20-somite stage (Fig. 8m–o). In contrast, arterial *dab2* expression becomes downregulated by 24 hpf and is restricted to the PCV (Fig. 8p–r). Intriguingly, ventrally located progenitors of the PCV mostly displayed venous marker expression and showed very little, if any, arterial *cldn5b* expression (Fig. 8m–o). Thus, arterial progenitors co-express both arterial and venous markers at early stages of vascular development while venous progenitors show largely venous-specific marker expression.

## Discussion

In this study we used scRNA-seq analysis to identify transcriptional signatures and investigate transitional states of cell populations during the differentiation of vascular endothelial and hematopoietic lineages. Our results suggest that cells in the LPM are multipotent and that the same progenitors can give rise to hematopoietic, vascular, myocardial, and even skeletal muscle lineages. Wnt and FGF signaling pathways promote skeletal muscle development in *etv2-*negative multipotent progenitors (Fig. 9). Etv2 overexpression was sufficient to inhibit muscle differentiation and instead promoted hematovascular fates. Our results argue that in addition to activating vasculogenic and hematopoietic programs, *etv2* also actively represses myogenesis, possibly through the transcription factor *scl*/*tal1*. Previous work has demonstrated that *etv2* can similarly repress myocardial differentiation in both zebrafish and murine embryos^8,9^. Scl, similar to Etv2, also represses myocardial fates by occupying primed enhancers of myocardial specific genes and preventing their activation by cardiac factors^48^. It is tempting to speculate that Etv2 also inhibits muscle specification by a similar mechanism, where Scl functions downstream of Etv2 and binds to muscle-specific promoters, thus preventing their activation by Myod. Alternatively, Scl and Etv2 may form a protein complex and/or function in parallel pathways to repress myocardial differentiation. Because *scl* overexpression failed to repress the formation of ectopic myocytes observed in *etv2-*deficient embryos, we speculate that *scl* may not function in a simple linear pathway downstream of *etv2* to inhibit myogenesis. While the precise molecular pathways remain to be established, they will likely involve epigenetic mechanisms to repress the transcriptional activation of the myogenic program when the hematovascular program is activated.

**Fig. 9:**
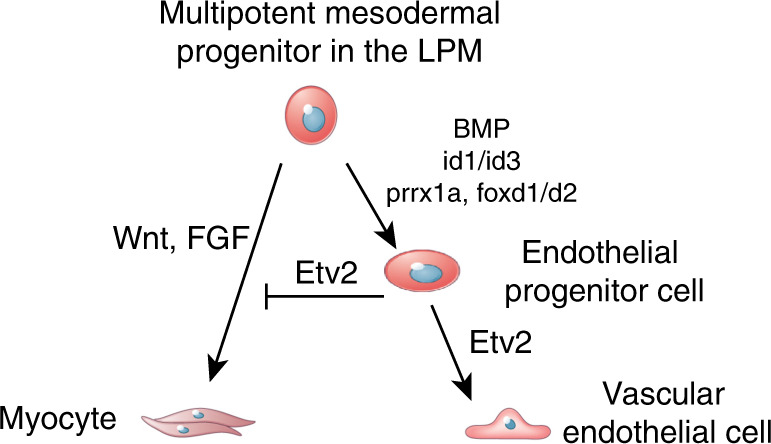
A proposed model for the differentiation of vascular endothelial cells from the multipotent mesodermal progenitors in the LPM. Wnt and FGF signaling promotes myocyte differentiation of multipotent progenitors in the lateral plate mesoderm (LPM). BMP signaling through its downstream effectors *id1* and *id3* promotes vascular endothelial differentiation. Additional LPM markers that include *prrx1a, foxd1, foxd2* and others may be involved in this process, although their role is purely speculative at this point. Etv2 promotes vascular endothelial differentiation while directly or indirectly repressing myogenesis.

A recent study has demonstrated two opposing activities of FGF and BMP signaling in specifying somitic progenitors and the LPM^40^. FGF signaling through bHLH factors *myf5, myod* and *msgn1* induced medial fate such as skeletal muscle in tailbud-derived neuromesodermal progenitors while BMP signaling induced blood and endothelium marker expression, and *etv2* expression in particular, through transcriptional activation of *id* genes, including *id1* and *id3*. Loss of *msgn1*/*myod*/*myf5* function or activation of *hs:id3* expression resulted in a dramatic expansion of *etv2* expression into the paraxial mesoderm^40^. Our results show that a loss of *etv2* expression results in the opposite phenotype, and endothelial progenitors differentiate as skeletal muscle cells. FGF signaling was required for this differentiation, consistent with its role in promoting muscle fate. Similar loss of endothelial cells and expansion of skeletal muscle was observed upon inhibition of BMP signaling using the *HS:dnBMPR* line^40^, suggesting that BMP inhibits paraxial mesoderm development through *etv2* function.

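In the heterozygous library id3 was at 340.4 CPM in EPC-like and 229 CPM in endothelial-like cells, 1.59-fold (95% interval, 1.46 to 1.73) and 1.00-fold (0.921 to 1.09) the level of the other cells. id1 was at 3030.5 CPM in EPC-like and 3474 CPM in endothelial-like cells, 1.74-fold and 2.24-fold the level of the other cells.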

Intriguingly, based on our scRNA-seq analysis, *id1* and *id3* genes were enriched not in the population of vascular progenitors, but in the LPM cells, together with *twist1a*, *prrx1a*, and *foxd1/d2* homologs. This suggests that BMP signaling is active in the multipotent progenitors in the LPM and activates *etv2* expression through *id1* and *id3*, which are then downregulated as cells differentiate into endothelial or hematopoietic lineages (Fig. 9). Based on our results, *etv2* mutant embryos showed a nearly complete absence of vascular endothelial and progenitor cells while the LPM population was increased, suggesting that many LPM cells are arrested in the progenitor stage unable to differentiate further, while others undergo differentiation into skeletal muscle.

A previous study has suggested that *id1* and *id3* genes function upstream of *etv2* during embryogenesis^40^. Here, we provide evidence that *prrx1a* and *foxd1/d2* are co-expressed with *etv2* in the LPM, and are involved in regulating its expression during vasculogenesis. This further supports the model that the LPM population includes early progenitors that can give rise to the vascular endothelial lineage and suggests that additional factors which function upstream of *etv2* may be present within this cell population.

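Among the 76 heterozygous LPM-like cells, a UMI of etv2 was found in 27, and both etv2 and prrx1a in 25 (32.9%; 95% interval, 22.5 to 44.6). If the 2 genes were independent, 30.4% would be found with both. Both etv2 and foxd1 were found in 7 cells (9.21%, against 10.8% if independent) and both etv2 and foxd2 in 14 (10.5% to 29.0%, against 18.7%). For prrx1a these intervals could not have shown an excess, since even all 27 cells would not have been enough. These shares are not thinned. After thinning, 33.3% of 69 LPM-like cells held a UMI of etv2, 73.9% of prrx1a, 18.8% of foxd1 and 39.1% of foxd2. Neural-like cells had no cell with both etv2 and prrx1a, which allows up to 4.45%, 3 with etv2 and foxd1, and 1 with etv2 and foxd2. In heterozygous EPC-like cells the share with both was 13.5% for prrx1a, 8.99% for foxd1 and 21.9% for foxd2. Detection of etv2 with foxd1 or foxd2 was thus not particular to LPM-like cells. Thinned neural-like cells gave 0% for prrx1a, which allows up to 5.21%, 13.0% for foxd1 and 8.70% for foxd2. The median depth was 10804 UMIs in LPM-like and 10142 UMIs in neural-like cells. In the homozygous library the share with both was 13.6% for prrx1a, 9.71% for foxd1 and 11.7% for foxd2.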

While *etv2*^*ci32Gt−/−*^ mutant embryos displayed UAS:GFP expression in multiple skeletal muscle cells, some muscle cells were also present in the heterozygous *etv2*^*ci32Gt+/−*^ embryos. Because no GFP expression in skeletal muscle cells was observed in wild-type *Tg(-2.3etv2:GFP)* embryos, this phenotype is likely caused by the loss of a single *etv2* allele in heterozygous *etv2*^*ci32Gt+/−*^ embryos. Intriguingly, vascular defects observed in *etv2*^*ci32Gt−/−*^ mutant embryos were more severe compared to *etv2*^*y11*^ and *etv2*^*ci33*^ mutants, both of which are expected to be null alleles. A possible explanation is that the insertion of a rather large Gal4-containing construct into the *etv2* locus may have interrupted the expression of a related ETS transcription factor *fli1b*, which is positioned adjacent to *etv2* on the same chromosome and may share common regulatory elements with *etv2*. The combined loss of Etv2 and Fli1b function results in a similar (albeit more severe) loss of vascular endothelial differentiation as seen in homozygous *etv2*^*ci32Gt−/−*^ embryos^49^.

Overall, scRNA-seq of *etv2*^*ci32Gt*^ and *Tg(-2.3 etv2:GFP)* embryos using the Chromium and Fluidigm platforms, respectively, identified some of the same cell populations, including endothelial progenitor cells, vascular endothelial cells, red blood cells, macrophages and presumptive tailbud progenitors. The cell populations which were observed in *etv2*^*ci32Gt*^ heterozygous embryos but not in *Tg(-2.3 etv2:GFP)* embryos, include cardiomyocytes, skeletal muscle cells, apoptotic cells, and LPM progenitors. We have not observed any GFP expression in cardiomyocytes, skeletal muscle or apoptotic cells in *Tg(-2.3 etv2:GFP)* or *TgBAC(etv2:GFP)* embryos, therefore the presence of these populations is likely caused by a partial loss of *etv2* function in *etv2*^*ci32Gt+/−*^ embryos. Indeed, loss of Etv2 function is known to result in EC apoptosis^21,49^, and we have previously demonstrated that *etv2-*positive cells can differentiate into cardiomyocytes in *etv2-*inhibited embryos^8^. There are a couple of reasons as to why LPM progenitors were not identified by scRNA-seq of *Tg(-2.3 etv2:GFP)* embryos. It is possible that a low number of LPM cells could not be separated into a distinct cluster because only 96 cells were sequenced using the Fluidigm C1 instrument. Also, this population may have low-GFP expression as these cells may have just initiated *etv2* expression, making them particularly difficult to detect by FACS. The *etv2*^*ci32Gt*^*; UAS:GFP* line is significantly brighter than the *Tg(-2.3 etv2:GFP)* line, likely due to the amplification of GFP expression by the Gal4:UAS system^14^. Therefore low GFP cells may have been missed when sorting cells from the *Tg(-2.3 etv2:GFP)* line.

The precise developmental timepoint at which vascular progenitors acquire either arterial or venous identities has been the subject of debate. Some experiments have suggested that arterial and venous identities are prespecified at very early stages during gastrulation or early somitogenesis^45,46^. In contrast, our results show that many arterial and venous genes are co-expressed in the same cells as late as the 20-somite stage, when arterial progenitors have begun assembling into vascular cords. These results support the model where vascular progenitors are initially bipotent and can differentiate as either arterial or venous cells. Intriguingly, venous progenitors which are known to originate more laterally and later in development than arterial progenitors^36^, do not show significant expression of arterial markers. This suggests differences in the mechanisms involved in the early specification of arterial and venous progenitors.

In summary, our work suggests that cells in the vascular endothelial lineage arise from multipotent progenitors in the LPM which can differentiate into skeletal muscle in the absence of Etv2 function. The role of the key transcription factor Etv2 and the molecular mechanisms governing vascular development are highly conserved between many vertebrates, and therefore it is highly likely that our findings will also be relevant for mammalian embryos. Gaining insight into the fundamental mechanisms of cell fate commitment will not only provide us with a deeper understanding of complex developmental processes but will also be important for stem cell differentiation into highly diverse and specific lineages for regenerative therapies.

## Methods

### Zebrafish lines

The following zebrafish lines were used in the study: *Tg(5xUAS:EGFP)*^50^, *Tg(UAS-E1B:NTR-mCherry)*^51^, *Tg(etv2:mCherry)*^*zf373*^^31^, *Tg(-2.3 etv2:GFP)*^*zf372*^^31^, *TgBAC(etv2:GFP)*^*ci1*^^22^, *etv2*^*y11*^^21^, Tg(*fli1a:GFP)*^*y1*^^52^, *Tg(gata1a:dsRed)*^53^, *Tg(actc1b:GFP)*^32^, *Tg(hsp70l:dkk1b-GFP)*^54^, abbreviated further as *hsp70:dkk1*, *Tg(hsp70l:dnfgfr1a-EGFP)*^39^, abbreviated as *hsp70:dnfgfr1a*. The *etv2*^*Gt(2A-Gal4)ci32*^ gene trap line (further abbreviated as *etv2*^*ci32Gt*^) was generated by performing a knock-in of a construct with *gal4-pA* sequence into exon 5 of the *etv2* gene by CRISPR/Cas9 mediated homology-independent repair mechanism^14^. The *etv2*^*ci33*^ mutant line was generated by injecting *Cas9* mRNA and *etv2* gRNA mixture (gRNA targets the following sequence within the exon 5 of *etv2*: GGGAAAGGCCCAAGTCACAGAGG, PAM sequence is underlined) into embryos from the *kdrl:mCherry*^*ci5*^ line^22^. The line contains a 13 bp insertion in the region targeted by the gRNA, designated in capital letters:…ggcccaagtcaGCTCTGCTGCCTGcagagg.

*Tg (5xUAS:loxP-mCerulean-pA-loxP-NTR-2A-YFP-pA)*^*ci46*^ line (abbreviated as *UAS:mCer*) was made using Tol2-mediated transgenesis approach. The line showed mCerulean expression in all vascular endothelial cells in non-mosaic fashion when mated to *etv2*^*ci32Gt*^ line.

Throughout the study, embryos were typically incubated at 28.5 °C, except for the embryonic stages prior to 24 hpf, where embryos were incubated for part of the time at 23.5–24 °C to slow down their development. Embryos were staged using previously established criteria^55^.

### MO injections

Totally, 10 ng (per embryo) of previously validated *scl* splice-blocking MO was used for injections: AATGCTCTTACCATCGTTGATTTCA^56^. To knockdown *etv2*, 10 ng mixture (5 ng each MO) of two previously described *etv2 (etsrp)* MOs was used: MO1, TTGGTACATTTCCATATCTTAAAGT and MO2, CACTGAGTCCTTATTTCACTATATC (Gene Tools, Inc.)^5^.

### Skeletal muscle cell counts

To count GFP- or mCherry-positive cells within the skeletal muscle, embryos were mounted in 0.6% low-melting-point agarose and the trunk region was imaged using a Nikon A1 confocal microscope at the CCHMC Confocal Imaging Core. Fluorescent cells within the skeletal muscle were counted manually within the entire trunk region by analyzing confocal z-stacks.

### In situ hybridization

To perform ISH, embryos were fixed overnight in BT-Fix (4% paraformaldehyde in 1× phosphate-buffered saline (PBS)), dehydrated in sequential ethanol series and stored at −20 °C. Embryos were rehydrated and washed 3× in PBT (1× PBS, 0.2% bovine serum albumin, 0.2% Tween 20). Embryos were incubated in the prehybridization buffer (50% formamide, 5× SSC, saline sodium citrate, 50 µg/ml heparin, 5 mM EDTA, 0.5 mg/ml rRNA, 0.1% Tween 20, citric acid added to pH 6.0) for 2 h at 65 °C. DIG-labeled RNA probe solution was added at approximately 1 µg/ml concentration in prehybridization buffer (prehyb) and incubated overnight at 65 °C with shaking. Embryos were washed at 65 °C with subsequent solutions: 75% prehyb/25% 2× SSC; 50% prehyb, 50% 2× SSC; 25% prehyb, 75% 2× SSC; 2× SSC; twice with 0.2× SSC. Subsequently, embryos were washed at room temperature in the following solutions: 75% 0.2× SSC, 25% PBT; 50% 0.2× SSC, 50% PBT, 25% 0.2× SSC, 75% PBT, and 100% PBT. Afterwards embryos were incubated overnight in 1× PBT with 2% lamb serum and 1:4000 dilution of anti-digoxigenin-AP antibody (Sigma-Aldrich, cat No. 11093274910). Embryos were washed 6× in PBT solution and incubated in AP buffer (100 mM NaCl, 50 mM MgCl_2_, 100 mM Tris-Cl, pH 9.5, 0.1% Tween 20) in the presence of 4-nitrotetrazolium blue chloride (0.225 mg/ml) and 5-Bromo-4-chloro-3-indolyl phosphate disodium salt (0.175 mg/ml). Staining was stopped with PBT washes.

The following probes were used: *etv2*^57^, *cldn5b*^58^, *flt4*^18^, *fn1*^59^, *drl*^60^. To synthesize a *gfp* probe, a *gfp* fragment was amplified by PCR from the *myl7-hand2-IRES-GFP* vector^61^ using the following primers: ATGGTGAGCAAGGGCGAGGAG and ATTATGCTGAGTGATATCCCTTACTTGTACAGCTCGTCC followed by RNA synthesis using T7 RNA polymerase (Promega) and DIG-labeling mix (Sigma-Aldrich). To synthesize a *ldb2a* probe, a cDNA clone from GE Dharmacon, cat. No. MDR1734-202728743, which contains *ldb2a* cDNA in pME18S-FL3 vector, was used as a template for PCR amplification with primers 18S-1 (CTTCTGCTCTAAAAGCTGCG) and 18S-T7 (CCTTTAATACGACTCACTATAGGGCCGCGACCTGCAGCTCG). DIG-labeled RNA was transcribed from the PCR product using T7 RNA polymerase (Promega). A *foxd2* cDNA fragment was amplified by PCR from zebrafish embryonic cDNA using primers TCGGACAGTTCTGCTCTGTC (Forward) and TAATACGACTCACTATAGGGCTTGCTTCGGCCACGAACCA (Reverse with T7 sequence), followed by RNA synthesis using T7 RNA polymerase. T3 and T7 primers were used for PCR amplification of *lmo2* cDNA in pBK-CMV vector^18^, followed by in vitro probe synthesis using T7 RNA polymerase.

Fluorescent ISH for *prrx1a*, *twist1a*, *dab2*, *cldn5b*, and *myod* expression was performed using hybridization chain reaction (HCR, version 3)^62^. HCR probes and fluorescent hairpins were synthesized by Molecular Technologies at Beckman Institute, California Institute of Technology, Pasadena, CA. Embryos were fixed, dehydrated and rehydrated using standard ISH protocol as described above. Embryos were prehybridized in hybridization buffer (30% formamide, 5× SSC, 9 mM citric acid (pH 6.0), 0.1% Tween 20, 50 µg/ml heparin, 1× Denhardt’s solution, 10% dextran sulfate) for 30 min at 37 °C. Two picomole of each HCR probe was added to 50 µl of hybridization buffer and incubated overnight at 37 °C. Embryos were washed 4 × 15 min in 30% formamide, 5× SSC, 9 mM citric acid (pH 6.0), 0.1% Tween 20, 50 µg/ml heparin solution at 37 °C. Samples were then washed 3 × 5 min with 5× SSCT (5× SSC and 0.1% Tween 20) at room temperature, followed by 30 min incubation in amplification buffer (5× SSC, 0.1% Tween 20, 10% dextran sulfate) at room temperature. Thirty picomole of each fluorescently labeled hairpin by snap cooling 10 µl of 3 µM stock solution. Hairpin solutions were added to embryo samples in amplification buffer and incubated overnight in the dark at room temperature. Samples were washed 5× with 5× SSCT solution, and stored at 4 °C until imaging. GFP fluorescence was still apparent after HCR. Embryos were mounted in 0.6% low-melting point agarose and imaged using a Nikon A1 confocal microscope at the CCHMC Confocal Imaging Core.

### Immunostaining

F310 (1:50 dilution) and S58 (1:10) primary antibodies (Developmental Studies Hybridoma Bank, Iowa City, IA) were used for whole-mount immunostaining of *etv2*^*ci32Gt*^*; UAS:GFP* embryos at 24 hpf. No immunostaining was performed for GFP which was visible in fixed embryos. Anti-mouse IgG, CF594 antibody (Sigma-Aldrich, SAB4600098) was used as a secondary antibody.

### Microscopy imaging and image processing

Embryos were whole mounted in slide chambers with 0.6% low-melting poing agarose. To image stained embryos after ISH, images were captured using a 10× objective on an AxioImager Z1 (Zeiss) compound microscope with an Axiocam ICC3 color camera (Zeiss). Images in multiple focal plans were captured individually and combined using the Extended Focus module within Axiovision software (Zeiss). For confocal imaging, embryos were mounted in 0.6% low-melting point agarose and imaged using a 10×, 20×, or 40× objective on a Nikon A1R confocal microscope. Denoising (Nikon Elements software) was performed for some of the images with weak signal to reduce noise. Images were assembled in Adobe Photoshop CS6 software package. Non-linear level adjustment was used to increase contrast and reduce background. In all cases, images of control and experimental embryos were adjusted similarly.

### *etv2* overexpression and quantitative RT-PCR

*etv2* mRNA was synthesized as previously described^5^. To analyze expression of muscle markers, approximately 75 pg of zebrafish *etv2* mRNA was injected into *fli1a:GFP* embryos at the 1-cell stage. Embryos were screened for ectopic GFP expression at the 10-somite stage and then frozen for qPCR analysis. Groups of 10 embryos were analyzed in two independent experiments. An RNAqueous 4-PCR kit (ThermoFisher) was used to extract RNA. cDNA synthesis was performed using Superscript IV cDNA synthesis kit (ThermoFisher). Quantitative real-time PCR was performed using SYBR Green Master Mix (ThermoFisher) and StepOne Software v2.3 (Applied Biosystems). The following primers were used:

*ef1α* (TCACCCTGGGAGTGAAACAGC) and (ACTTGCAGGCGATGTGAGCAG),

*myf5* (GGTTGACTGCAACAGTCCTG) and (GCGTTGGCCTGAGGCATCTT),

*myog* (GCATAACGGGAACAGAGGCA) and (CAGCCTTCCTGACTGCCTTA),

*myod* (CCAGCATCGTGGTGGAGCGAATT) and (GGTCGGATTCGCCTTTTTCT).

The results were analyzed using StepOne Software v2.3 (Applied Biosystems). Two biological and two technical replicates were obtained for each sample (four biological replicates were available for control uninjected embryos). Relative expression values were normalized for *ef1α* expression. Statistical analysis was performed using Prism 8 software (GraphPad Software).

### Single-cell RNA sequencing using the Chromium platform

Approximately, 100–150 of *etv2*^*ci32Gt+/−*^*; UAS:GFP* and 75–100 *etv2*^*ci32Gt−/−*^*; UAS:GFP* embryos were collected at the 20-somite stage and dissociated into a single-cell suspension using the previously reported protocol^63^. Briefly, the embryos were manually dechorionated, and transferred into the deyolking buffer (55 mM NaCl, 1.8 mM KCl, and 1.25 mM NaHCO_3_). Embryos were pipetted up and down on ice using p1000 pipettor until yolk was dissolved. Embryos were centrifugated at 300 G for 1 min, and supernatant was removed, while the pellet was resuspended in 0.5× Danieau solution (1× Danieau: 58 mM NaCl, 0.7 mM KCl, 0.4 mM MgSO_4_, 0.6 mM Ca(NO_3_)_2_, 5 mM HEPES, pH 7.6). Centrifugation and removal of supernatant was repeated again, followed by another centifugation at 300 G. The pellet was resuspended in FACSmax solution cell dissociation solution, which was then passed through a cell strainer. Cells were centrifugated at 300 G and suspended in a buffer of 1× PBS containing 1 mM EDTA and 2% fetal bovine serum (FBS). Fluorescence-activated cell sorting was then used to collect GFP+ cells in a solution of 50% FBS in 1× PBS (see Supplementary Fig. 16a for FACS gating strategy). Single cells were captured and processed for RNA-seq using the Chromium instrument (10× Genomics) at the CCHMC Gene Expression Core facility. RNA-seq was performed at the CCHMC DNA Sequencing core on Illumina HiSeq2500 sequencer using one flow cell of paired-end 75 bp reads, generating 240–300 million total reads.

Cell Ranger version 2.0.0 was utilized for processing and de-multiplexing raw sequencing data. Raw basecall files were first converted to the fastq format, and subsequently the sequences were mapped to the Danio rerio genome (version zv10) to generate single-cell feature counts (using STAR alignment). Downstream analysis of the gene count matrix generated by CellRanger was performed in R version 3.5.2 using Seurat version 2.3.4^64,65^ and Tidyverse packages. The gene counts matrix was loaded into Seurat and created by filtering cells which only expressed more than 200 genes and genes that were expressed in at least 3 cells. In addition, as an extra quality-control step, cells were filtered out (excluded) based on the following criteria: <200 or >3500 unique genes expressed, or >5% of counts mapping to the mitochondrial genome. This resulted in 2049 cells in the *etv2*^*ci32Gt*^ heterozygous sample and 588 cells in the *etv2*^*ci32Gt*^ homozygous sample. For further downstream analysis, data from the heterozygous and homozygous samples were merged, resulting in a combined dataset of 2637 cells. Raw read counts were normalized by the “LogNormalize” function that normalizes gene expression levels for each cell by the total expression, multiplies the value by a scale factor of 10^4^ and then log-transforms the result. Highly variable genes were determined by calculating the average expression and dispersion for each gene, placing the genes into bins and then calculating a *z*-score for dispersion within each bin. Based on the parameters selected to remove outliers, 3707 genes were calculated as being highly variable in expression and these genes were used for downstream analysis. Prior to dimensionality reduction, a linear transformation was performed on the normalized data. Unwanted cell-cell variation driven by mitochondrial gene expression and the number of detected molecules (nUMIs) was removed by regressing out these variables during the scaling of data.

Dimensionality reduction was performed on the entire dataset using principal component analysis using the list of highly variable genes generated above. The top 13 principal components which explained more variability (than expected by chance) were identified based on PC heatmaps, the JackStrawPlot and PCElbowPlot. These 13 components were used as input for generating clusters (using the default SLM algorithm), with a resolution of 0.6. t-SNE^16^ was utilized to reduce the dimensionality of the data to two dimensions (for visualization purposes). Following clustering, genes differentially expressed in each of the clusters were determined using a method of differential expression analysis based on the non-parametric Wilcoxon rank sum test. Cells in each cluster were compared against cells of all other clusters. Genes were then filtered based on being detected in ≥25% of cells within a cluster and a Bonferroni adjusted *p* value < 0.05. Based on the lists of differentially expressed genes ordered by average log fold change, clusters were assigned specific cell identities. Visualization of specific gene expression patterns across groups on t-SNE and violin plots was performed using functions within the Seurat package.

To subcluster endothelial cells, prior to merging data from *etv2*^*ci32Gt*^ heterozygous and homozygous cells, clustering was performed on the two datasets independent of each other. For the *etv2* heterozygous dataset, 15 significant principal components were identified and used as input for t-SNE dimensionality reduction, using a resolution of 1.2 for clustering. An endothelial cell population was identified based on differentially expressed genes in that cluster. To identify heterogeneity within the endothelial cell population, the endothelial cells were subsetted into a separate Seurat object and highly variable genes were calculated. A linear transformation was performed again whilst removing unwanted variation driven by mitochondrial gene expression and nUMI by regressing out these variables during the scaling of data. Fourteen significant principal components were selected for t-SNE dimensionality reduction, using a resolution of 1.0 for clustering. Based on these parameters, there appeared to be two transcriptionally distinct populations of endothelial cells, which was also confirmed by a heatmap of gene expression of the two groups.

### Pseudotime analysis

To analyze endothelial cell lineage pathways, we used Monocle version 2.8.0 that implements reversed graph embedding on gene expression data to determine single-cell developmental trajectories in an entirely unsupervised manner^66^. The following populations of cells (from merged heterozygous and homozygous data) were subsetted and imported to Monocle: LPM, EPCs, EC1, EC2, Myocytes. Cells with a UMI count > 10^6^ were excluded from the data to exclude potential multiplets. Furthermore, upper and lower bounds on nUMI were set at two standard deviations above and below the mean UMI to remove low-quality cells. Only cells falling within these boundaries were included for further downstream analysis Filtering of genes was performed by keeping genes expressed in ≥10 cells. Gene dispersion values and average expression was calculated and genes with a mean expression ≥0.1 were subsetted. The top seven significant principal components were used to reduce the dimensionality of the data using t-SNE. Cells were then clustered, setting num_clusters = 8. A differential gene test was performed to determine significant differentially expressed genes and the top 425 genes were arranged by *q* value to create a list of ordering genes. An ordering filter was then applied to the cells based on the list of genes created in the previous step to label whether a cell is used for ordering or not. In order to determine cell differentiation trajectories, dimensionality reduction to two components was performed using the “DDRTree” method and then assignment of pseudotime and state to each of the cells was carried out using the OrderCells function. The trajectories of cells were plotted on a pseudotime graph and colored by cell identities previously determined using clustering in Seurat.

### Single-cell RNA sequencing using Fluidigm C1

Sequencing was performed on cells from zebrafish embryos at 16–18 somite stages and at 20 somite stages. Approximately, 300 *Tg(-2.3 etv2:GFP)* embryos were collected at each stage, dissociated into a single-cell suspension as described above and suspended in a buffer of 1× PBS containing 1 mM EDTA and 2% FBS. Fluorescence-activated cell sorting was then used to collect GFP+ cells in a solution of 50% FBS in 1× PBS (Supplementary Fig. 16b). Cells were then counted on a hemocytometer, spun down at 300 × G and resuspended at a concentration of approximately 30,000 cells per ml. Each suspension was then loaded onto a 96-well Fluidigm C1 chip for capture of single cells at the CCHMC Gene Expression core. Forty-eight individual cells from each stage group were selected for library synthesis, barcoding, and pooled paired-end sequencing using a single lane of a PE75 flow cell at 1.5–2 million reads per cell, performed at the CCHMC DNA Sequencing core. Data analysis were performed using AltAnalyze^44^. Reads were aligned to Ensembl release 72 of the Zv9 assembly of the zebrafish genome and gene counts were quantified using Kallisto^67^. Iterative Clustering and Guide-gene Selection (ICGS) was used to identity de novo clusters/groups of cell^68^. ICGS was performed using cosine similarity with an expression fold cutoff of six for a minimum of five cells using conservative filtering for cell cycle effects. From ICGS, group specific enriched genes were identified automatically using Markerfinder^69^. All heatmaps and principal component analyses were created using AltAnalyze.

For the enriched marker table for each cluster, log-normalized fold change values were acquired directly from the AltAnalyze MarkerFinder analysis. Averages of log-normalized fold-change were generated for each marker per cluster. P-value was determined by a two-tailed Mann–Whitney *U* test comparing fold change in the cluster of interest to fold change in all other cells. The table of average expression values for genes in each cluster was created directly from a text file generated from AltAnalyze. These values represent the average of expression of all cells in that cluster calculated as reads for a specific gene that have been normalized to the total reads per cell and a scale factor of 10,000× applied.

To obtain arteriovenous index, the average of the log_2_ expression was calculated first for the following known arterial and venous markers: *cldn5b*, *efnb2a*, *dll4*, *hey2*, *dlc*, *notch*3 (arterial), and *flt4*, *dab2*, *stab1l*, *ephb4a*, *mrc1a* (venous). Subsequently, the average arterial expression was divided by the average venous expression to generate an arteriovenous identity index (AV index).

### Fluorescent cell counting

Percentage of fluorescent cells which express *etv2* reporter was estimated in *etv2*^*ci32Gt+/−*^*; UAS:mCerulean (mCer)* embryos alone or crossed with *hsp70:Dkk1-GFP* and *hsp70:dnFGFR1-GFP* lines. Cells from 10 to 25 embryos in each group were disaggregated at 24 hpf as described above and mCer-positive cells were counted using BD FACS Aria II at the CCHMC FACS core facility.

To count *gata1:dsRed*-positive cells in wild-type and *etv2* MO-injected embryos, cells from 50 to 70 embryos in each group were disaggregated at approximately 23 hpf. dsRed-positive cells were counted at the CCHMC FACS core facility using BD FACS Canto II. FACS gating strategy for both fluorescent lines is shown in Supplementary Fig. 16c, d.

### Ethics approval

Zebrafish embryo experiments were performed under animal protocol. IACUC2016-0039, approved by the Institutional Animal Care and Use Committee at the. Cincinnati Children’s Hospital Medical Center.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Information

Movie 1

Movie 2

Movie 3

Movie 4

Movie 5

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Description of Additional Supplementary Files

Reporting Summary

## Data Availability

All data that support the findings of this study are available from the corresponding author upon reasonable request. scRNA-seq data generated in the study using the Chromium (10× Genomics) platform have been deposited in the NCBI GEO database under the accession code GSE143750. scRNA-seq data generated in the study using the Fluidigm platform have been deposited in the NCBI GEO database under the accession code GSE142484.

# Supplementary material for: Single-cell transcriptomic analysis identifies the conversion of zebrafish Etv2-deficient vascular progenitors into skeletal muscle
**Source:** Nat Commun. 2020 Jun 3;11:2796. doi: 10.1038/s41467-020-16515-y
**Supplement:** Supplementary file 2 — Supplementary Information

## **Supplementary Information**

**Single-cell transcriptomic analysis identifies the conversion of zebrafish Etv2-deficient vascular progenitors into skeletal muscle**

**Chestnut et al.**

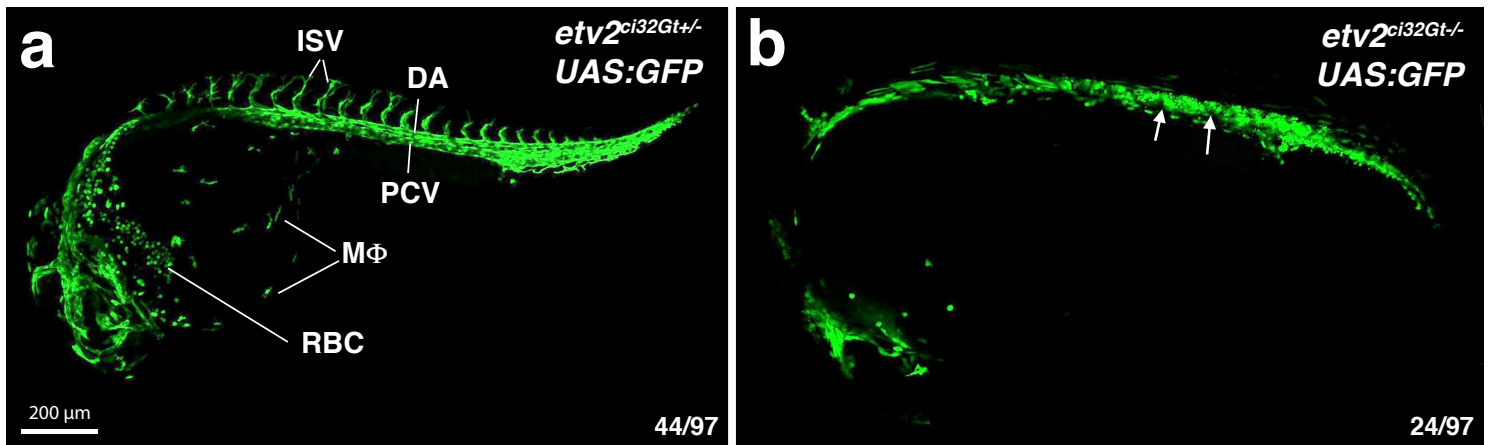

**Supplementary Figure 1. Comparison of *etv2<sup>ci32Gt+/-</sup>* and *etv2<sup>ci32Gt-/-</sup>* embryos in *UAS:GFP* background at 25 hpf. (a)** GFP expression is observed in all vascular endothelial cells, including the dorsal aorta (DA), posterior cardinal vein (PCV), intersegmental vessels (ISV), as well as red blood cells (RBC) and macrophages (MΦ). **(b)** Vascular progenitors fail to coalesce into vascular cords in *etv2<sup>ci32Gt-/-</sup>; UAS:GFP* embryos (arrows). ISVs and macrophages are absent. Magnified view of the same embryos is shown in Fig. 3a,b. Numbers in the lower right corner show embryos which displayed the phenotype out of the total number of embryos obtained in an incross of *etv2<sup>ci32Gt+/-</sup>; UAS:GFP* parents in two replicate experiments.

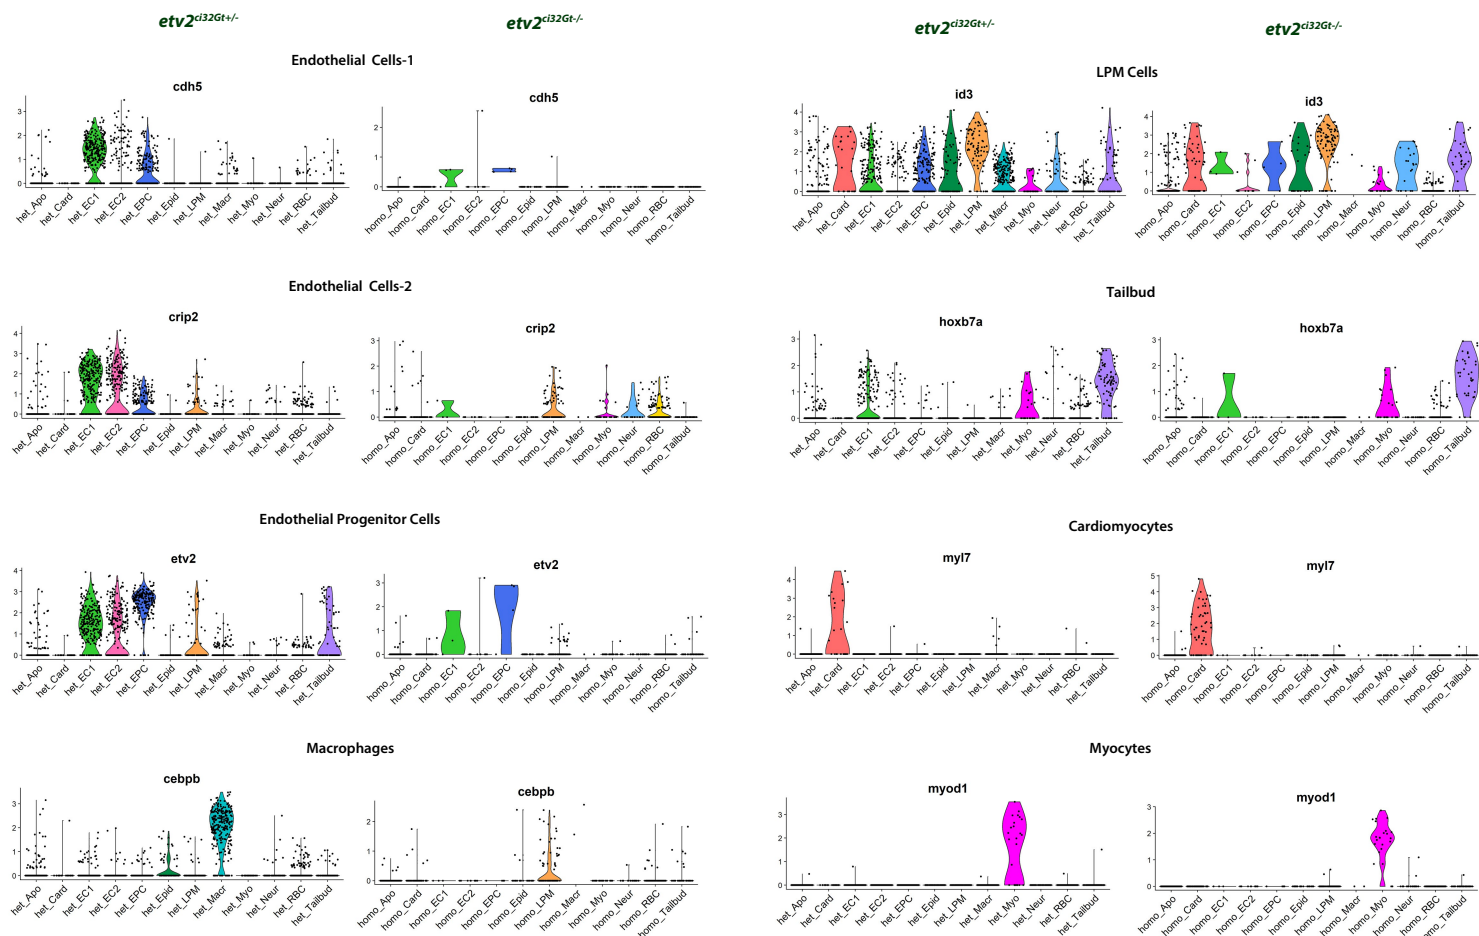

**Supplementary Figure 2. Violin plots of top marker genes in different cell populations of *etv2<sup>ci32Gt+/-</sup>; UAS:GFP* and *etv2<sup>ci32Gt-/-</sup>; UAS:GFP* embryos. Selected markers and cell populations match the t-SNE graphs in Figure 1c.**

*etv2<sup>ci32Gt+/-</sup>*

## Endothelial Cells -1

*etv2<sup>ci32Gt-/-</sup>*

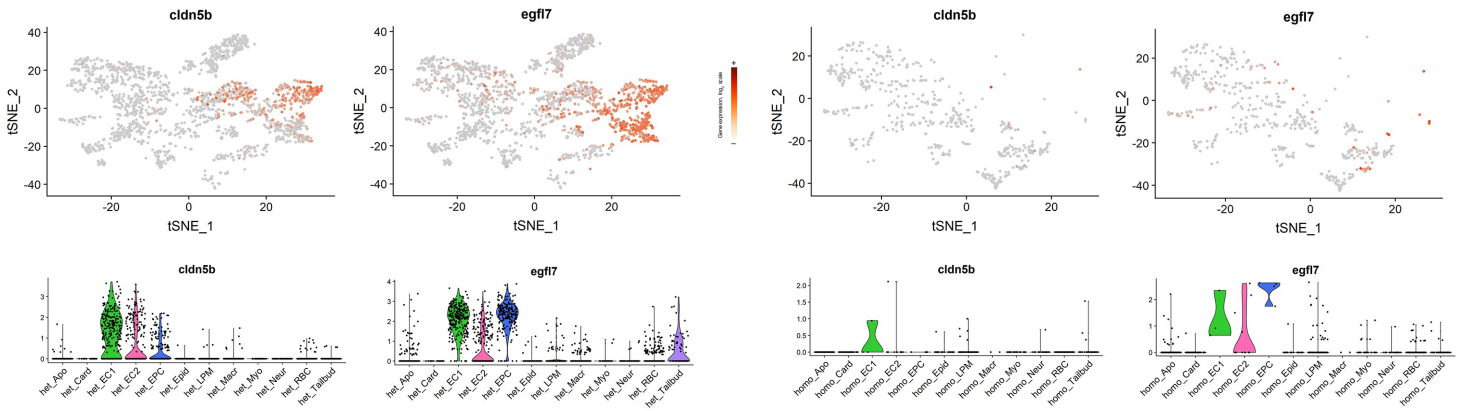

## Endothelial Cells -2

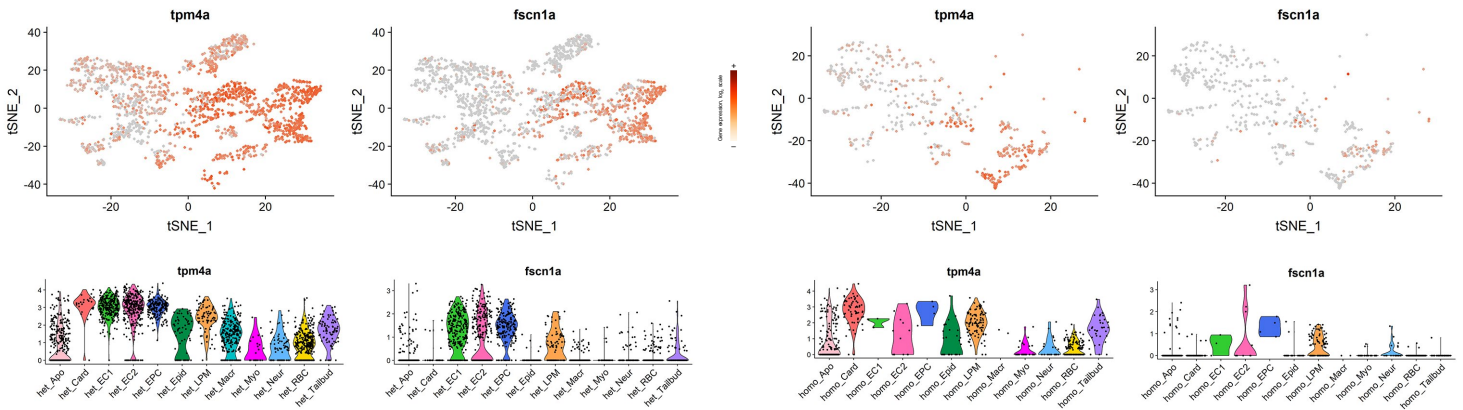

**Supplementary Figure 3. t-SNE and Violin plots showing expression of selected marker genes for EC-1 and EC-2 cells in different cell populations in *etv2<sup>ci32Gt+/-</sup>; UAS:GFP* and *etv2<sup>ci32Gt-/-</sup>; UAS:GFP* embryos.**

*etv2<sup>ci32Gt+/-</sup>*

*etv2<sup>ci32Gt-/-</sup>*

## Endothelial Progenitor Cells

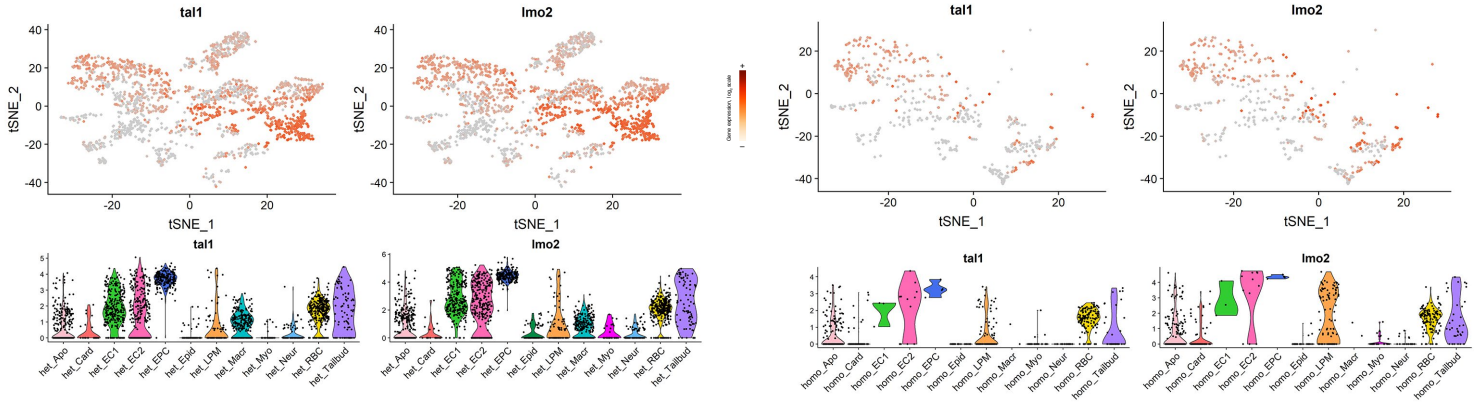

## Lateral Plate Mesoderm

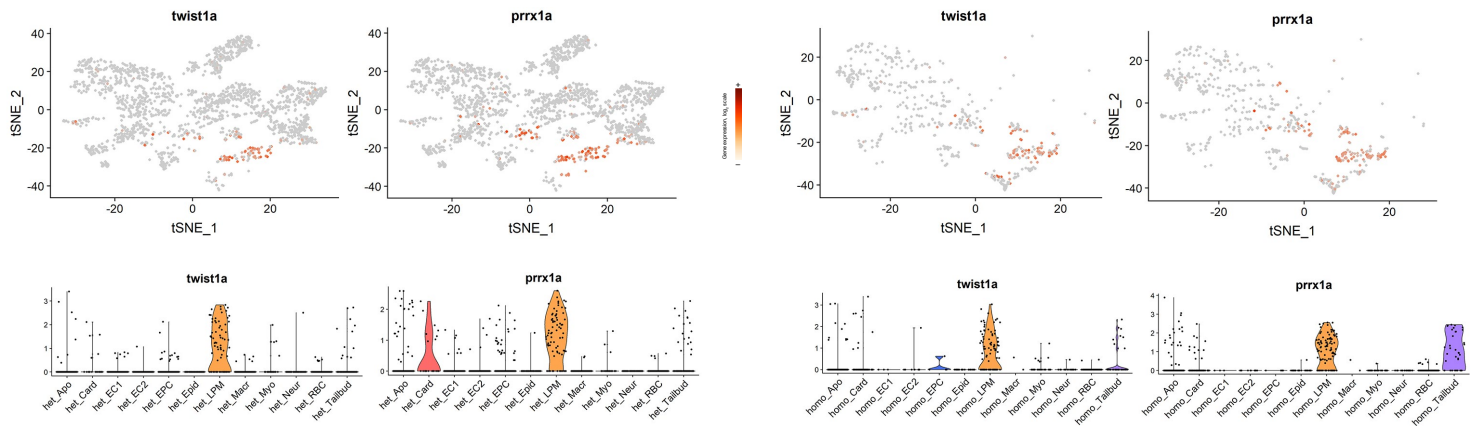

**Supplementary Figure 4. t-SNE and Violin plots showing expression of selected marker genes for endothelial progenitor cells and lateral plate mesoderm in different cell populations in *etv2<sup>ci32Gt+/-</sup>; UAS:GFP* and *etv2<sup>ci32Gt-/-</sup>; UAS:GFP* embryos.**

*etv2<sup>ci32Gt/+</sup>*

*etv2<sup>ci32Gt/-</sup>*

## Red Blood Cells

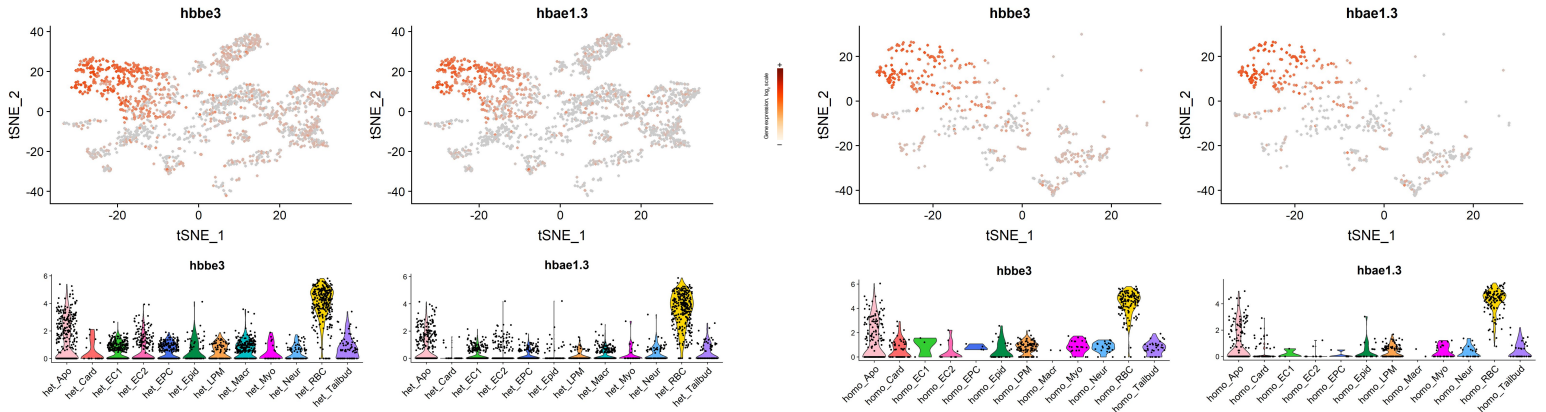

## Macrophages

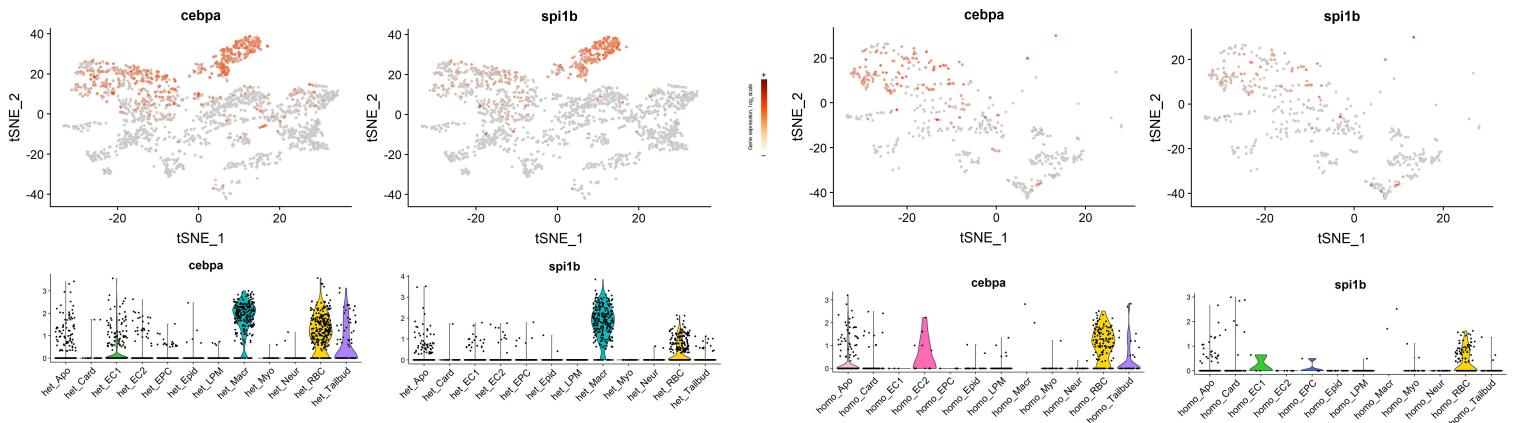

**Supplementary Figure 5. t-SNE and Violin plots showing expression of selected marker genes for red blood cells and macrophages in different cell populations in *etv2<sup>ci32Gt/+</sup>*; *UAS:GFP* and *etv2<sup>ci32Gt/-</sup>*; *UAS:GFP* embryos.**

*etv2<sup>ci32Gt+/-</sup>*

*etv2<sup>ci32Gt-/-</sup>*

## Tailbud Cells

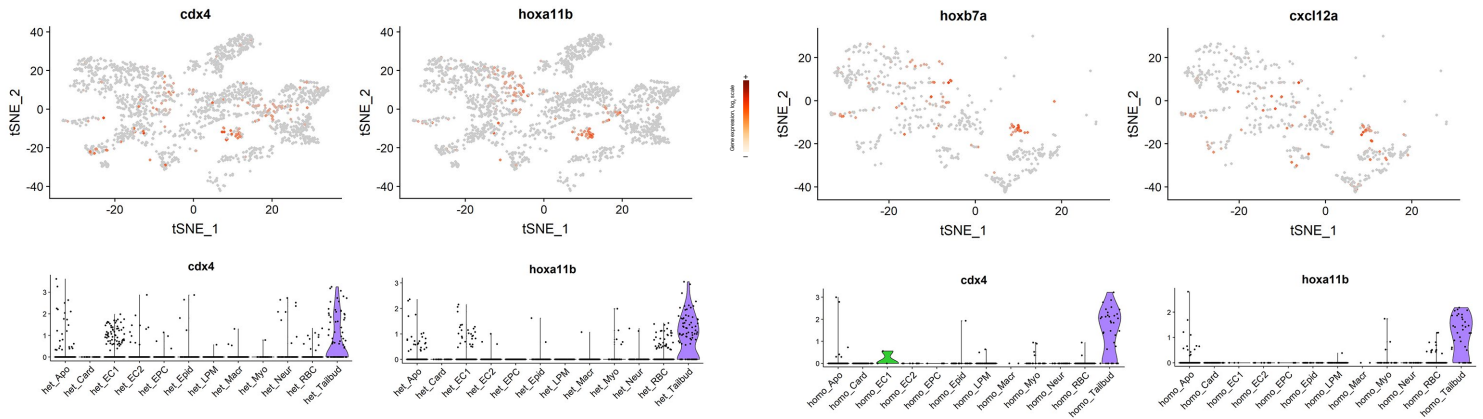

## Putative Apoptotic Cells

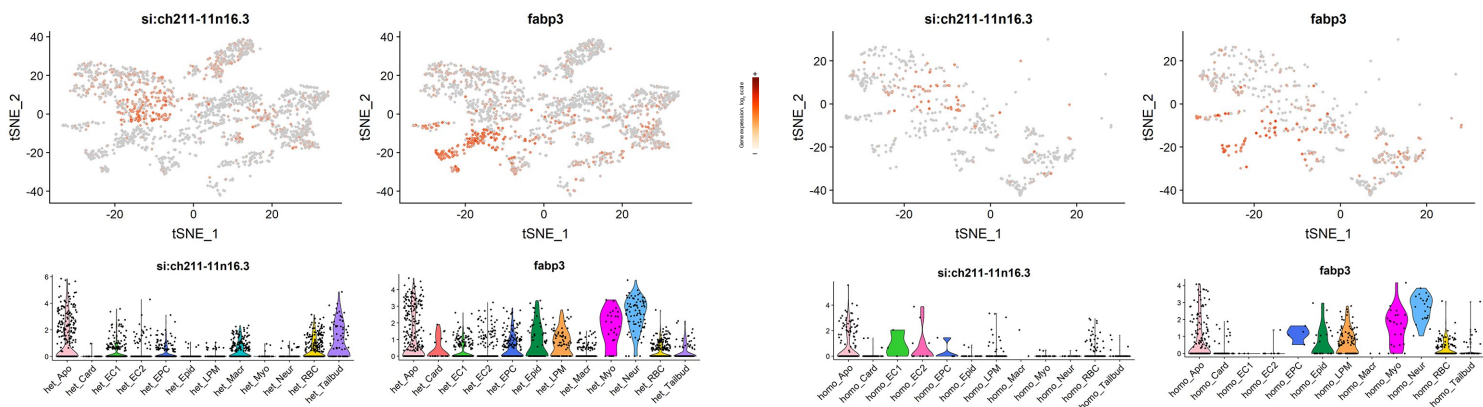

**Supplementary Figure 6. t-SNE and Violin plots of expression of selected marker genes for tailbud derived progenitor cells and putative apoptotic cells in different cell populations in *etv2<sup>ci32Gt+/-</sup>; UAS:GFP* and *etv2<sup>ci32Gt-/-</sup>; UAS:GFP* embryos.**

*etv2<sup>ci32Gt+/-</sup>*

*etv2<sup>ci32Gt-/-</sup>*

## Myocytes

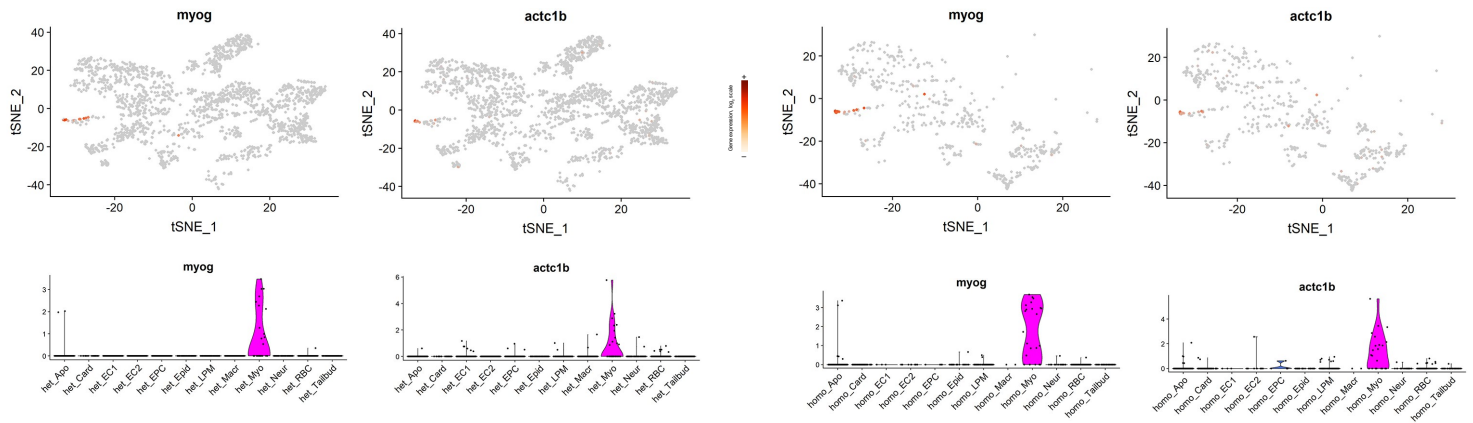

## Cardiomyocytes

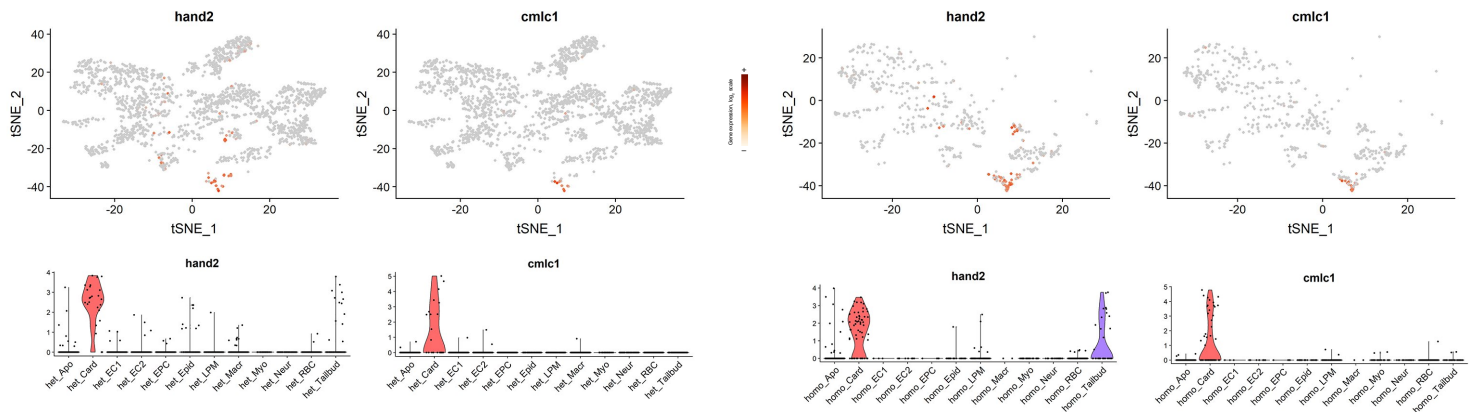

**Supplementary Figure 7. t-SNE and Violin plots of expression of selected marker genes for myocytes and cardiomyocytes in different cell populations in *etv2<sup>ci32Gt+/-</sup>; UAS:GFP* and *etv2<sup>ci32Gt-/-</sup>; UAS:GFP* embryos.**

*etv2<sup>ci32Gt+/-</sup>*

*etv2<sup>ci32Gt-/-</sup>*

## Epidermal Cells

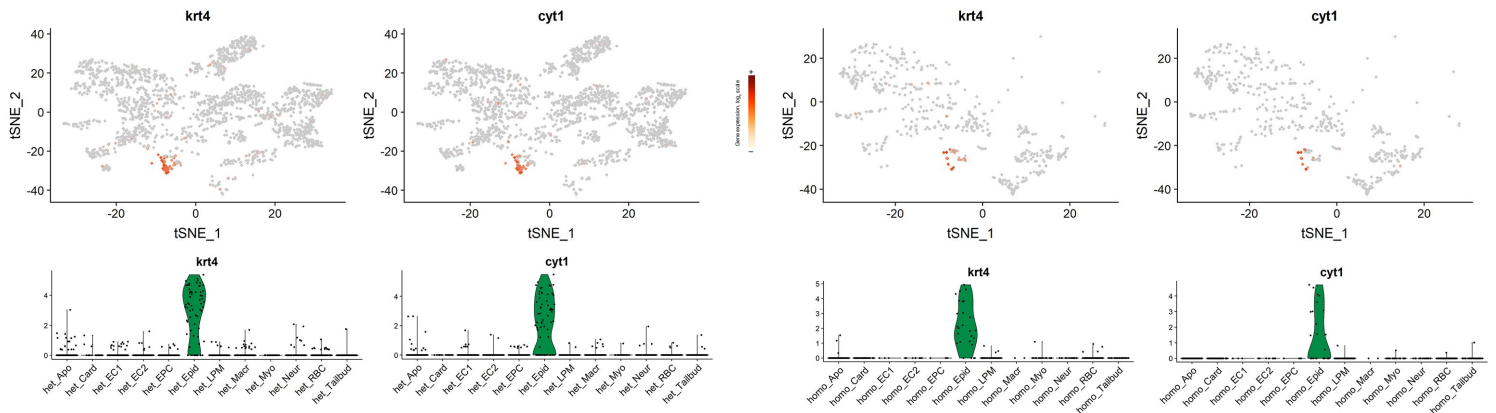

## Neural Cells

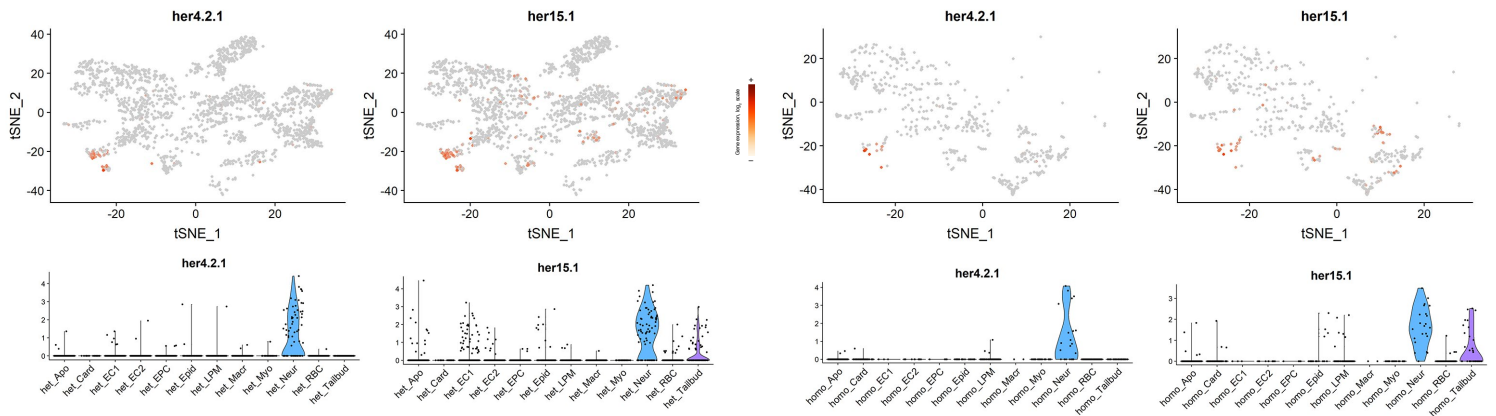

Supplementary Figure 8. t-SNE and Violin plots of expression of selected marker genes for epidermal and neural cells in different cell populations in *etv2<sup>ci32Gt+/-</sup>; UAS:GFP* and *etv2<sup>ci32Gt-/-</sup>; UAS:GFP* embryos.

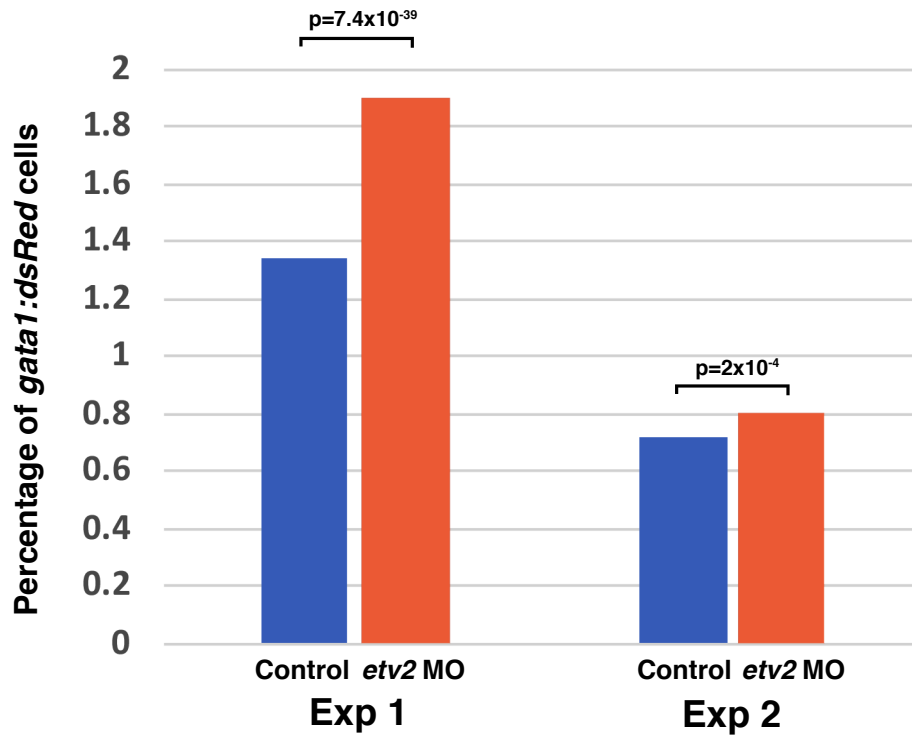

**Supplementary Figure 9. Analysis of *gata1:dsRed*-positive cells in *etv2* MO-injected embryos and uninjected controls at 23 hpf.** Cells from 50-70 embryos in each group were disaggregated and analyzed by FACS in two independent experiments (Exp 1 and Exp 2). Percentage of *gata1:dsRed*-positive red blood cells out of the total number of cells is shown. chi-square test was used for p calculations, n= 210,618 and 150,661 total cells in control and *etv2* MO embryos, respectively, in Exp1 and 341,808 and 265,078 cells, respectively, in Exp 2.

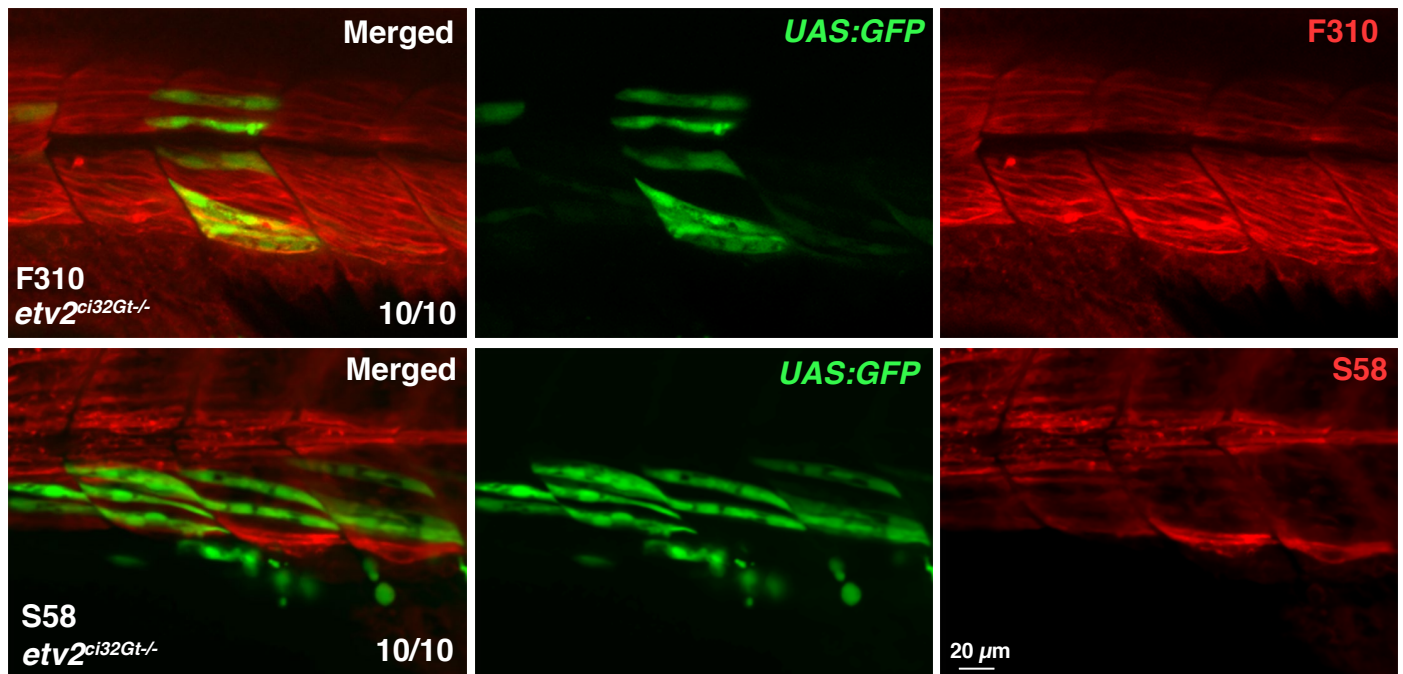

**Supplementary Figure 10. Immunostaining for fast muscle actin (F310) or slow muscle actin (S58) in *etv2<sup>ci32Gt-/-</sup>; UAS:GFP* embryos at 24 hpf.** Embryos were imaged using confocal microscopy. Maximum-intensity projection of selected confocal slices is shown. Note the overlap between GFP and F310 immunostaining and no overlap with S58 staining. Lateral view, anterior is to the left. The number of embryos displaying the representative phenotype out of the total number of embryos is shown in the lower right corner. Two replicate experiments were performed.

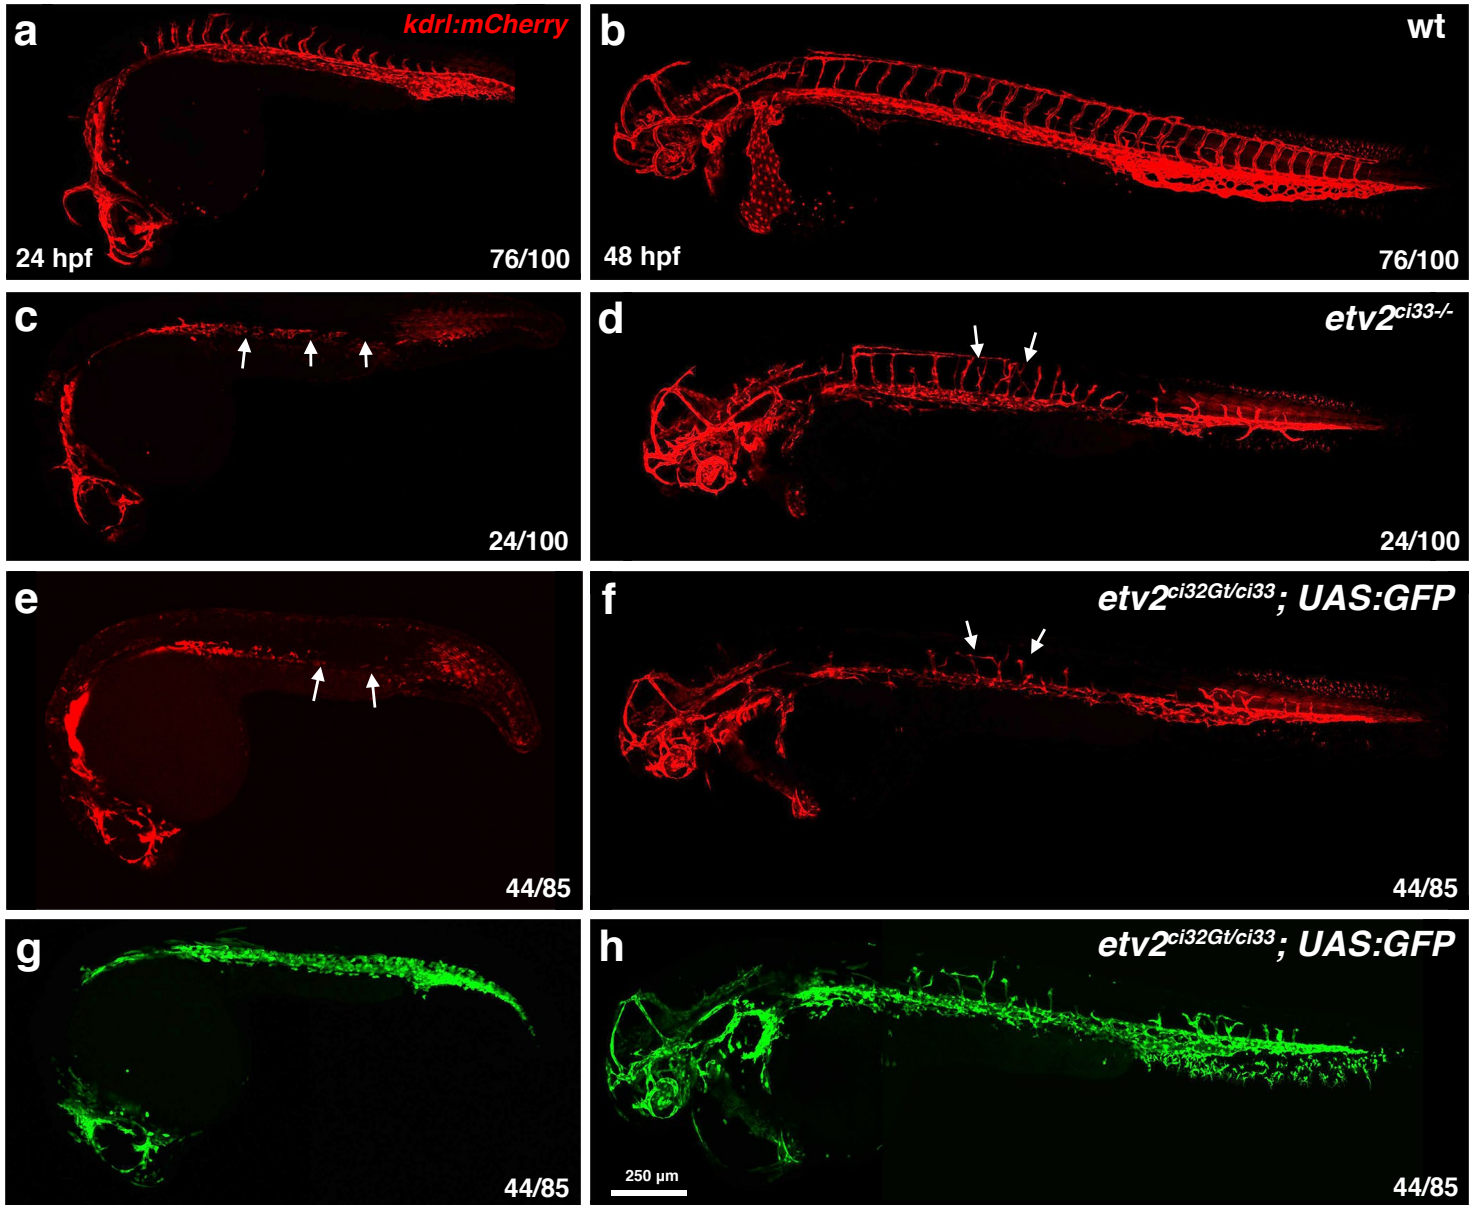

**Supplementary Figure 11. Vascular defects in *etv2<sup>ci33</sup>* mutants.** (a-d) *etv2<sup>ci33/-</sup>; kdr1:mCherry* embryos show reduced mCherry expression, no intersegmental vessels and gaps (arrows, c) in axial vessel formation at 24 hpf, and mispatterned (arrows, d) as well as truncated and missing ISVs at 48 hpf. (e-h) Double heterozygous *etv2<sup>ci32Gt/ci33</sup>; UAS:GFP; kdr1:mCherry* embryos show gaps in axial vasculature at 24 hpf (arrows, e), and absent and truncated ISVs at 48 hpf (arrows, f). The same embryos in red and green channels are shown. Note that vascular defects in *etv2<sup>ci32Gt/ci33</sup>* embryos are more severe compared to the homozygous *etv2<sup>ci33</sup>* mutants. In all panels, the numbers in the lower left corner display the number of embryos showing the expression pattern out of the total number of fluorescent embryos analyzed in two replicate experiments. Note that approximately 25% of embryos show the mutant phenotype in a-d, while 50% of GFP+ embryos are expected to carry the *ci33* allele and show the phenotype in e-h.

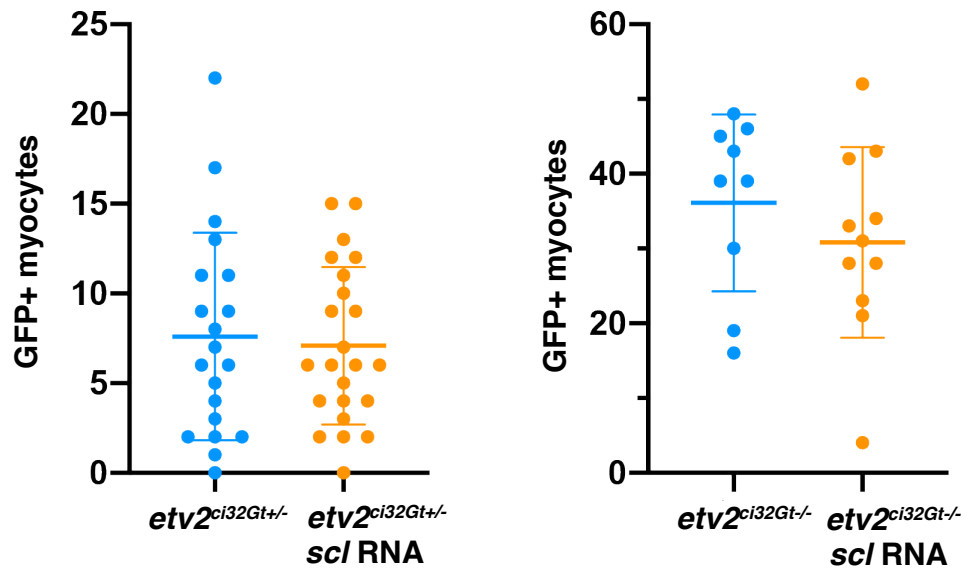

**Supplementary Figure 12. Injection of *sc/* mRNA does not affect the number of GFP+ skeletal muscle cells in *etv2*<sup>ci32Gt</sup> heterozygous or homozygous embryos at 24 hpf.** No significant difference between *sc/* RNA-injected and uninjected sibling embryos was observed ( $p=0.74$  for heterozygous and  $0.35$  for homozygous embryos, respectively, Student's two-tailed t-test). 20 control and 23 *sc/* RNA-injected *etv2*<sup>ci32Gt+/-</sup> embryos, and 9 control and 11 *sc/* RNA-injected *etv2*<sup>ci32Gt-/-</sup> embryos were analyzed in two replicate experiments. Median  $\pm$  SD values are shown.

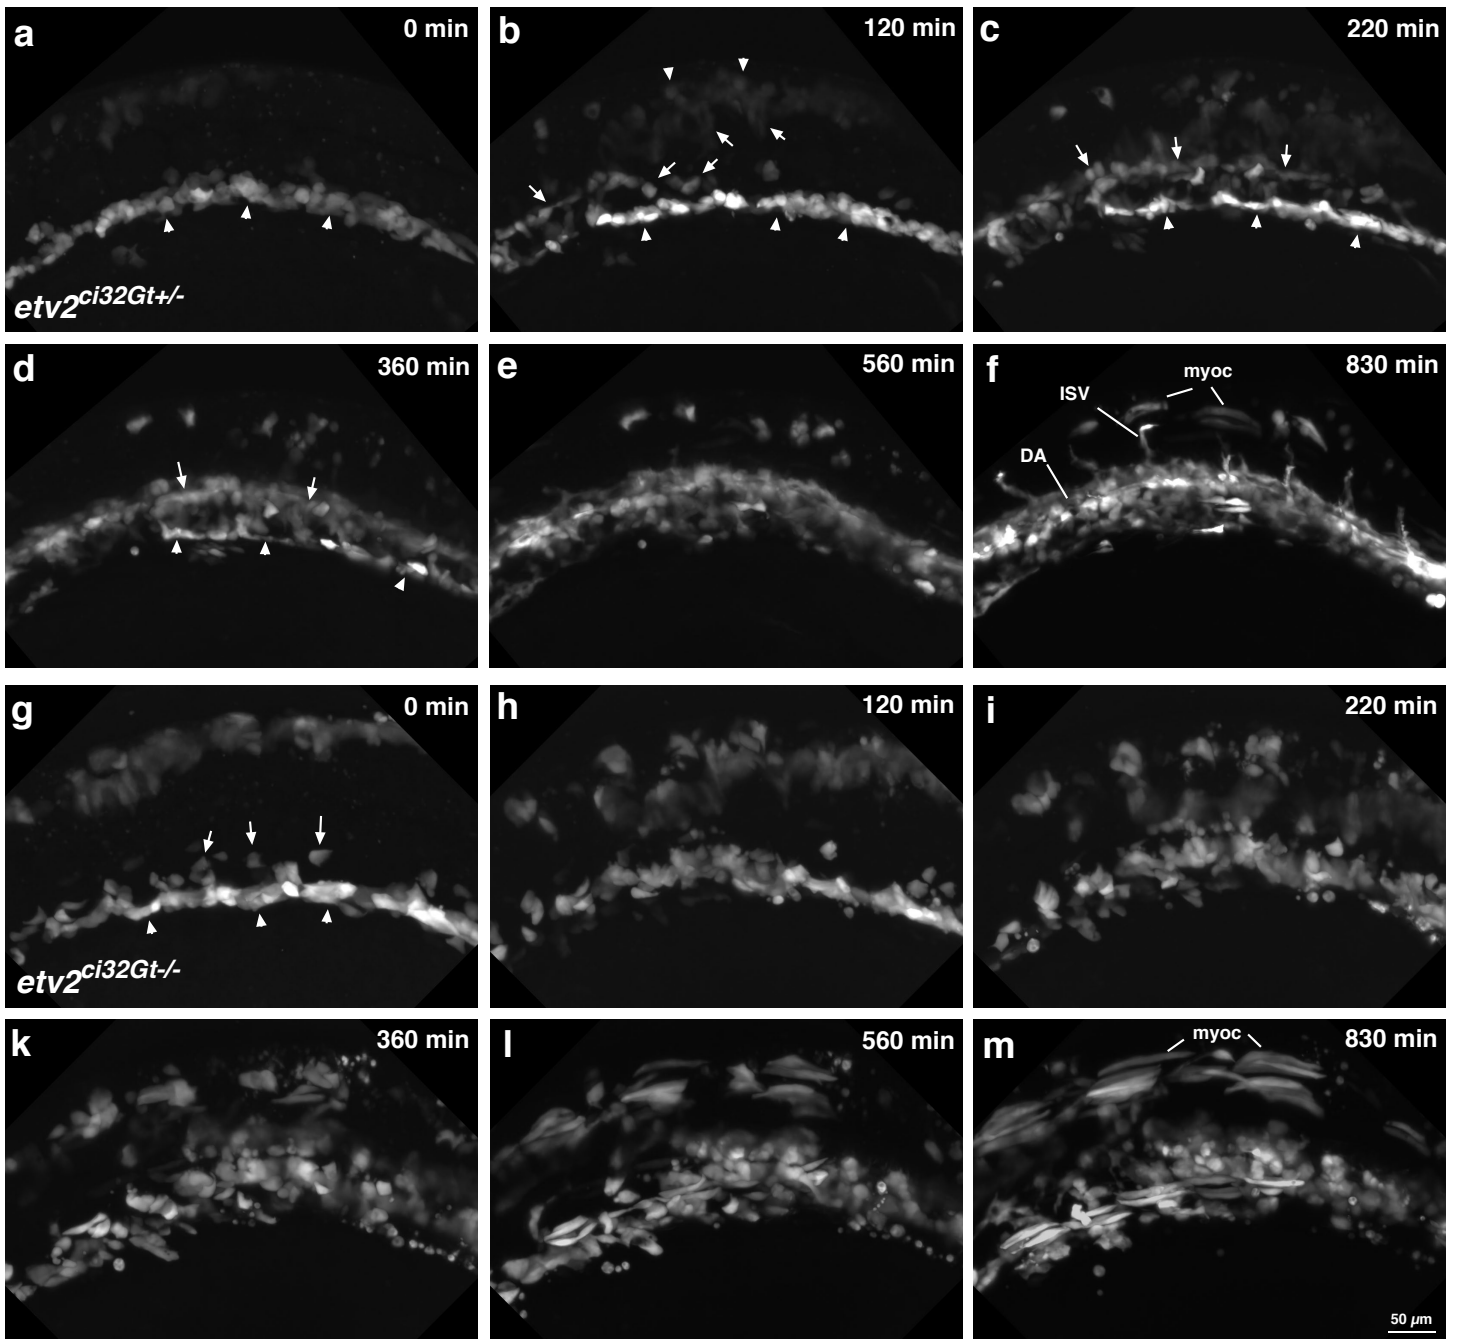

**Supplementary Figure 13. Time-lapse imaging of cell migration in *etv2*<sup>ci32Gt</sup>; *UAS:GFP* heterozygous and homozygous embryos starting at the 9-10-somite stage.** Dorsolateral view is shown, anterior is to the left. **(a-f)** In *etv2*<sup>ci32Gt/+</sup>; *UAS:GFP* embryos, bilaterally located vascular and hematopoietic progenitors within the lateral plate mesoderm (LPM, arrowheads) migrate towards the midline and coalesce into the axial vasculature (arrows). Note that some cells stay in the lateral position and elongate into muscle cells (myoc). DA, progenitors of the dorsal aorta, ISV, intersegmental vessels. Time frames are selected from the Movie 2. **(g-l)** In *etv2*<sup>ci32Gt/-</sup>; *UAS:GFP* embryos cells initiate migration (arrows) but fail to coalesce into the axial vasculature. Instead, many cells differentiate into myocytes (myoc). Time frames are selected from the Supplementary Movie 5. Representative embryos are shown out of the total of 6 heterozygous and 2 homozygous *etv2*<sup>ci32Gt</sup>; *UAS:GFP* embryos that were imaged in two replicate experiments.

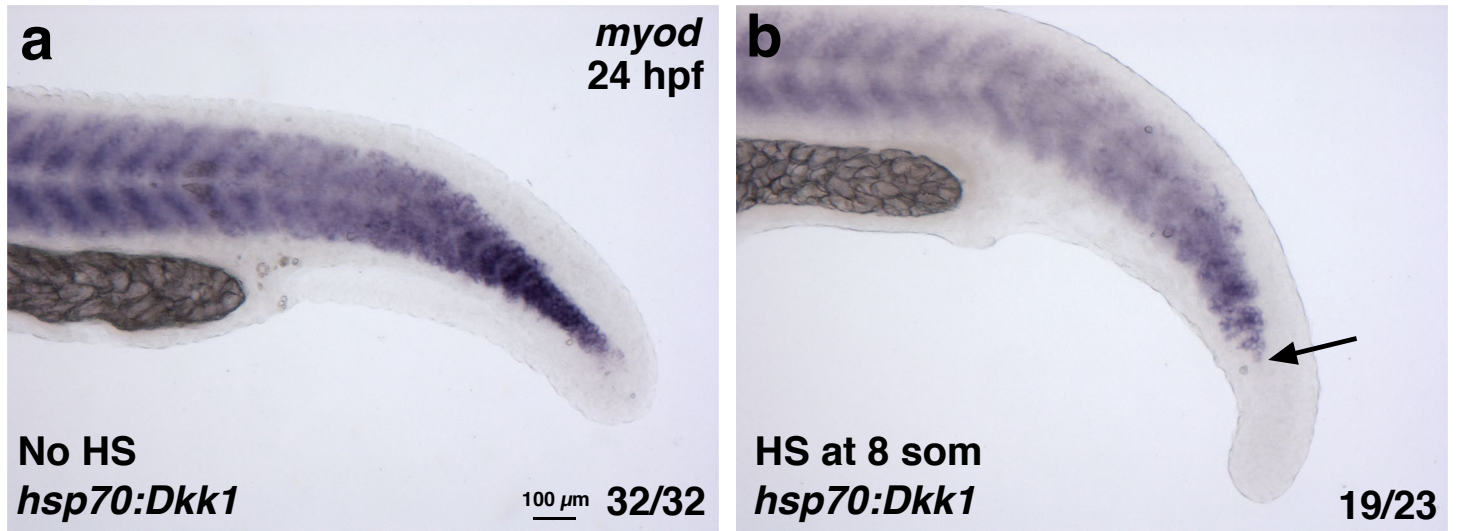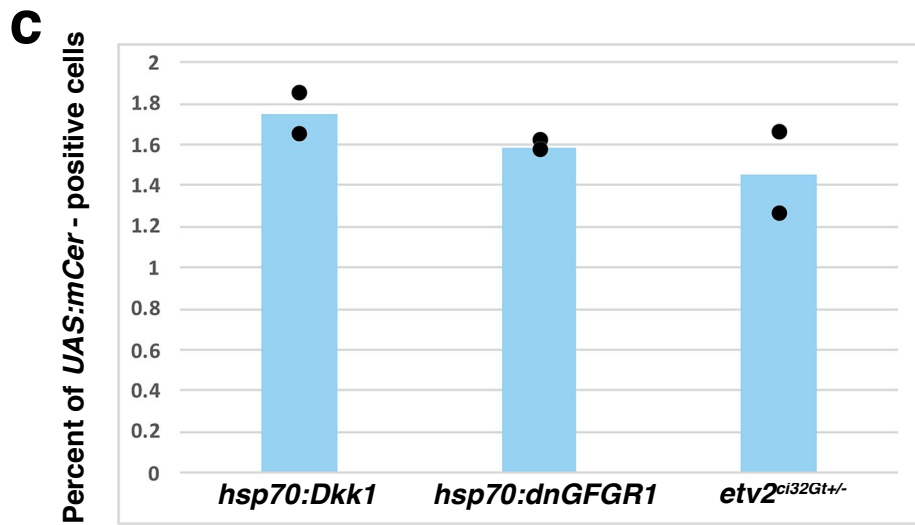

**Supplementary Figure 14. Analysis for *myod* expression in *hsp70:Dkk1* embryos and percentage of fluorescent cells in *hsp70:Dkk1* and *hsp70:dnFGFR1* embryos. (a,b)** In situ hybridization analysis for *myod* expression in *hsp70:Dkk1* embryos at 24 hpf. Heat-shock was performed at the 8-somite stage. Note the absence of *myod* expression in the tailbud region (arrow, b) in Dkk1-overexpressing embryos.

**(c)** Percentage of fluorescent cells which express the *etv2* reporter was estimated in *etv2<sup>ci32Gt+/-</sup>; UAS:mCerulean* (*mCer*) embryos alone or crossed with *hsp70:Dkk1-GFP* and *hsp70:dnFGFR1-GFP* lines. *UAS:mCer* line was used to distinguish expression from GFP present in *hsp70* lines. Heat-shock was performed at the 8-somite stage. In a single experiment, cells from 10-25 embryos in each group were disaggregated at 24 hpf and *mCer*-positive cells were sorted by FACS to estimate their numbers. Values from two technical replicates (cell counts from 15,000-30,000 cells) are shown.

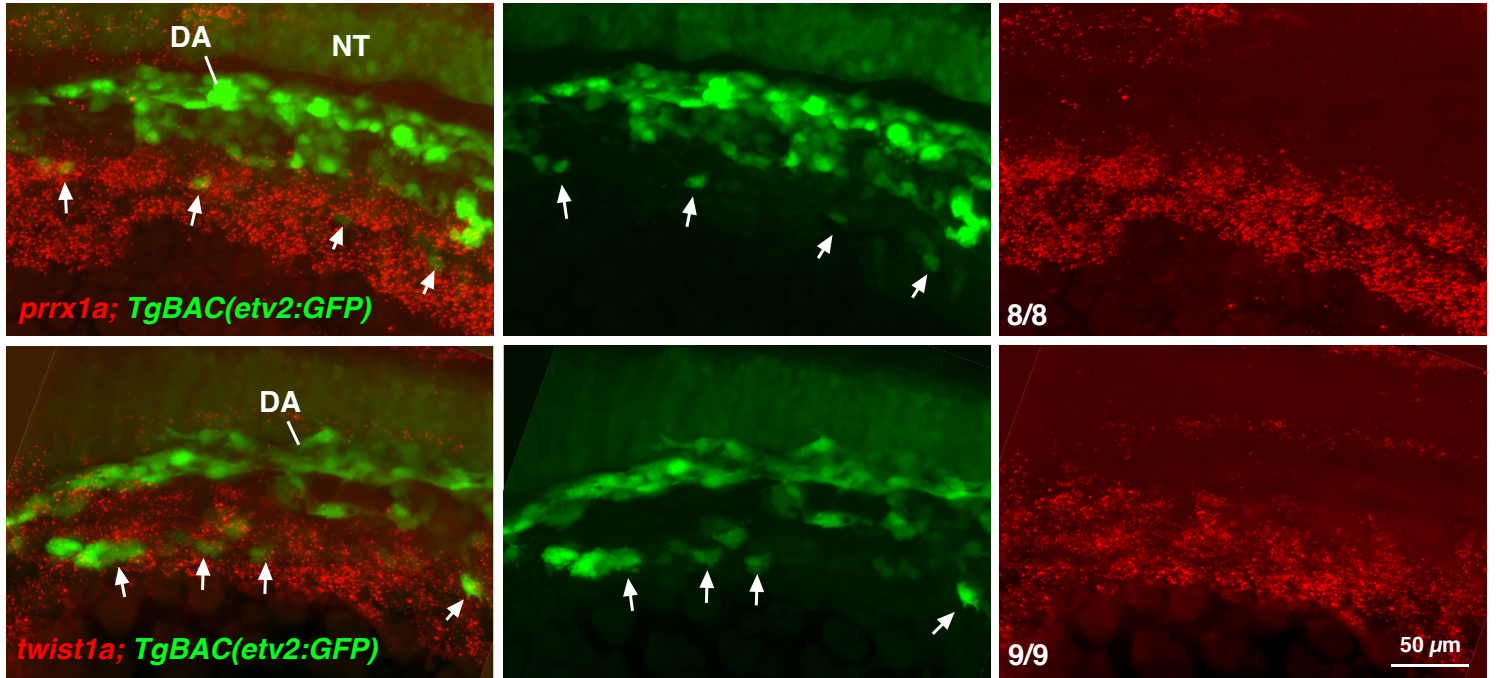

**Supplementary Figure 15. Expression of *prrx1a* and *twist1a* in wild-type *TgBAC(etv2:GFP)* embryos at the 18-somite stage.** Note an overlap between GFP and *prrx1a* or *twist1a* expression in the most laterally positioned GFP+ cells (arrows). DA, dorsal aorta, NT, neural tube. Dorsolateral view of the anterior trunk portion of an embryo, anterior is to the left. The numbers in the lower left corner display the number of embryos showing the expression pattern out of the total number of fluorescent embryos analyzed in two replicate experiments.

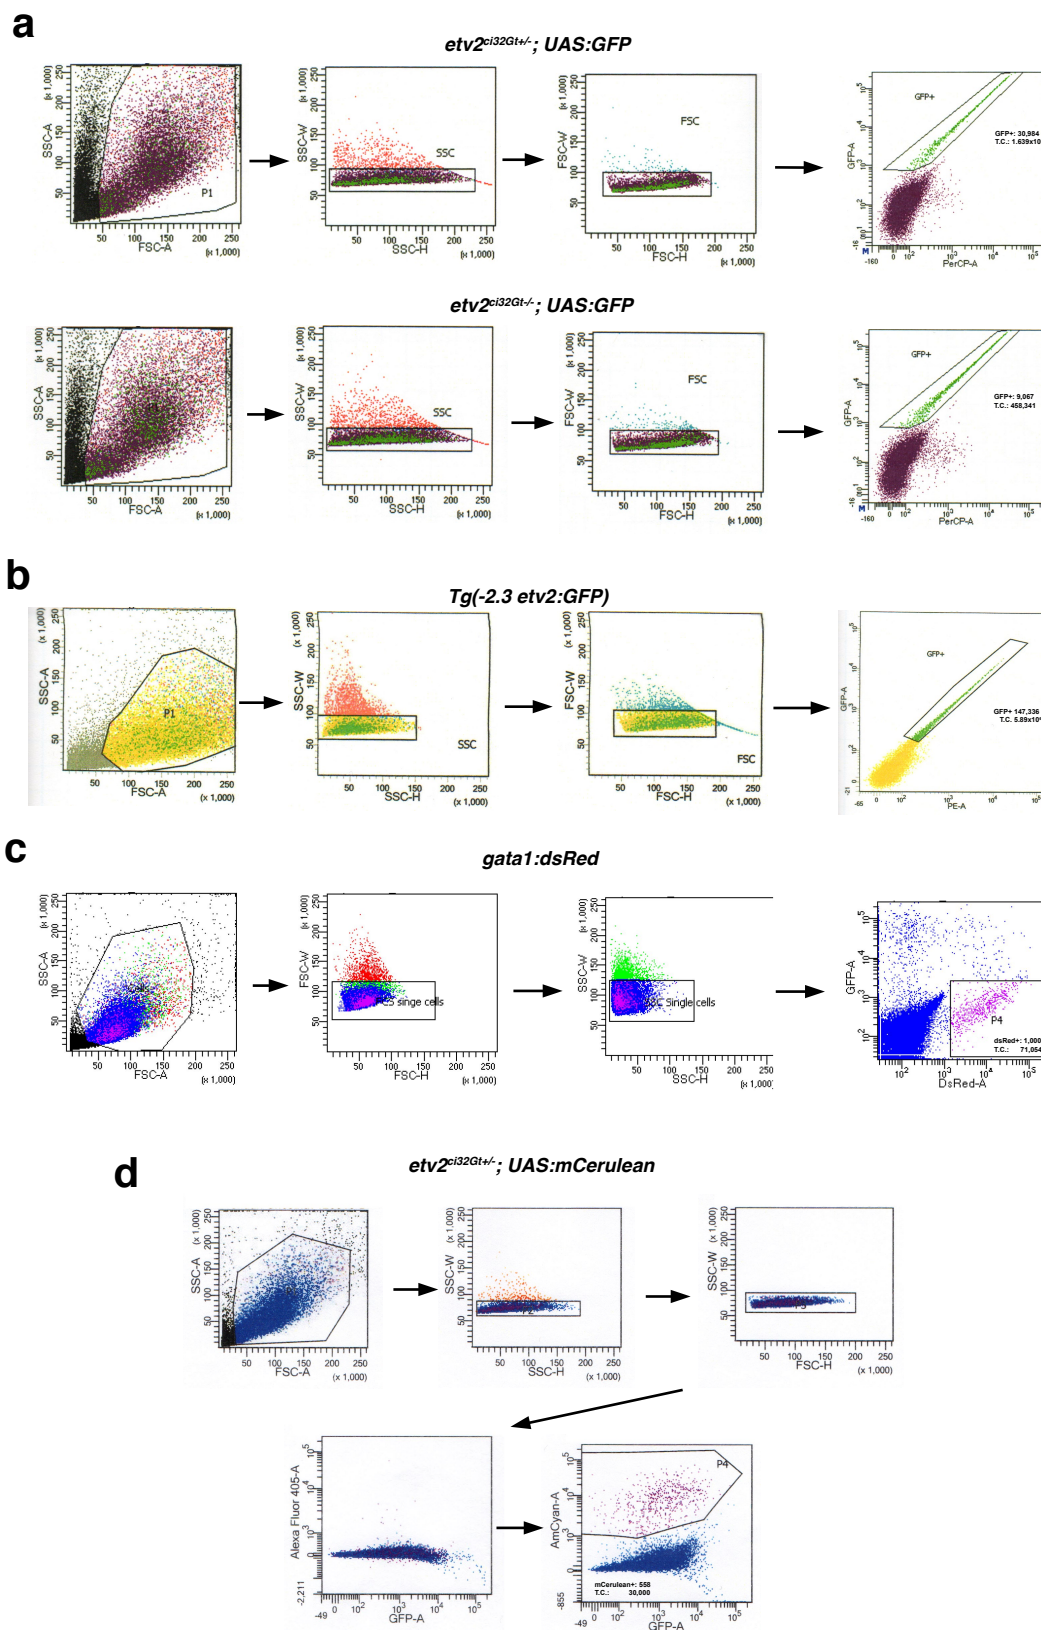

**Supplementary Figure 16. Diagrams of FACS gating strategies. (a)** Strategy used to sort *etv2<sup>ci32Gt/+</sup>; UAS:GFP* and *etv2<sup>ci32Gt/-</sup>; UAS:GFP* cells used for the Chromium single-cell analysis, shown in Fig. 1. **(b)** Strategy used to sort *Tg(-2.3 etv2:GFP)* cells used for the Fluidigm single-cell analysis, shown in Fig. 8. **(c)** Strategy used to sort dsRed-positive cells from *gata1:dsRed* embryos, shown in Supplementary Fig. 9. **(d)** Strategy used to sort mCerulean-positive cells from *etv2<sup>ci32Gt/+</sup>; UAS:mCerulean*-positive embryos, shown in Supplementary Fig. 14c. Am-Cyan channel was used to separate mCerulean cells from GFP fluorescence present in *hsp70:Dkk1-GFP* and *hsp70:dnFGFR1-GFP* lines. Gating strategies for representative samples are shown. Fluorescent cell numbers out of the total count (T.C.) are shown for representative samples.

**Supplementary Table 1. Top marker genes for each cell population.** Distribution of selected markers (shown in bold) across different cell populations is shown in t-SNE and Violin plots in Fig. 1 and Supplementary Figs. 2-8. The complete list of marker genes is shown in Supplementary Data 1.

| Gene ID            | p        | Fold Change | Gene Symbol | Description                                                                                              |
|--------------------|----------|-------------|-------------|----------------------------------------------------------------------------------------------------------|
| ENSDARG00000079078 | 0.002    | 6.88        | hbaa1       | hemoglobin alpha adult-1 [Source:ZFIN;Acc:ZDB-GENE-980526-79]                                            |
| ENSDARG00000077231 | 0.005    | 5.09        | vwf         | von Willebrand factor [Source:ZFIN;Acc:ZDB-GENE-070103-1]                                                |
| ENSDARG00000078004 | 0.012    | 1.56        | drl         | draculin [Source:ZFIN;Acc:ZDB-GENE-991213-3]                                                             |
| ENSDARG00000029019 | 0.0035   | 1.44        | epb41b      | erythrocyte membrane protein band 4.1b (elliptocytosis 1, RH-linked) [Source:ZFIN;Acc:ZDB-GENE-030130-1] |
| ENSDARG00000079305 | 0.022    | 1.41        | hbae3       | hemoglobin alpha embryonic-3 [Source:ZFIN;Acc:ZDB-GENE-990706-3]                                         |
| ENSDARG00000045143 | 0.053    | 1.39        | hbbe2       | hemoglobin beta embryonic-2 [Source:ZFIN;Acc:ZDB-GENE-040702-1]                                          |
| ENSDARG00000089963 | 0.047    | 1.35        | hbbe1.1     | hemoglobin beta embryonic-1.1 [Source:ZFIN;Acc:ZDB-GENE-030616-7]                                        |
| ENSDARG00000006818 | 8.14E-04 | 1.35        | urod        | uroporphyrinogen decarboxylase [Source:ZFIN;Acc:ZDB-GENE-000208-18]                                      |
| ENSDARG00000089475 | 0.037    | 1.35        | hbae1       | hemoglobin alpha embryonic-1 [Source:ZFIN;Acc:ZDB-GENE-980526-80]                                        |
| ENSDARG00000038147 | 0.039    | 1.30        | hbbe3       | hemoglobin beta embryonic-3 [Source:ZFIN;Acc:ZDB-GENE-980526-287]                                        |

**Supplementary Table 2. Differential expression analysis of RBC-specific genes from the global RNA-seq transcriptome analysis of *etv2<sup>ci32Gt</sup>* homozygous versus heterozygous embryos at 24 hpf.**

# Supplementary material for: Single-cell transcriptomic analysis identifies the conversion of zebrafish Etv2-deficient vascular progenitors into skeletal muscle
**Source:** Nat Commun. 2020 Jun 3;11:2796. doi: 10.1038/s41467-020-16515-y
**Supplement:** Supplementary file 14 — Description of Additional Supplementary Files

**Title: Supplementary Movie 1.**

**Description:** Time-lapse imaging of cell migration in an *etv2*<sup>ci32Gt+/-</sup>; *UAS:GFP* heterozygous embryo starting at the 9-10-somite stage. Lateral view is shown, anterior is to the left. Bilaterally located vascular and hematopoietic progenitors within the lateral plate mesoderm migrate towards the midline and coalesce into the axial vasculature. Selected time frames from this movie are shown in Fig. 4a-f.

**Title: Supplementary Movie 2.**

**Description:** Time-lapse imaging of cell migration in an *etv2*<sup>ci32Gt+/-</sup>; *UAS:GFP* heterozygous embryo starting at the 9-10-somite stage. Dorsolateral view is shown, anterior is to the left. Bilaterally located vascular and hematopoietic progenitors within the lateral plate mesoderm migrate towards the midline and coalesce into the axial vasculature. Selected time frames from this movie are shown in Supplementary Fig. 13a-f.

**Title: Supplementary Movie 3.**

**Description:** Time-lapse imaging of cell migration in an *etv2*<sup>ci32Gt-/-</sup>; *UAS:GFP* homozygous mutant embryo starting at the 9-10-somite stage. Lateral view is shown, anterior is to the left. Cells initiate migration but fail to coalesce into the axial vasculature. Instead, many cells either undergo apoptosis or differentiate into myocytes. Selected time frames from this movie are shown in Fig. 4g-l.

**Title: Supplementary Movie 4.**

**Description:** Higher magnification view of an *etv2*<sup>ci32Gt-/-</sup>; *UAS:GFP* embryo showing differentiation of a GFP+ progenitor cell initially positioned in the LPM into a myocyte (arrow). The embryo is the same as shown in Supplementary Movie 3. Selected time frames from this movie are shown in Fig. 4m.

**Title: Supplementary Movie 5.**

**Description:** Time-lapse imaging of cell migration in an *etv2*<sup>ci32Gt-/-</sup>; *UAS:GFP* homozygous embryo starting at the 9-10-somite stage. Dorsolateral view is shown, anterior is to the left. Cells initiate migration but fail to coalesce into the axial vasculature. Instead, many cells differentiate into myocytes. Selected time frames from this movie are shown in Supplementary Fig. 13g-l.

**Title: Supplementary Data 1.**

**Description:** Expression of marker genes in different cell populations identified by droplet (Chromium) scRNA-seq analysis of *etv2*<sup>ci32Gt</sup>; *UAS:GFP* embryos.

**Title: Supplementary Data 2.**

**Description:** Expression of all genes in different cell populations. Average log<sub>2</sub> values are shown.

**Title: Supplementary Data 3.**

**Description:** Differentially expressed genes in the red blood cells of *etv2*<sup>ci32Gt</sup>

**homozygous embryos compared to heterozygous embryos.** Increased RBC-specific genes in homozygous embryos are shown in bold.

**Title: Supplementary Data 4.**

**Description: Significantly enriched genes in the endocardial cell cluster versus the remaining EC1 cells (EC1a cluster).**

**Title: Supplementary Data 5.**

**Description: Expression of marker genes in different cell populations identified by Fluidigm scRNA-seq analysis of *etv2:GFP* embryos.**

**Title: Supplementary Data 6.**

**Description: Expression of all genes in different cell populations identified by Fluidigm cell sorting of *etv2:GFP* embryos.**

# Supplementary material for: Single-cell transcriptomic analysis identifies the conversion of zebrafish Etv2-deficient vascular progenitors into skeletal muscle
**Source:** Nat Commun. 2020 Jun 3;11:2796. doi: 10.1038/s41467-020-16515-y
**Supplement:** Supplementary file 15 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ A description of all covariates tested
- ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Axiovision 4.9 (Zeiss) was used for embryo imaging on a compound microscope.  
Nikon Elements 4.6 (Nikon) was used for image acquisition during confocal microscopy

Data analysis

Monocle 2.8.0 was used for single-cell RNA-seq analysis obtained with the Chromium system  
Cell Ranger 2.0.0 was used for processing and de-multiplexing raw sequencing data obtained by the Chromium system  
R version 3.5.2 and Seurat version 2.3.4 was used for analysis of scRNA-seq results obtained with the Chromium system  
AltAnalyze 2.1.2 was used for single-cell RNA-seq analysis obtained with the Fluidigm system  
Adobe Photoshop CS6 was used for image processing and to assemble figures.  
StepOne Software v2.3 (Applied Biosystems) was used for qPCR analysis  
Prism 8 (GraphPad) was used for statistical analysis and graph generation (except for scRNA-seq data)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All data that support the findings of this study are available from the corresponding author upon reasonable request.

scRNA-seq data generated in the study using the Chromium (10x Genomics) platform have been deposited to NCBI GEO database under the accession number GSE143750: <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE143750>

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Based on our previous studies and accepted standards in the field, we typically analyzed at least 15-20 embryos in at least two replicate experiments for each assay, which is sufficient to observe a statistical difference between treatments based on t-Student's test. Practical considerations, such as how many embryos can be imaged on a confocal microscope during a limited time, limited the number of embryos that could be analyzed in some experiments. |
| Data exclusions | Data were not excluded from any successful experiments.                                                                                                                                                                                                                                                                                                                                                                                                                |
| Replication     | Each experiment was successfully replicated at least twice. The number of replicates for each experiment is listed in figure legends.                                                                                                                                                                                                                                                                                                                                  |
| Randomization   | Samples were randomly distributed into different groups where possible (for example DMSO and SU5402 treatments). In other cases, etv2 ci32Gt heterozygous and homozygous embryos were separated based on their phenotypes and random representative embryos were chosen for analysis.                                                                                                                                                                                  |
| Blinding        | Blinded analysis for most experiments was not possible because treatment conditions were often easily recognizable based on the embryo phenotypes (for example, heat-shocked embryos can be recognized based on GFP induction). However, the same scoring criteria were applied for analyzing different groups of embryos.                                                                                                                                             |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Antibodies against fast and slow skeletal muscle, cat No. F310 and S58, respectively, Developmental Studies Hybridoma Bank, no lot # was provided. Anti-mouse IgG, CF594 antibody (Sigma-Aldrich, SAB4600098), lot# 2096656 was used as a secondary antibody.                                  |
| Validation      | Antibodies produced expected staining pattern of fast and slow zebrafish skeletal muscle. Such staining pattern has been previously reported using these antibodies in multiple previous studies, such as Kok et al 2007, Dev Biol 307, 214-26; Elworthy et al 2008; Development 135, 2115-26. |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|--------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals | Zebrafish ( <i>Danio rerio</i> ) embryos at stages from 8-somite to 24 hpf were used for analysis; specific stages for each experiment are noted in the figures; sex could not be determined yet at the analyzed stages (it is specified later in development). The following strains were used in the study: Tg(5xUAS:EGFP), Tg(UAS-E1B:NTR-mCherry), Tg(etv2:mCherry)zf373, Tg(-2.3 etv2:GFP)zf372, TgBAC(etv2:GFP)ci1, etv2y11, Tg(fli1a:GFP)y1, Tg(gata1a:dsRed), Tg(actc1b:GFP), Tg(hsp70l:dkk1b-GFP), Tg |
|--------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

(hsp70l:dnfgfr1a-EGFP), etv2 ci32Gt, etv2 ci33, kdrl:mCherry. Specific fish strains used are noted within each figure.

Wild animals

The study did not involve wild animals.

Field-collected samples

The study did not involve samples collected from the field.

Ethics oversight

The study was approved by the Cincinnati Children's Hospital Medical Center IACUC committee, animal protocol IACUC2016-0039

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

To sort cells from zebrafish etv2<sup>ci32Gt</sup>; UAS:GFP embryos for Chromium scRNA-seq, Approximately 100-150 of etv2<sup>ci32Gt</sup>+/-; UAS:GFP and 75-100 etv2<sup>ci32Gt</sup>-/-; UAS:GFP embryos were collected at the 20-somite stage and dissociated into a single-cell suspension using the previously reported protocol.<sup>63</sup> Briefly, the embryos were manually dechorionated, and transferred into the deysolting buffer (55 mM NaCl, 1.8 mM KCl, 1.25 mM NaHCO<sub>3</sub>). Embryos were pipetted up and down on ice using p1000 pipettor until yolk was dissolved. Embryos were centrifugated at 300G for 1 min, and supernatant was removed, while the pellet was resuspended in 0.5x Danieau solution (1x Danieau: 58 mM NaCl, 0.7 mM KCl, 0.4 mM MgSO<sub>4</sub>, 0.6 mM Ca(NO<sub>3</sub>)<sub>2</sub>, 5 mM HEPES, pH 7.6). Centrifugation and removal of supernatant was repeated again, followed by another centrifugation at 300G. The pellet was resuspended in FACSmax solution cell dissociation solution, which was then passed through a cell strainer. Cells were centrifugated at 300G and suspended in a buffer of 1X PBS containing 1 mM EDTA and 2% fetal bovine serum (FBS). To sort cells from Tg(-2.3 etv2:GFP) line for Fluidigm scRNA-seq, Approximately 300 Tg(-2.3 etv2:GFP) embryos were collected at each stage, dissociated into a single-cell suspension as described above and suspended in a buffer of 1X PBS containing 1 mM EDTA and 2% fetal bovine serum (FBS). To count gata1:dsRed-positive cells in wild-type and etv2 MO-injected embryos, cells from 50-70 embryos in each group were disaggregated as described above at approximately 23 hpf. To count the percentage of fluorescent cells which express etv2 reporter in estimated in etv2<sup>ci32Gt</sup>+/-; UAS:mCerulean (mCer) embryos alone or crossed with hsp70:Dkk1-GFP and hsp70:dnFGFR1-GFP lines, Cells from 10-25 embryos in each group were disaggregated at 24 hpf as described above.

Instrument

BD FACS Aria II (BD Biosciences) was used for cell sorting. BD FACS Canto II (BD Biosciences) was used to count gata1:dsRed positive cells.

Software

BD FACSDiva 8.0.1 software

Cell population abundance

Does not apply for cell counting experiments (cells are not sorted and only counted; not possible to measure post-sorting abundance). For cell sorting experiments of Tg(etv2:GFP) and etv2<sup>ci32Gt</sup>; UAS:GFP cells, post-sorting abundance measurements were not performed in order to minimize the time before cells were processed for scRNA-seq by either Chromium or Fluidigm approaches. Instead, scRNA-seq results were validated by other approaches such as confirming expression patterns of marker genes of different cell populations as described in the manuscript.

Gating strategy

Gating strategy is shown in supplementary Figure 16. First a morphology gate (FSC versus SSC) is drawn. Then this morphology gate is reported to a 2nd window (FCS versus pulse width) to define the singulets and exclude the doublets. The singulet gate is reported to a 3rd window (FSC versus live/dead stain) to exclude the dead cells. The intersection of the morphology, singulet and live gates are then reported to all the downstream windows displaying fluorescence X and Y parameters.  
For GFP+ cells, GFP-negative samples were used to set up GFP+ gates.  
For gata1:dsRed cells, dsRed-negative samples were used to set up dsRed+ gates.  
For mCerulean+ cells, AmCyan channel was used for detection, 405 nm excitation, emission 525 ± 50 nm. 488 nm excitation and 530±30 nm emission was used for GFP detection. GFP negative and mCerulean negative samples were used to set up gates and distinguish mCerulean from GFP fluorescence.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

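GFP-positive cells sorted from heterozygous and homozygous etv2ci32Gt; UAS:GFP zebrafish embryos at the 20-somite stage were sequenced as 1 Chromium library per genotype. The authors aligned the reads and counted UMIs per gene and barcode with Cell Ranger against the zebrafish genome assembly zv10, and deposited the counts of all barcodes, without calling of cells, filtering or normalization. The paper's text does not name the gene annotation. Reads were not reprocessed. The values are whole counts, checked in both files.

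From these counts, cells were called per library as barcodes with at least 10% of the 99th percentile of the 3000 largest totals, and kept with more than 200 and at most 3500 genes and at most 5% mitochondrial counts. Genes were kept if detected in at least 3 cells. Barcodes at or above the calling limit numbered 1623 heterozygous and 477 homozygous ones. The kept cells hold 16908557 heterozygous and 6277215 homozygous UMIs. Empty droplets, defined as barcodes with 1 to 100 UMIs, held 6.65% of all heterozygous and 9.48% of all homozygous UMIs. Free RNA per cell was estimated from 15 hemoglobin genes in classes that are not erythroid, taking all hemoglobin counts there as free RNA.

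Clustering used Seurat 5.3.0 in R 4.3.3 with the settings stated in the study: normalization to 10000, variable genes by mean and dispersion, regression of total UMIs and mitochondrial fraction, 13 principal components, the SLM algorithm and resolution 0.6. The study used an older Seurat and does not state the number of neighbours, for which 30 was taken. Pseudotime and Scrublet were run with scanpy 1.11.5 in Python 3.11.15, and the counts were handled with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19 and scikit-learn 1.9.0. Figures were drawn with matplotlib 3.10.9. Pseudotime used 7 components and 15 neighbours, cells within 2 SD of the mean depth and genes in at least 10 cells. Random seeds were set to 20.

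Clusters were named by 125 markers of 12 classes, fixed beforehand. Some genes of the ranked comparisons, such as tnnc1a, fcer1gl, snai1a and cxcl12a, are also markers. A marker counted as enriched at 2-fold or more. A cluster remained unnamed with fewer than 3 enriched markers, with markers of another class at 4-fold or more mixed in, or with a depth under 1/3 of its library and no own marker among its 10 leading genes. The naming rule was adjusted after the clusters were first seen: the limit of 4-fold for mixed clusters was set then, and the rule was relaxed so that the cluster of erythroid cells received its name. The rule keeps 22.3% of heterozygous and 21.8% of homozygous cells unnamed as led by the genes of the study's cluster #10, and 3.18% and 15.0% unnamed as mixed cardiomyocyte and tailbud cells. Cardiomyocyte-like and tailbud-like cells were therefore taken from resolution 1.0. The clusters were rebuilt, so class names need not match the study's cell by cell.

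The genes given in the text are 54 genes that the study names for this experiment or as muscle, arterial and venous markers, of which 53 are in the gene list of the files, and for each comparison of the libraries the 5 genes with the highest and the 5 with the lowest ratio of CPM among genes with at least 50 counts. Comparisons were made over the whole library and in classes with at least 20 cells in both libraries. Cardiomyocyte-like cells, 16 in the heterozygous library, fall below this limit, and ratios within them are used only in tests of explanations, for 3 genes of the whole-library comparison, the immediate early genes, stmn1a and pcna. The first of these tests was chosen after the values were seen. Named genes were left out of the clustering. A few other genes, such as hbbe1.3 among the RBC ratios, stmn1a, pcna, mdm2 and the immediate early genes, are given because the tests of explanations use them.

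The ratio of CPM between libraries is a quotient of summed counts, with an exact interval at 95% from the 2 counts. For a ratio against a count of 0 a limit of 3 counts was used. Folds given as at least a value leave out the counting error of the other count. Counts of 9491 genes were simulated for the whole-library comparison with Poisson counting error only, and 200 genes were changed by known folds. The interval covered the true ratio of 95.5% of the changed and 95.6% of the unchanged genes. All 10 of the extreme genes were changed ones. Because the interval assumes the same error, this coverage follows by construction. In the real counts a single cell can hold most counts of a gene. The simulation therefore cannot test the interval or the ranking on them. Shares of cells with a UMI were compared after thinning to the 20th percentile of depth, or to the 40th as an alternative. The gene lists of Supplementary Data 5 were matched by Ensembl identifier and then by name, and the genes of Supplementary Data 3 were read as the paper's values.

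There was no replicate and hence no test. The alternatives, all but 1 set beforehand, were no cell calling, at least 500 genes, a mitochondrial limit of 10%, no upper limit of genes, removal of Scrublet doublets, named genes kept in the clustering, resolution 1.0 and 0.4, 20 components, no regression, separate clustering of the libraries, classing cells by their markers without clusters, subtraction of the empty-droplet profile, and CPM without hemoglobin genes. The alternative added later combines no cell calling with the named genes kept, and was chosen because it came near the paper's cell numbers and proportions. The Fluidigm data, the bulk RNA-seq and the microscopy of the study were not analysed here. Supplementary Data 2, held in part, was used for no test, and no coordinates are given.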

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

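The tests of single cells and of cell classes below were chosen only after the results were seen, as were the genes, which are the extremes of the whole-library comparison by a rule fixed beforehand.

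The 5 genes with the highest homozygous over heterozygous ratio of CPM over all kept cells were CU695215.1 with 174 (95% interval, 47.1 to 1449.9; 2 and 129 counts), pvalb9 with 93.2 (39.2 to 291), tnnc1a with 86.6 (39.1 to 239), tnnt2c with 61.6 (29.2 to 156) and myl13 with 56.6 (36.2 to 93.6). For the last 2 a single homozygous cell holds most of the counts, 89.4% for tnnt2c and 95.2% for myl13. Without it the ratios are 6.55 (2.58 to 18.7) and 2.70 (1.38 to 5.28), so a single cell accounts for most of their rise and not for all of it. For the first 3 the highest share in 1 cell is 26.9%, for tnnc1a, and the ratios without the top cell are 143, 82.0 and 63.4, which argues against a single cell. Of the 193 homozygous tnnc1a counts, 191 lie in the cluster of mixed cardiomyocyte and tailbud cells, which grew in the homozygous library, and 55.0% and 55.5% of those of CU695215.1 and pvalb9. tnnc1a is also among the markers used to name cardiomyocyte-like cells. Within cardiomyocyte-like cells, of which the heterozygous library has 16, pvalb9 had 0 heterozygous and 109 homozygous counts, CU695215.1 0 and 67, and tnnc1a 3 and 191. Without the top cell of each the lower limits of the 3 ratios were 7.98, 4.39 and 5.44, which argues against a larger cardiomyocyte-like class as the whole cause. A change in these cells with the genotype, a difference in their maturity and a difference in stage between the pools stay open and were not tested for these genes.

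The 5 genes with the lowest ratio were he1a, at least 72.0-fold higher in the heterozygous library (582 and 0 counts), he1b, at least 36.5-fold higher (295 and 0 counts), ctslb, 262-fold higher (72.3 to 2162; 1409 and 2 counts), spi1a, at least 28.6-fold higher (231 and 0 counts), and fcer1gl, 236-fold higher (42.3 to 9355; 637 and 1 counts). For each of he1a, he1b and ctslb a single epidermal-like cell holds at least 84.4% of the counts. Without that cell the genes were still lower in the homozygous library, with ratios of 0 (upper limit 0.114) for he1a, 0 (0.225) for he1b and 0.0315 (0.00378 to 0.115) for ctslb. A single cell thus sets the size of the difference and is not its whole cause. In the empty droplets the ratios were 0.186, 0.207 and 0.273. Free RNA as the source of the remaining counts, the chance presence of a rare cell type in 1 pool, and the genotype were not tested. Of the heterozygous counts of spi1a and fcer1gl, 98.7% and 96.5% lie in macrophage-like cells. Loss of that class from the homozygous library is consistent with their absence there. fcer1gl is also among the markers that name the class, and whether either gene falls within macrophage-like cells cannot be read from 2 homozygous cells.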

How the results depend on the processing

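1 setting, no cell calling with the named genes kept, was chosen only after the results were seen, and so was resolution 1.0 for the cardiomyocyte-like and tailbud-like classes. No paired analysis was possible because each genotype has 1 library. The cause of the changes below was not tested unless one is given.

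Over 12 share differences, 138 alternative values were computed. 116 stayed within the counting interval of the main value, 22 left it, and none changed direction where that interval excluded 0. Where it includes 0 a sign can change, as for the unnamed clusters. The ratios over the whole library left it in 6 of 192 values. Resolution 0.4, the mitochondrial limit of 10% and CPM without hemoglobin genes moved none of 186, 188 and 84 values. Separate clustering gives no single number of clusters. It also gives no epidermal-like class, and classing by markers gives no value for the unnamed clusters or the subclusters, and only 5 alternatives separate cardiomyocyte-like from tailbud-like cells.

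Values in percentage points are homozygous minus heterozygous, and RBC values are log2 ratios. Without cell calling the endothelial-like difference was -13.74, the LPM-like 13.05 and that of the unnamed clusters led by the genes of cluster #10 was 4.30, with hbae1.3 at 0.60 and hbbe1.1 at 0.83 in RBC-like cells. A further unnamed cluster of that setting, which differed by -4.88, is counted in none of these classes. With the named genes kept, the differences were -22.99 for endothelial-like, -12.83 for EPC-like, 13.00 for LPM-like, 6.94 for the unnamed and 11.86 for cardiomyocyte-like cells. Both together, the added setting, gave -26.02, 12.11 for LPM-like and 10.32 for unnamed cells, and reversed tailbud-like over other tal1 to a log2 of -0.05. In the added setting a cluster of shallow barcodes was named endothelial-like. Without cell calling alone a cluster of shallow barcodes remained unnamed and is part of neither the -13.74 nor the 4.30. Without regression the endothelial-like difference was -24.42, alas2 0.37, hbae3 0.17, hbae1.3 0.31, hbbe1.1 0.58, tpm4a -1.18 and ecscr -2.53, and tmem88a in epidermal-like over other cells reversed to 0.05. Classing by markers gave -21.83 for endothelial-like, -14.84 for EPC-like and 15.86 for RBC-like cells. 20 components gave 13.05 for LPM-like, 12.17 for cardiomyocyte-like and 15.58 for cardiomyocyte, tailbud and mixed cells together, and lmo2 at -0.65.

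With the libraries clustered separately the differences were 11.54 for LPM-like, 12.47 for myocyte-like, -22.04 for unnamed and 31.34 for cardiomyocyte, tailbud and mixed cells. No heterozygous cluster was named myocyte-like and no homozygous one was led by the genes of cluster #10 there, so these values follow from naming. hbae3 was 0.35, hbae1.3 0.49 and hbbe1.1 0.75. In heterozygous LPM-like over other cells etv2 reversed to -0.42 and tmem88a to -0.03, and the homozygous over heterozygous dusp5 of the class to 0.09. Resolution 1.0 reversed tal1 to 0.49 and lmo2 to 0.19 in heterozygous LPM-like over other cells. So the level of early vascular genes in LPM-like cells depends on where the class ends. Without an upper limit of genes hbae1.3 was 0.54 and hbbe1.1 0.77, with at least 500 genes hbbe1.1 was 0.77, and with the empty-droplet profile subtracted hbae1.3 was 0.54.

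Resolution 0.6 gave 148 endocardial-like cells. In the heterozygous library alone the pseudotime distance from LPM-like cells was 0.276 for EPC-like and 0.416 for endothelial-like cells, and with 13 components that from EPC-like to myocyte-like was 0.629. Of endothelial-like cells, 79.03% held an arterial and 44.52% a venous gene, 36.45% both and 12.90% neither without thinning, and 44.44% a venous gene and 38.01% both with thinning to the 40th percentile. More UMIs per cell raise such shares by construction. The Fluidigm EC2 genes in endothelial-like cluster 6 rose from 10 to 18 at 1.5-fold.

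Depth limits the homozygous side of the lost classes, which rests on 2 or 3 cells each, and genes of few counts such as etv2 in muscle cells.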

Differences from the paper's values

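1 setting, no cell calling with the named genes kept, was chosen after seeing the values, because it came near the paper's. Where it reaches them this is no independent check. The paper's 2049 and 588 cells are reached exactly by applying its stated limits to all barcodes with no cell calling, against 1606 and 473 cells with calling, so proportions below have these different denominators.

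The paper's number of variable genes is 3707, against 2098 here. Without cell calling it was 3769, and none of the other alternatives set beforehand closed the gap. The added setting also gave 3769.

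The paper's proportion of endothelial cells in homozygous embryos, EC1 and EC2 together, is about 2.5% in Fig. 1e, read by eye, of 588 cells, against 0.423% of 473 cells here. With 20 components it was 1.48% and with cells classed by their markers 1.27%, within counting error of the paper's. The other alternatives set beforehand did not reach it. The setting chosen after seeing the values gave 2.38%, of which a cluster of shallow barcodes named endothelial-like made up 1.87%.

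The paper's proportion of tailbud cells in heterozygous embryos is about 4.2% in Fig. 1e, read by eye, of 2049 cells, against 2.12% of 1606 cells here. Without cell calling it was 3.71% and by marker classing 3.49%. Keeping the named genes and 20 components left it at 2.12% and 2.30%. The setting chosen after seeing the values gave 3.37%.

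Supplementary Data 3 gives log fold changes in RBCs, read here as natural logs of mean normalized expression. The paper's value for hbae3 is 0.302, against 0.35. None of the alternatives set beforehand closed the gap, with 0.27 for separate clustering and 0.14 without regression, and the setting chosen after seeing the values gave 0.32. The paper's value for hbbe1.1 is 0.536, against 0.60, and separate clustering gave 0.54, as did the setting chosen after seeing the values, while the others did not close the gap. The paper's value for jdp2b is 0.628, against 0.83. This lies just outside its counting error of 0.19. Of the alternatives set beforehand, only no cell calling moved it clearly toward the paper's, to 0.69, and the setting chosen after seeing the values gave 0.62. At resolution 1.0, with 20 components, without regression and with separate clustering it moved little, to 0.82, 0.81, 0.80 and 0.80, which fall just within counting error, and the rest stayed outside.

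Among directions, the paper has the Apo cells increased in homozygous embryos. The unnamed clusters led by the same genes differed by -0.52 percentage points (-4.58 to 3.89). Without cell calling the difference was 4.30, with the named genes kept 6.94, and with the setting chosen after seeing the values 10.32, which go the paper's way. With separate clustering it was -22.04. The 4.30 leaves out a further unnamed cluster of shallow barcodes, which went the other way, at -4.88 (-7.72 to -1.68). Among cells outside the endothelial-like, EPC-like and macrophage-like classes, the difference of the clusters led by the same genes was -18.03 (-22.83 to -12.94). It was also below 0 without cell calling, with the named genes kept and with the setting chosen after seeing the values, at -4.78, -8.82 and -6.93. The paper has the tailbud population not significantly affected. Tailbud-like cells differed by 3.59 points (1.65 to 6.13), and by 2.75 to 4.76 across the alternatives that separate them. Outside the lost classes their difference was 1.98 (-0.33 to 4.71), and from -0.46 to 1.77 across the alternatives. Its sign there is not settled. The paper has id1 and id3 enriched in LPM and not in vascular progenitors. Here EPC-like cells were 1.74-fold enriched for id1 and 1.59-fold for id3, less than LPM-like cells at 2.07-fold and 6.83-fold. Endothelial-like cells were enriched for id1 2.24-fold, more than LPM-like cells, and were level for id3, at 1.00-fold.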

Other observations

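The tests of composition, of the 2 parts of cluster #10, of endothelial cells among RBC-like cells and of the origin of homozygous EPC-like cells were chosen only after the results were seen. So was the setting on which the depth of the cluster with few enriched genes was tested.

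The RBC-like proportion was 9.98 percentage points higher in the homozygous library, but -2.30 (-7.16 to 2.77) among cells outside the endothelial-like, EPC-like and macrophage-like classes. These proportions alone cannot tell an increase of RBC-like cells from the loss of these classes. The paper reports a similar frequency of GFP-positive cells in both genotypes, which loss alone would have lowered. It also reports higher RBC genes in bulk RNA-seq of homozygous embryos, and more dsRed-positive cells after etv2 knockdown. For LPM-like and cardiomyocyte-like cells the difference outside the lost classes was above 0, at 13.58 (9.52 to 17.90) and 8.09 (5.46 to 11.22), with intervals above 0 in all alternatives that give these classes. This argues against the loss of the other classes as the whole source of these increases. For myocyte-like cells it was 2.48 (0.50 to 4.93), but with intervals that include 0 in 2 alternatives, at 1.42 and 1.59. With so few cells, these proportions cannot tell an increase of this class from the loss of the others. The paper counted GFP-positive muscle cells per embryo by microscopy at a later stage, and found more in homozygous embryos. Neural-like and unnamed clusters were lower outside the lost classes, at -4.15 and -18.03. Cell numbers per embryo, and whether cells were missing from the sort, were not tested here.

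alas2, hbae3, hbae1.3 and hbbe1.1 were higher in homozygous RBC-like cells, which were also deeper. Not all erythroid genes were, as blf and hbbe1.3 were lower, with ratios of 0.845 and 0.741, and klf17 was level, at 0.982. Weighting heterozygous cells to the homozygous depths left ratios of 1.09 for hbae3 or more for the other 3 of the first 4, and these 4 were at or above 1 in all 5 depth bins, with 1.00 as the lowest. The weighting lowered the excess, most for hbae3, which went from 1.35 to 1.09. Relative to the median of their own library, however, RBC-like cells were about equally deep, at 1.42 in heterozygous and 1.40 in homozygous cells. The weighting therefore sets cells of unlike relative depth against each other. It cannot decide whether depth explains part of the excess. The weighted ratios have no interval. The genotype and a difference in stage between the pools stay open as untested. Among the unnamed differences, socs3b was higher in homozygous RBC-like cells 4.34-fold, in the unnamed clusters 7.43-fold and in tailbud-like cells 9.68-fold.

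ecscr, tpm4a and lmo2 were lower in homozygous RBC-like cells and in the homozygous empty droplets. If the heterozygous counts above the homozygous level came from free RNA, it would have to make up at least 16.7% of the heterozygous counts (73.7% by ecscr), against an estimated 4.35%, which argues against free RNA as the only cause. Free RNA was also to lower other endothelial genes, and most of them did fall. In RBC-like cells egfl7, sox7, erg and fli1a had ratios of 0.261, 0.268, 0.167 and 0.468, cdh5 went from 20 counts to 0 and cldn5b from 14 to 0, whereas crip2 rose, with 2.23. A share of free RNA in the result therefore stays open. The limit of 2 times the estimate, above which free RNA was taken as not enough, was set in the course of the work. Endothelial-like cells counted among RBC-like ones are argued against by cdh5, which stood at 2.02% (1.23 to 3.13) of the endothelial-like level, and cldn5b at 1.01%, against 16.7% for ecscr. Lower expression in erythroid cells themselves stays open.

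The cluster with few enriched genes may join different kinds of barcodes. With all barcodes and the named genes kept, its median depth was 0.30 of that of all cells, which is consistent with low depth. In the main clustering it fell apart into a part more enriched for pmaip1, with a median depth of 1.25 over the cells of both libraries, each relative to its own library, 0.85 in heterozygous and 1.71 in homozygous cells, and a part less enriched for it, at 0.42, with 0.48 and 0.26. Low depth is consistent with the second part. The first is somewhat below its library's median in heterozygous cells, though far fewer counts were seen in neither library. In the first, mdm2 was also raised over the cells outside both parts, 4.13-fold in heterozygous and 3.10-fold in homozygous cells, and cdkn1a 7.35-fold in heterozygous cells, but 3.62-fold (0.874 to 14.2; 5 counts) in homozygous cells. phlda3 was raised 3.94-fold in heterozygous and not detectably in homozygous cells, at 1.18-fold (0.662 to 2.02). In the combined cluster, pmaip1 was enriched 4.29-fold in 174 heterozygous barcodes above the calling limit and 2.16-fold (1.17 to 3.65) in 193 below it, and in the homozygous library 4.76-fold in 89 above and 1.02-fold (0.328 to 2.40) in 77 below it. For the part more enriched for pmaip1 a p53-like response is a hypothesis from these genes, chosen after their values were seen, which the homozygous cdkn1a and phlda3 values leave unsettled.

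junba, fosab, jun and jdp2b were higher in homozygous RBC-like cells, with ratios of 2.90, 2.03, 1.98 and 5.36. The same 4 genes were above 1 in 7 classes outside RBC-like, 28 of 28 ratios, from 1.45 to 6.38, with cardiomyocyte-like cells, 16 of them heterozygous, among the classes. A stress of dissociation acting on the whole homozygous library is consistent with this, so the rise is not particular to RBCs. With 1 library per genotype the handling of a library and its genotype are confounded.

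The etv2 ratio of 0.0521 argues against a swap of the 2 labels. The homozygous library nevertheless held 3 EPC-like cells with 8, 20 and 20 etv2 UMIs. Their etv2 level was 0.919 times (0.676 to 1.22) the heterozygous one, whereas etv2 counts were nearly lost in the LPM-like and tailbud-like cells. Cells of heterozygous embryos in the homozygous pool are a candidate source. Wild-type embryos lack the trap that drives GFP, so their cells could enter only through an impure sort. Reads assigned to the wrong library are argued against, as the number of barcodes that these cells share with kept cells of the heterozygous library was 0, and all kept cells shared 0 with 1.03 expected by chance. The 3 cells had 1 cdh5 UMI each and no cldn5b or ecscr. Endogenous transcription upstream of or through the insertion was not tested.

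In myocyte-like cells actc1b was higher and stmn1a lower in the homozygous library. A single cell is not enough, since without it actc1b was still 1.74-fold higher. stmn1a was also lower in 7 of the 7 other classes and pcna in 6, with neural-like pcna at 1.18 (1.05 to 1.34). A later stage of the whole homozygous pool cannot be told apart from the genotype, because each genotype has 1 library.

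fli1b, the neighbour of etv2 that the paper discusses as possibly interrupted by the insertion, was at 116 CPM in the heterozygous and 29.6 CPM in the homozygous library, a ratio of 0.256 (0.219 to 0.298). The loss of endothelial-like and EPC-like cells, where it is highest, enters this value. In LPM-like cells the ratio was 4.57 (2.74 to 8.10), from 20.9 to 95.6 CPM, and in tailbud-like cells 0.525 (0.302 to 0.894).

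The paper lists red blood cells, macrophages and presumptive tailbud progenitors among the populations found on both platforms. Of the RBC genes of Supplementary Data 5, 45 of 46 were at least 2-fold enriched in heterozygous RBC-like cells. The numbers were 42 of 42 for the macrophage list in macrophage-like cells and 41 of 42 for the epithelial list in epidermal-like cells. For the tailbud list they were 7 of 24 in tailbud-like and 8 of 24 in neural-like cells. Of the 36 arterial genes 34 were enriched in endothelial-like cluster 7 and 14 in cluster 6, and of the 32 venous genes 12 and 14.

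Among the most extreme ratios in other classes, in the unnamed clusters cldn5b was at least 14.3-fold higher in the heterozygous library (103 and 0 counts). In neural-like cells pvalb8 and dlx1a were at least 13.5-fold and 13.3-fold higher in the heterozygous library, while jdp2b was 6.38-fold higher in the homozygous one. The dlx1a counts lay in 4 cells, of which 1 held 55.2%. In epidermal-like cells wu:fj16a03 was 10.1-fold higher in the homozygous library. Its 51 homozygous counts lay in 3 cells, of which 1 held 60.8%, and without that cell the ratio was 4.19 (1.95 to 9.41). In tailbud-like cells egfl7 was at least 21.5-fold higher in the heterozygous library (62 and 0 counts), and sox7 had a ratio of 0.0277.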
